# IbinA and IbinB regulate the Toll pathway-mediated immune response in *Drosophila melanogaster*

**DOI:** 10.1186/s12915-025-02501-7

**Published:** 2026-01-09

**Authors:** Matthew K. Maasdorp, Susanna Valanne, Laura Vesala, Petra Vornanen, Elina Haukkavaara, Tea Tuomela, Aino Malin, Tiina S. Salminen, Dan Hultmark, Mika Rämet

**Keywords:** *Drosophila melanogaster*, IbinA, IbinB, Infection, Innate immunity, Melanization, Mibin, Toll pathway

## Abstract

**Background:**

To combat infection, an immune system needs to be promptly activated but tightly controlled to avoid destruction of host tissues. IbinA and IbinB are related short peptides with robust expression upon microbial challenge in *Drosophila melanogaster*.

**Results:**

*Ibin* genes are ubiquitously present in flies of the *Drosophila* subgenus *Sophophora*, replacing the likely evolutionarily older, related gene, *Mibin*, which is found across a much wider range of cyclorrhaphan flies and is also upregulated following infection. We observed no direct bactericidal or bacteriostatic activity for IbinA or IbinB in vitro. Using single and double *Ibin* mutant *Drosophila* lines, we examined their roles in development and during microbial infections. *IbinA* is expressed in early pupae, and a lack of *IbinA* and *IbinB* leads to temperature-dependent formation of melanized tissue during metamorphosis, frequently around the trachea. IbinA and IbinB have distinct effects on susceptibility to microbial infection. For example, flies lacking *IbinB* had improved survival when challenged with *Listeria monocytogenes*, an intracellular pathogen, whereas a lack of *IbinA* alone had no effect. RNA sequencing following *L. monocytogenes* infection showed enhanced Toll target gene expression in flies lacking *IbinB*, suggesting that IbinB acts as a negative regulator of the Toll pathway. In contrast, *IbinA* mutants had decreased Toll target gene expression. Correspondingly, *IbinB* mutant flies had improved, and *Ibin*A compromised survival in septic fungal infection, where the Toll pathway has a major role.

**Conclusions:**

Our study provides insight into the roles of IbinA and IbinB in regulation of the immune response in *Drosophila*.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-025-02501-7.

## Background

*Drosophila melanogaster* has an elegant innate immune system that includes both cellular and humoral arms [1]. The cellular immune response involves mechanisms such as pathogen recognition, phagocytosis of bacteria, encapsulation, and the killing of parasitoid wasps [2–5] and is mediated by *Drosophila* immune cells called hemocytes. The *Drosophila* humoral immune response is initiated by the recognition of pattern-associated molecular patterns (PAMPs) by pattern recognition receptors (PRRs), resulting in the release and nuclear localization of NF-κB transcription factors (Dif, dorsal, and Relish) via the Toll and immune deficiency (Imd) signaling pathways, which are conserved between flies and humans [6–10]. Whereas the microbial recognition mechanisms and the core signaling pathways leading to activation of the humoral immune response via the Toll and Imd pathways have been well established, the immune effector mechanisms are largely yet to be characterized at the molecular level. Some of the induced genes encode secreted peptides with direct antimicrobial properties, like cecropins, attacins, diptericins, insect defensins, drosomycin (Drs), and metchnikowin (Mtk) [11–16], whereas some, like *pirk*, are involved in the regulation of the immune response [17–20]. The role of many infection-inducible genes is, however, currently unknown.

In our previous work, we identified novel immune-induced molecules, namely Induced By INfection (IBIN, CG44404 [CR44404]) and CG45045 (CR45045), which are rapidly induced in immune challenge via both the Toll and the Imd pathways [21]. It was originally thought that IBIN and CG45045 are noncoding RNA molecules, but they have been re-annotated as peptide-encoding genes with strong sequence similarity to each other [21, 22]. Because of their similarity, we have renamed the peptides as IbinA (IBIN, CG44404) and IbinB (CG45045). The *IbinA* gene is predicted to encode a 41 amino acid-long peptide, whereas the *IbinB* gene gives rise to a putative 42 amino acid-long peptide homologous to IbinA. *IbinA* and *IbinB* are highly upregulated by both gram-positive and gram-negative bacteria, as well as when fly larvae are parasitized by *Leptopilina boulardi* wasps [21]. Upon infection, *IbinA* is expressed in the fat body (the functional equivalent of the mammalian liver and adipose tissue and an important immune tissue in the fly), in hemocytes (fly blood cells), and in the gut. Interestingly, ectopic *IbinA* expression in the fat body and in the gut alters expression of sugar metabolism genes and downregulates protein metabolism genes [21]. In addition, others have shown that *IbinA* is induced in female flies upon sight of parasitoid wasps [23], and in male flies upon social isolation [24], suggesting a role for Ibin peptides also in other stress-related situations besides infection. Here, we set out to investigate the roles of IbinA and IbinB in *Drosophila* immunity using deletion mutant lines for the *IbinA* and *IbinB* genes, as well as a double mutant line lacking both genes. We show that *IbinA* and *IbinB* are members of a family of immune-regulated genes found across a wide range of cyclorrhaphan flies and likely originate from a more ancestral immune-inducible gene. In *D. melanogaster*, IbinA and IbinB regulate the humoral immune response. This work adds to the range of previously described negative regulators of the *Drosophila* NF-κB immune pathways, including Pirk [19], Trapid [25], Zfh1 [26], and secreted forms of PGRP [27] for the Imd pathway, and negative Toll pathway regulators including cactus [28], necrotic [29], retromer [30], and the Osa-containing Brahma complex [31].

## Results

### IbinA and IbinB are part of a family of genes conserved across fly species and are induced by infection

We identified *Ibin* homologs by blastp and tblastn searches in various *Drosophila* species (examples are given in Fig. 1A and Additional file 1: Fig. S1) but only within the subgenus *Sophophora* (including *Lordiphosa* and the willistoni and saltans groups). To get insight into the origin of this apparent novelty, we looked at the corresponding chromosomal regions in other fly species. In *D. melanogaster*, the *IbinA* gene is located between the *CG30109* and *p32* genes on chromosome 2. In terms of the wider chromosomal context, *Ibin* genes are located near the diptericin/attacin loci (Additional file 1: Fig. S2). In species that lack *Ibin* homologs, the corresponding chromosomal locus encodes a proline-rich peptide, which we call “Mother of Ibin” (Mibin, Additional file 1: Fig. S2).

**Fig. 1:**
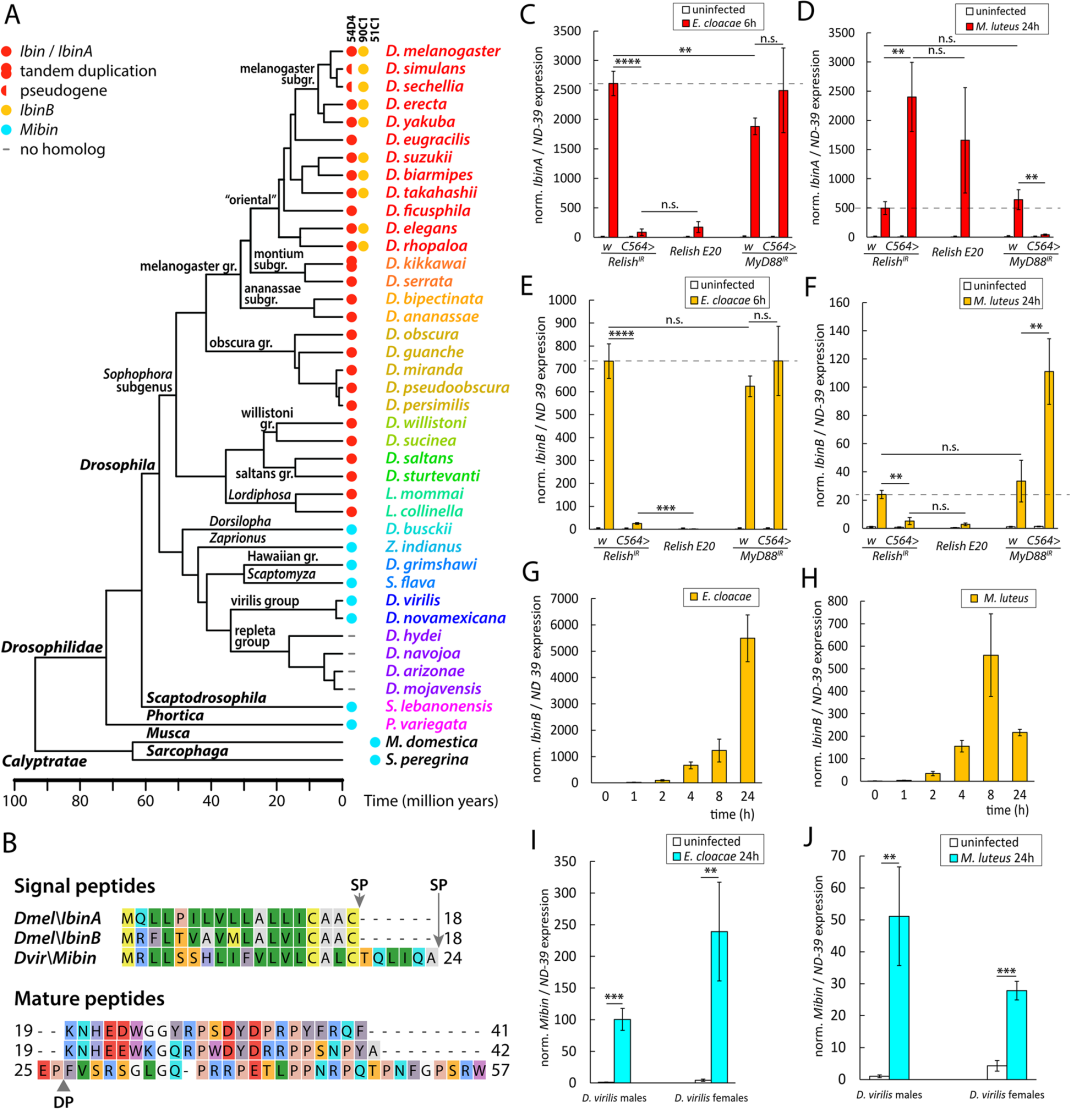
*IbinA* and *IbinB* belong to a family of genes conserved across fly species. **A** Consensus phylogenetic tree showing the occurrence and chromosomal locations (54D4, 90C1 or 51C1) of *IbinA, IbinB*, and *Mibin* orthologs in representative drosophilid flies. Time calibration is based on [33], and the calyptrate outgroup is not time calibrated. **B** Predicted IbinA and IbinB peptide sequences with the predicted cleavage sites for signal peptide (SP, likelihood: 0.998) marked by arrows and for dipeptidyl peptidase (DP) marked by a triangle. *IbinA* or *IbinB* expression in *D. melanogaster* when challenged **C** and **E** with *E. cloacae* or **D** and **F** with *M. luteus*. **G**, **H** Expression patterns of *IbinB* measured within the first 24 h after *D. melanogaster* exposure to *E. cloacae* or *M. luteus*. **I**, **J** *Mibin* expression in *Drosophila virilis* males and females when exposed to *E. cloacae* or *M. luteus*. **C**, **D**, **E**, **F**, **I**, **J** Statistically significant differences are marked with asterisks: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. For fold induction values, expression values in uninfected flies were set to 1

Conserved *Mibin* genes could be identified among most Drosophilidae as well as in other acalyptrate and calyptrate flies, like the housefly (*Musca domestica*) and the flesh fly (*Sarcophaga peregrina*), and even in aschizan flies, like the hoverflies, family Syrphidae (Additional file 1: Fig. S3). Thus, the *Mibin* genes must go back at least to the origin of the first cyclorrhaphan flies, perhaps about 110 million years [32]. Importantly, we could not find *Mibin* homologs in any of the species that have *Ibin* genes (Fig. 1A), which led us to hypothesize that the original *Ibin* gene has evolved directly from *Mibin* in an early ancestor of the subgenus *Sophophora*, about 55 million years ago [33]. Later, a duplication of the ancestral *Ibin* gene produced the paralogs *IbinA* and *IbinB*, of which only *IbinA* remains in the original location at 54D4, while *IbinB* has translocated to 90C1 (chromosome 3). We identified separate *IbinA* and *IbinB* genes in most members of the *Drosophila* oriental subgroups, but not in other subgroups (Fig. 1A), suggesting that the duplication happened in an ancestor of the oriental subgroups, probably less than 30 million years ago (Fig. 1A). It could also have happened earlier if one copy was secondarily lost, e.g., in the montium and other subgroups.

Both IbinA and IbinB are predicted with a high probability (0.998) to have a signal sequence at the N-terminus. The signal sequence is predicted to be cleaved between amino acids at positions 18 and 19, with a probability of 0.957 for IbinA and 0.951 for IbinB (Fig. 1B). After cleavage, the length of the predicted mature IbinA peptide is 23 amino acids; the IbinB peptide is 24 amino acids long. Mibins also have predicted signal sequences for export, but these peptides may also be subject to additional processing. In these peptides, the signal peptidase cleavage site is often followed by one or more dipeptides of the general format Xxx-Pro (XP), which are potential substrates for dipeptidyl peptidase IV-like enzymes (Fig. 1B). Of 144 investigated Mibin sequences, 102 had at least one N-terminal XP dipeptide (most commonly EP), and 13 of them had tandem repeats of 2–3 XP dipeptides (Additional file 1: Fig. S3). Similar amino-terminal dipeptides have been found in many insect antimicrobial peptides (AMPs), like cecropin, diptericin, drosocin, and hymenoptaecin, as well as in insect venom peptides [34–39]. For cecropin and the bee venom Melittin, the N-terminal dipeptides have to be removed in order to activate the peptides [34, 40]. Despite their proposed relationship, the mature Mibins have no significant sequence similarity to IbinA or IbinB, beyond the fact that several proline and glycine residues are present in each of these peptides (Fig. 1B). The Ibin family members are characterized by a conserved KNHEEWXG motif at the N-terminus (Additional file 1: Fig. S1). In contrast, the Mibin peptides share a C-terminal proline-rich motif, RPXTLPPN/QRPXXPN/DF (Additional file 1: Fig. S3), which has no counterpart in the Ibin peptides.

*IbinA* expression was previously shown to be strongly induced by bacterial infection in response to the Imd and Toll signaling pathways [21]. We have now extended these studies and compared the responses of *IbinA* and *IbinB* expression in selected conditions by quantitative reverse transcription polymerase chain reaction (RT-qPCR). We assayed the response to *Enterobacter cloacae*, which is a strong inducer of the Imd pathway, and *Micrococcus luteus*, which activates Toll signaling. The response was studied in *D. melanogaster* wild-type flies compared to *C564* > *Relish*^*IR*^, *Relish*^*E20*^ null mutant flies (with impaired Imd pathway signaling), or to *C564* > *MyD88*^*IR*^ flies with *MyD88* knockdown in the fat body (impaired Toll pathway signaling). Expression of both *IbinA* and *IbinB* is induced by both bacteria, but the inducibility of *IbinA* (Fig. 1C, D) (compared to baseline) is stronger than that of *IbinB* (Fig. 1E, F), especially with *M. luteus* infection (Fig. 1D & F). Of note, although our selected control gene *NADH dehydrogenase (ubiquinone) 39-kDa subunit* (*ND-39)* in general is very stably expressed regardless of the infection status of the flies, we observed a relatively small decrease in *ND-39* expression from 4 h onwards after *M. luteus* infection in *D. melanogaster* (RT-qPCR threshold cycle (Ct) increasing from average of 20 in uninfected flies to 21 at 4 h and 8 h and 21.6. at 24 h post-infection). We deem that the decrease in *ND-39* expression does not affect the interpretation of the results on *IbinA* and *IbinB* expression after *M. luteus* infection.

As also shown previously [21], *IbinA* expression induced by *E. cloacae* is dependent on *Relish*, and thus on the Imd pathway (Fig. 1C), whereas when infected with *M. luteus*, *IbinA* expression depended on the *MyD88* gene in the Toll pathway (Fig. 1D). Of note, like *IbinA*, *IbinB* expression was dependent on the Imd pathway when induced by *E. cloacae* (Fig. 1E), but, unlike *IbinA* expression, *M. luteus*-induced *IbinB* expression was also dependent on the expression of Imd pathway gene *Relish* (Fig. 1F). To study this further, we analyzed the importance of known Imd pathway genes (*PGRP-LC*, *Imd,* and *FADD*) for *IbinB* expression upon *M. luteus* challenge. Silencing these genes blocked induced *IbinB* expression (Additional file 1: Fig. S4A, S4B), further supporting the idea that the Imd pathway is needed for both *E. cloacae*- and *M. luteus*-induced *IbinB* expression.

Expression kinetics of *IbinB* (Fig. 1G) resemble those of *IbinA* after exposure to *E. cloacae*, whereas expression of *IbinB* peaks earlier after *M. luteus* infection (Fig. 1H) than is seen with *IbinA* [21]. *Drosophila virilis* *Mibin* expression was also strongly induced by the abovementioned bacteria (Fig. 1I, J), giving further support to the relatedness of the *Ibin* and *Mibin* genes. These data indicate that *IbinA* and *IbinB* are conserved among *Drosophila* species, and their expression is controlled by NF-κB signaling upon microbial challenge, suggesting a role in innate immunity.

### IbinA shows variable expression in aseptic stress conditions

Previous studies have shown upregulation of the *IbinA* gene, together with a handful of AMPs and other immune-responsive genes, in the heads of female flies when they were visually exposed to parasitoid wasps [23] and in the heads of male flies when they were socially isolated [24]. This suggests that IbinA and IbinB might have stress-related functions. To study this hypothesis further, we first performed RT-qPCR on heads of flies subjected to the abovementioned conditions. This led to a similar *IbinA* induction as that published earlier (Additional file 1: Fig. S4C). This expression was highly variable between samples and at a much lower level compared with that seen in infected flies. Ebrahim and coworkers [23] also observed accelerated mating in flies visually exposed to wasps. We attempted to replicate this behavioral finding by overexpressing *IbinA* under the control of the pan-neuronal *elav-GAL4* driver in female flies. However, this overexpression did not result in accelerated mating (Additional file 1: Fig. S4D). As previous work had focused on *IbinA* expression, we looked at whether *IbinB* was also upregulated in female fly heads when they were visually exposed to parasitoid wasps, but we did not see a significant increase in *IbinB* expression (Additional file 1: Fig. S4E). Similar to the wasp exposure results, single-housed (socially isolated) male flies show a moderate increase in expression of *IbinA* in their heads (Additional file 1: Fig. S4F), replicating the results from Agrawal and colleagues [24]. To investigate whether *IbinA* is responsive to physiological stress, we studied its expression patterns under other stress conditions. *IbinA* was not significantly upregulated by heat shock (Additional file 1: Fig. S4G) or osmotic stress (Additional file 1: Fig. S4H). These data indicate that infection is the predominant inducer of *IbinA* and *IbinB*.

### IbinA and IbinB do not have bactericidal or bacteriostatic properties

While *IbinA* and *IbinB* genes are immune-inducible and the (predicted) peptides are well conserved across related species, their role in fly immunity remains unknown. As short peptides that are produced minimally in uninfected flies, and highly induced upon infection (Fig. 1C, D, E, F), IbinA and IbinB bear resemblance to AMPs and might have a function in resistance against invading pathogens. To test if IbinA and/or IbinB can prevent bacterial reproduction or directly kill bacteria, we incubated two enterobacteria (*E. cloacae* and *Escherichia coli*; Fig. 2A, B) and two cocci (*Staphylococcus aureus* and *Enterococcus faecalis*; Fig. 2C, D) with synthetic, mature IbinA (Fig. 2, panels *i*) and IbinB (Fig. 2, panels *ii*) peptides as well as the combination of IbinA and IbinB peptides (Fig. 2, panels *iii*). The AMP Cecropin A was used as a positive control for the enterobacteria, whereas Melittin (from bee venom) was used as a positive control for *S. aureus* and lysozyme (from egg white) for *Enterococcus faecalis* (Fig. 2). We did not find any effect of IbinA or IbinB peptides or their combination on bacterial growth at any concentration, in contrast to the positive controls, which were able to reduce and clear bacteria in a concentration-dependent manner (Fig. 2). These data suggest that although IbinA and IbinB are likely to have an immune response-related function, they do not act as AMPs, at least not in isolation against the four bacterial species we tested.

**Fig. 2:**
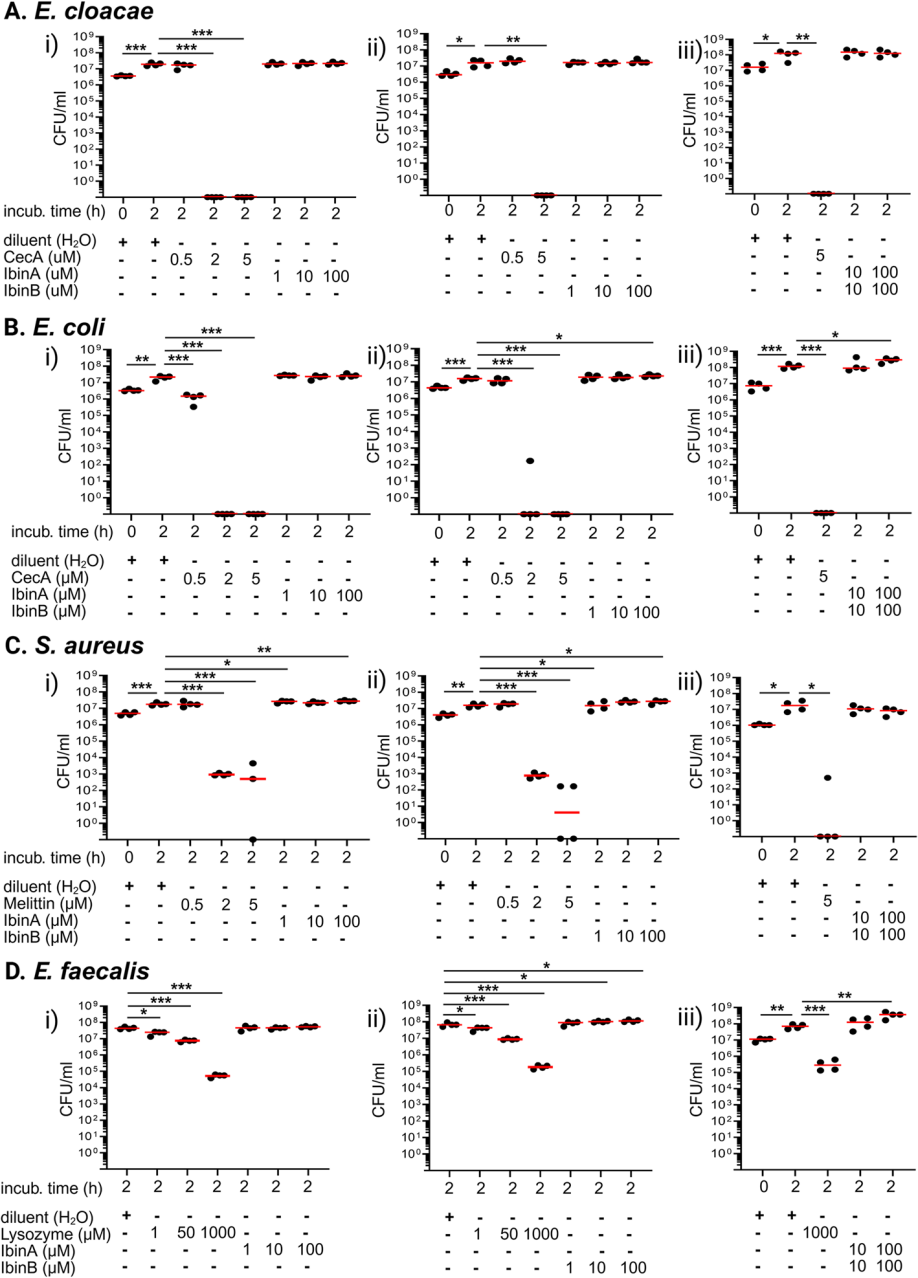
IbinA and IbinB synthetic peptides do not kill bacteria in vitro. IbinA and IbinB synthetic peptides were incubated with the following bacteria: **A** *E. cloacae*, **B** *E. coli*, **C** *S. aureus*, and **D** *E. faecalis*. The following positive controls were used: Cecropin A for *E. cloacae* and *E. coli* (**A** and **B**), Melittin for *S. aureus* (**C**), and lysozyme for *E. faecalis* (**D**). Bacteria were treated with i the IbinA peptide, ii the IbinB peptide, and iii both the IbinA and the IbinB peptides. Statistically significant differences are marked with asterisks: *p < 0.05, **p < 0.01, ***p < 0.001

### IbinA and IbinB mutant flies exhibit developmental and blood cell phenotypes and changes in lifespan

To characterize the biological roles of IbinA and IbinB, knock-out mutant fly lines for the *IbinA* and *IbinB* genes were generated. Precise deletions of *IbinA* (*IbinA*^*KO*^) and *IbinB* (*IbinB*^*KO*^) genes were generated using Crispr/Cas9 technology while simultaneously knocking in a selection marker as detailed in the methods and schematically illustrated in Fig. 3A and B. Furthermore, a double mutant line for both *IbinA* and *IbinB* (*IbinA*^*KO*^; *IbinB*^*KO*^) was produced by crossing the single-mutant lines together. To validate the mutants, we confirmed that *IbinA* was not expressed in the *E. cloacae*-infected *IbinA*^*KO*^ mutant or in the double mutant (*IbinA*^*KO*^; *IbinB*^*KO*^) (Fig. 3C), and similarly, *IbinB* was not expressed in the *E. cloacae*-infected *IbinB*^*KO*^ mutant or in the double mutant (Fig. 3D). Overall lifespan showed significant differences between mutant and wild-type lines, with *IbinB*^*KO*^ and the double mutant showing shorter lifespans (Fig. 3E). *IbinA*^*KO*^ flies did not have a significantly different lifespan compared to controls (Fig. 3E). Some of the double mutant flies were also noted to have areas of melanized tissue visible through the cuticle (Fig. 3Fiii-vi: example images, compare to Fig. 3Fi and ii, wild-type flies lacking abnormal melanization, Fig. 3G: quantification). These areas of melanization frequently occurred in the abdomen at locations of spiracles and trachea (examples in Fig. 3Fv and vi, yellow arrowheads), while some individuals (both those with and without the larger spiracle/tracheal melanization spots) showed smaller melanized spots visible through the dorsal cuticle (Fig. 3Fiii and iv, red arrow heads). Melanized tissue was seen in *IbinA*^*KO*^ and *IbinB*^*KO*^ single-mutant flies much less frequently. Penetrance of this phenotype varied, with higher numbers of flies exhibiting melanized tissue when reared at 25 °C compared to 18 °C (Fig. 3G). The melanization phenotype was also found at higher rates in females compared to males (especially in *IbinA*^*KO*^*;IbinB*^*KO*^ flies at 25 °C). At 29 °C, mutant flies developed normally until emergence from the pupal case, at which point only 11% of double mutant flies eclosed, while *IbinA*^*KO*^ and *IbinB*^*KO*^ flies eclosed at much higher rates, occasionally exhibiting small areas of melanization in points under the dorsal cuticle (Fig. 3G). This was seen most often in *IbinA*^*KO*^ flies, again, particularly in females. We did not observe melanized tissue in larvae, but this phenotype was present in some individuals already at pupal stages (example images: Fig. 3H compare wild type in Fig. 3Hi to individual with melanized tissue in Fig. 3Hii). Flies with large areas of melanized tissue were sometimes observed to have brown discoloration on the dorsal side of the abdomen, putatively pericardial cells taking up melanized material (Additional file 1: Fig. S5A_i_, purple arrowhead). We also observed that male *IbinA*^*KO*^ flies frequently had areas missing from the normally expected bands of coloration on the abdomen (Additional file 1: Fig. S5A_ii_, green arrowhead), similar to the phenotype observed by Scherfer and coworkers when they knocked down *Serpin-28D*, a serpin that negatively regulates a serine protease in the melanization cascade in *D. melanogaster* [41].

**Fig. 3:**
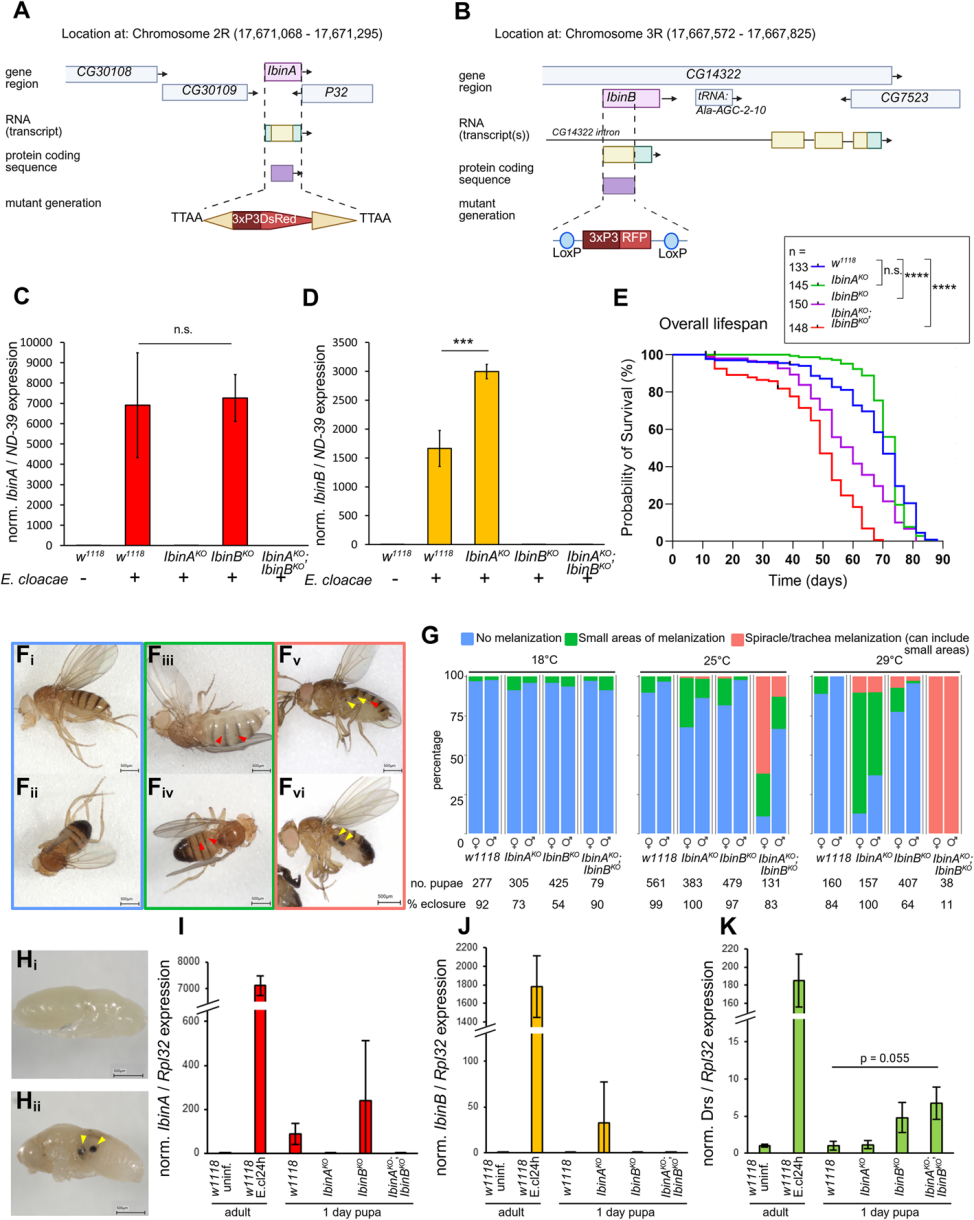
Flies lacking *IbinA*, *IbinB*, or both genes show differences in lifespan and the presence of melanized tissue in adult flies. Schematic representation of the deletion of **A** the *IbinA* gene (resulting in *IbinA*^*KO*^), with replacement by the 3xP3DsRed cassette and **B** the *IbinB* gene (resulting in *IbinB*^*KO*^), with replacement by the 3xP3RFP cassette. **C** *IbinA* expression is not detected in the *IbinA*^*KO*^ and *IbinA*^*KO*^;*IbinB*^*KO*^ lines when infected with *E. cloacae*, but it is induced normally in *IbinB*^*KO*^ flies. **D** *IbinB* expression is not detected in *IbinB*^*KO*^ or *IbinA*^*KO*^;*IbinB*^*KO*^ flies when infected with *E. cloacae*, but it is expressed more in *IbinA*^*KO*^ flies compared to wild type. **E** Lifespan of control and mutant flies. **F** Representative images of flies with melanized tissue, indicated by arrows, corresponding to categories in **G**:i female without melanized tissue, ii male without melanized tissue, iii female with small areas of melanization, iv male with small areas of melanization, v female with large melanized spots (spiracle/trachea melanization), and vi male with large melanized spots (spiracle/trachea melanization). **G** Proportions of the melanization phenotype in control and mutant lines in flies reared at 18 °C, 25 °C, and 29 °C. **H** Representative images showing i a healthy control and ii a double mutant (*IbinA*^*KO*^;*IbinB*.^*KO*^) pupa with melanized tissue. Expression of **I** *IbinA*, **J** *IbinB*, and **K** *Drs* in 1-day-old pupae of wildtype and mutant flies compared to uninfected and infected (*E. cloacae* 24 hpi) adults. **C**, **D**, **E** Statistically significant differences are marked with asterisks: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001

As melanotic nodules are often formed by (aberrant) hemocyte activation at the larval stage [42], we checked the hemocyte profiles of *IbinA*^*KO*^ and *IbinB*^*KO*^ and the double mutant 3rd instar larvae, as well as control larvae, by classifying hemocytes as baseline immune cells (plasmatocytes, present in a healthy larva) and immune-inducible, activated hemocytes (mainly lamellocytes), based on the cell size and shape using a flow cytometer [43, 44] (Additional file 1: Fig. S5B_i-iii_). Plasmatocyte and activated hemocyte numbers in both uninfected and parasitoid wasp-infected larvae were somewhat elevated in the *IbinB*^*KO*^ and *IbinA*^*KO*^;*IbinB*^*KO*^ larvae compared to control and *IbinA*^*KO*^ larvae (Additional file 1: Fig. S5C_i-iv_). This increase could be due to enhanced release of hemocytes from sessile compartments or the lymph gland or increased proliferation in *IbinB*^*KO*^ larvae, all of which are known to occur as a response to parasitoid wasp infection [45]. However, as the increase in cell numbers in uninfected *IbinB*^*KO*^ and *IbinA*^*KO*^;*IbinB*^*KO*^ larvae is rather small and we do not observe the melanotic nodules at the larval stage, a slightly altered hemocyte profile is unlikely to be the cause of the melanotic masses in the *IbinA*^*KO*^;*IbinB*^*KO*^ flies.

Many AMPs have been shown to be upregulated during insect metamorphosis [46–49]. To see if *Ibin* genes are responding during metamorphosis, we performed RT-qPCR on approximately 1-day-old pupae from wild type and all three mutant lines. This confirmed that *IbinA* is expressed at a heightened level during the early pupal stage compared to expression in adult flies (Fig. 3I), in line with published high throughput expression data [49, 50]. We were, conversely, not able to show elevated *IbinB* expression at this stage (Fig. 3J). Our RT-qPCR results also show increased *Drs* expression in *IbinB*^*KO*^ and *IbinA*^*KO*^*;IbinB*^*KO*^ flies (Fig. 3K), suggesting possibly dysregulated humoral immunity during pupariation in mutant flies as a contributor to the melanization phenotype that we observe. The full explanation for the requirement of both *IbinA* and *IbinB* in this developmental stage requires further investigation.

### IbinA and IbinB affect susceptibility to bacterial infections

The upregulation of *IbinA* and *IbinB* transcripts in infected flies [21] (Fig. 1) suggests a role for these peptides in the immune response, but they likely do not have a direct bactericidal role (Fig. 2). To further investigate their involvement in the immune response, infection experiments were carried out with adult male flies infected with selected bacteria. The wounding injury caused by the pin used in the infections was tolerated normally by *IbinA*^*KO*^ and *IbinB*^*KO*^ and the double mutants (Fig. 4A). Infection with *E. cloacae* showed overall very little pathogenicity, although *IbinA*^*KO*^ and *IbinA*^*KO*^;*IbinB*^*KO*^ flies showed slightly higher rates of dying (Fig. 4B). Feeding flies with the pathogen *Serratia marcescens* resulted in clear differences in survival, with *IbinA*^*KO*^ flies surviving best and all mutant lines showing improved survival compared to the wild type (Fig. 4C).

**Fig. 4:**
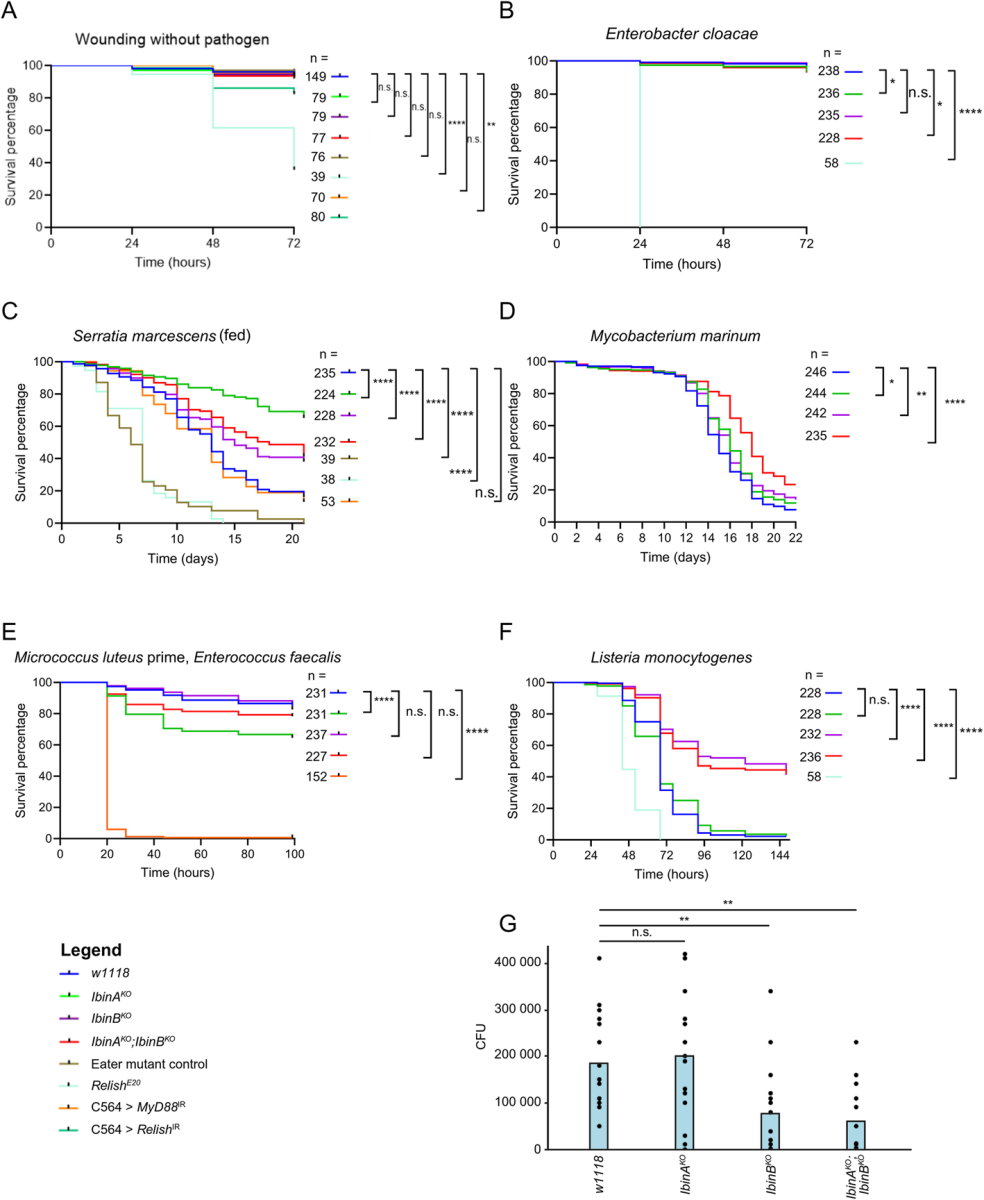
*IbinA* and *IbinB *mutants have distinct roles in immunity. **A** *IbinA* and *IbinB* mutants recover normally from wounding without a pathogen. **B** and **D**, **E**, **F** Survival of flies after infection by septic injury with selected extracellular and intracellular bacteria. **C** Survival of mutant and wild-type flies after oral infection with *S. marcescens* bacteria. **B**, **C**, **D**, **E**, **F** *Relish*.^*E20*^ (deficient in Imd pathway response), *eater* mutant (deficient in phagocytosis), and *MyD88* RNAi (deficient in Toll pathway response) flies were used as positive controls. Survival experiments are combined results from three individual experiments. **G** Bacterial loads in individual flies 36 h after *L. monocytogenes* septic injury. **A**, **B**, **C**, **D**, **E**, **F**, **G** Statistically significant differences are marked with asterisks: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

Next, we infected flies with the intracellular bacterium *Mycobacterium marinum*, which, similar to *Mycobacterium tuberculosis* in humans, infects phagocytic immune cells [51]. Double mutant (*IbinA*^*KO*^;*IbinB*^*KO*^) flies survived the *M. marinum* infection longer than the wild-type controls, and a slight improvement was seen with the single *IbinA* and *IbinB* mutants (Fig. 4D, Additional file 1: Fig. S6). To study the role of the Toll pathway, we utilized an infection method in which we first infected flies with nonpathogenic *M. luteus* in order to activate the Toll pathway, followed by a more pathogenic *E. faecalis* infection 24 h later, as described in [21, 52]. In this experiment, there was a significant reduction of survival in *IbinA*^*KO*^ flies compared with wild-type flies and the other mutant lines (Fig. 4E). We then tested *Listeria monocytogenes*, known to cause intracellular infection. Infecting flies with *L. monocytogenes* showed a clear difference in survival, with flies lacking *IbinB* showing better survival than control flies and *IbinA*^*KO*^ flies (Fig. 4F). The double mutant flies reproduced the phenotype of *IbinB*^*KO*^ individuals, being more resistant to *L. monocytogenes* infection than *IbinA*^*KO*^ flies and *w*^*1118*^ controls. Resistance to *L. monocytogenes* infection involves both the Toll pathway and Relish [53].

To gain a better understanding of the processes behind the difference in *L. monocytogenes* survival between the *IbinA* and *IbinB* mutants, we investigated whether the difference is due to resistance or tolerance to the bacteria. We infected wild-type and mutant flies with *L. monocytogenes* and homogenized the flies at 36 h post-infection. Plating the homogenates and counting colony-forming units show a significant reduction in the number of bacteria in the *IbinB-deficient* flies at this timepoint (Fig. 4G), suggesting that flies lacking *IbinB* have enhanced resistance, as they can clear bacteria more effectively or inhibit their growth. Homogenates from *IbinA*^*KO*^ flies did not show any difference compared to the wild type, in concordance with the survival results.

#### IbinA^KO^ and IbinB^KO^ have distinct effects on gene expression upon infection with L. monocytogenes

With the aim of gaining insight into the mechanisms behind the different survival phenotypes between *IbinA* and *IbinB* mutants, we infected single and double mutants as well as wild-type controls with *L. monocytogenes* and collected samples at the 36 h timepoint for RNA sequencing. 

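The experiment covers 24 libraries in 8 groups of 3, from whole flies of 4 lines with and without infection, collected at 36 h. Each library was made from 5 flies. *w1118* is the white-eyed control line. *IbinA* KO lacks *IbinA* on chromosome arm 2R, *IbinB* KO lacks *IbinB* on arm 3R, and *IbinA* KO*;IbinB* KO (DKO) was made by crossing the single mutants. The paper states that the CRISPR/Cas9-edited lines were backcrossed to *w1118*. *L. monocytogenes* is a Gram-positive bacterium that multiplies inside host cells. The paper's methods give an optical density of 0.75 for the bacterial suspension and the deposited description of the study gives 0.07, and no value computed here depends on either. Messenger RNA was selected with poly-T beads and sequenced as read pairs on an Illumina platform. The authors' provider mapped the reads to the BDGP6 assembly and gave each gene's expression as FPKM (fragments scaled to gene length and library size). The aligner, the counting tool and the annotation release are not given in the sources used here. The deposited FPKM values cover 17887 genes, of which 17558 carry a FlyBase identifier, 329 were assembled by the provider and 1226 are at 0 in every library. Because FPKM values are not counts, no count model was fitted. The values were taken as log2(FPKM + 1), and the 13249 genes with an FPKM of at least 1 in at least 3 libraries were tested. A linear model of the 8 groups was fitted with limma, whose estimate of the spread follows the mean expression and is shared by all groups, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Every fold change is therefore on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. A gene is counted as differing between lines when its adjusted p is under 0.05. For infection in *w1118*, the paper's own criteria of more than a 2-fold change and an adjusted p under 0.1 were used. Errors beside a mean FPKM are standard deviations over libraries (SD, n = 3), and errors beside a log2 fold change are standard errors from the model. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so p-values for single genes come from the model alone.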

We also included uninfected samples from all four lines for comparison. 

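The depth of each library was read from the FPKM values themselves. For 15675 of the 16060 genes with a reference length and a value above 0 (97.6%), every value was a whole number of fragments to within 0.01 of a fragment. Recovered in this way, the fragments on genes came to between 17.3 M and 26.6 M per library (M for mega), with a median of 21.6 M. Without infection, the medians of the groups were 24.5 M in *w1118* (range 23.6 to 25.1), 21.0 M in *IbinA* KO (20.7 to 23.1), 20.9 M in *IbinB* KO (18.7 to 25.6) and 21.7 M in DKO (21.5 to 21.8). After infection, they were 23.1 M in *w1118* (19.3 to 26.6), 21.6 M in *IbinA* KO (19.1 to 23.1), 21.1 M in *IbinB* KO (17.3 to 25.1) and 21.5 M in DKO (18.2 to 24.5). The recovered fragments were used for depth and precision only. The median over genes of the log ratio to the geometric mean library varied between libraries by no more than 4.4e-15, so the values were already scaled to equal median ratios when they were deposited. The 10 genes with the highest FPKM took between 10.2% and 16.2% of a library's summed FPKM. Between libraries of the same group the fragment counts differed by far more than sampling noise, which gives a mean chi-square per gene near 1. The lowest mean chi-square per gene was 7.18 and the median was 17.5, so no library appears to be present more than once.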

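A PCA of the 12 infected libraries was computed on the log2(FPKM + 1) values of the tested genes, each centred on its mean. The first component held 34.2% of the variance. Of the variance along it, 89.0% lay between the 6 libraries of *IbinB* KO and DKO flies and the 6 libraries of *w1118* and *IbinA* KO flies. Every way of dividing the 12 libraries into 2 groups of 6 was tried, and the permutation p was 0.00216, the smallest that they can give. Only 10.2% of the variance of this component lay between libraries with and without *IbinA* (permutation p = 0.31). *IbinB* itself made up 4.08% of the component and *Jon74E*, a serine protease gene, 2.73%.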

Principal component analysis (PCA) of the RNA sequencing results for infected samples shows clustering of *IbinB*^*KO*^ and *IbinA*^*KO*^*;IbinB*^*KO*^ samples, separated from *w*^*1118*^ and *IbinA*^*KO*^ samples by principal component 2 (Fig. 5A), consistent with the infection survival results. PC2, however, only accounts for 3% of the total variation between samples. 

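On the same scale the second component held 31.3% of the variance of the infected libraries. Here 89.2% of its variance lay between libraries with and without *IbinA* (permutation p = 0.00216) and 10.2% between libraries with and without *IbinB* (permutation p = 0.301), and *IbinA* itself made up 3.96% of it. The largest move came from taking the libraries as the variables and the genes as the observations, on untransformed FPKM. The first component then held 95.2% and the second 2.8%, with 93.2% of the second lying between libraries with and without *IbinB* (permutation p = 0.00216). With 0.1 added before the logarithm in place of 1, the share of the second component between the *IbinB* groups was 44.0% (permutation p = 0.0433). Over all the alternatives tried, this permutation p ran from 0.00216 to 0.874.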

Additional file 1: Fig. S7A shows the PCA of uninfected samples, with all samples in close proximity along the PC1 axis, which accounts for 99% of the total variation. This fits our understanding that *IbinA* and *IbinB* genes show extremely low expression in unchallenged flies and are therefore unlikely to have significant biological effects in this context.

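Computed in the same way on log2(FPKM + 1), the 12 uninfected libraries placed 36.0% of their variance on the first component and 26.7% on the second. Along the first, 92.8% of the variance lay between libraries with and without *IbinA* and 6.1% between libraries with and without *IbinB* (permutation p = 0.00216 and p = 0.472). Along the second, 92.1% lay between libraries with and without *IbinB* and 6.0% between libraries with and without *IbinA* (permutation p = 0.00216 and p = 0.47). With the libraries as variables on untransformed FPKM, the first component held 98.9% and the second 0.5%, and 6.0% of that second component lay between the *IbinB* groups (permutation p = 0.431, against 0.00216 under the other alternatives tried, except that scaling each gene to unit variance gave 0.00866).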

**Fig. 5:**
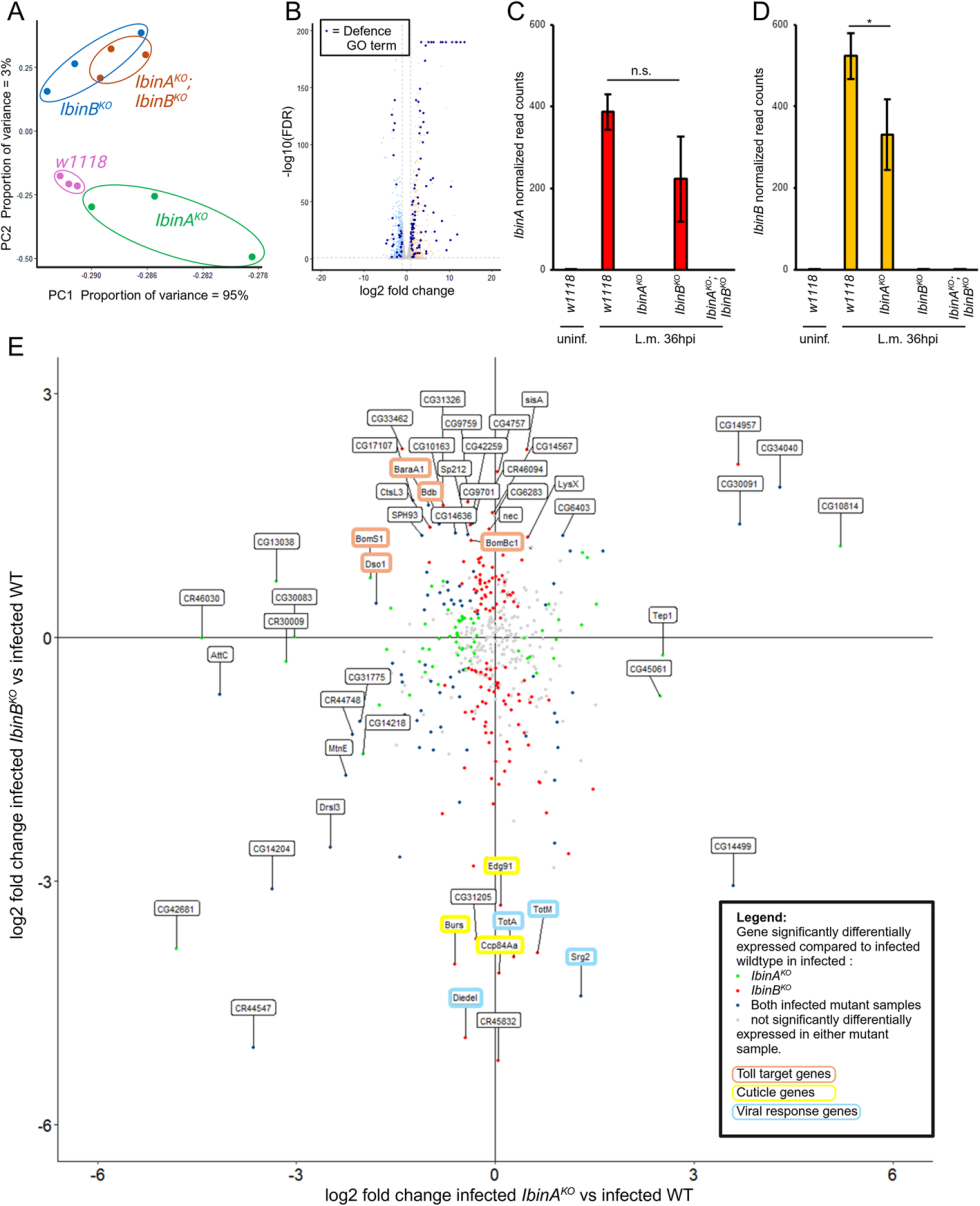
Transcriptional response to *L. monocytogenes* infection in *IbinA* and *IbinB* mutant flies. **A** PCA plot of infected samples. **B** Summary of the transcriptional response of wild-type flies to *L. monocytogenes* infection. Genes belonging to the GO term “defence response” are highlighted in blue. RNA sequencing data for **C** *IbinA* and **D** *IbinB* expression in *L. monocytogenes-infected flies are* normalized to wild-type, uninfected flies. Statistically significant differences are marked with an asterisk: *p < 0.05. **E** Genes with significantly increased expression in wild-type-infected flies vs. wild-type-uninfected flies are plotted by expression pattern in infected *IbinA*^*KO*^ (*x*-axis) or *IbinB*^*KO*^ (*y*-axis) flies compared to infected wild type. Green dots signify significantly differing expression in infected *IbinA*^*KO*^ flies compared to wild type. Red dots signify significantly differing expression in infected *IbinB*^*KO*^ flies compared to wild type. Blue dots signify significant differences in both mutant lines. Highlighted gene labels show increased expression of several Toll pathway targets in *IbinB*^*KO*^ flies and reduced expression of several viral defense and cuticle proteins in this mutant

Lists of Gene Ontology (GO) terms for groups of differentially regulated genes between treatments were produced by filtering differentially regulated genes for up- or downregulation greater than twofold and an adjusted *P*-value less than 0.1. Using these criteria, in wild-type flies, *L. monocytogenes* infection resulted in the upregulation of 476 genes (Additional file 2: Table S2) and the downregulation of 585 genes (Additional file 2: Table S3). 

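By these criteria, the log2(FPKM + 1) values gave 356 genes higher and 408 genes lower in infected than in uninfected *w1118* flies, out of 13249 tested (limma, Benjamini-Hochberg). At an unadjusted p under 0.05, 4656 genes differed. Adding 0.1 in place of 1 before the logarithm moved both counts most, to 448 and 561. Of the 476 genes of Table S2, 440 were among the tested genes, all 440 had a positive log2 fold change with a median of 1.44, and 350 passed both criteria. Of the 585 genes of Table S3, 552 were tested, all 552 had a negative log2 fold change with a median of -1.15, and 401 passed both criteria. A further 6 genes passed upward without being in Table S2, and 7 passed downward without being in Table S3. An adjusted p under 0.1 was reached by 433 of the 440 and 549 of the 552, so the fold change left out more genes than the p-value did.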

For upregulated genes, top GO terms included “response to biotic stimulus,” as well as “defense response” (Additional file 2: Table S4). 

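Of the 408 genes that fell with infection in *w1118*, the 5 with the largest falls among named genes whose libraries did not overlap were *Jon99Fi*, *Ser8*, *Jon25Bii*, *Ugt35B1* and *ninaD*. *Jon99Fi* (3R, 30488963 to 30489895 in BDGP6) had a log2 fold change of -4.65 (SE 0.54, adjusted p = 1.02e-06, limma with Benjamini-Hochberg adjustment). *Ser8* (2R, 13434207 to 13435045) fell by 4.48 (SE 0.27) and *Jon25Bii* fell by 4.47 (SE 0.64). All 3 encode serine proteases. *Ugt35B1*, a UDP-glycosyltransferase gene on 3R from 11168503 to 11170246, fell by 3.85 (SE 0.16), and the scavenger receptor gene *ninaD* fell by 3.43 (SE 0.24). Enrichment of GO terms was not analysed here.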

Top GO terms from the list of downregulated genes were focused on metabolic processes (Additional file 2: Table S5). Highlighting genes in the “defense response” GO term among all differentially regulated genes shows defense response genes both up and downregulated. However, the majority of these genes are upregulated with *L. monocytogenes* infection and make up most of the most highly upregulated genes (Fig. 5B).

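Ranked by fold change among named genes whose libraries did not overlap, the 5 genes with the largest rise in infected *w1118* flies were all antimicrobial peptide or immune-induced genes. *Dro* (2R, 14745961 to 14746714 in BDGP6) rose by 12.03 on the log2 scale (SE 0.64, adjusted p = 7.98e-12, limma with Benjamini-Hochberg adjustment). *edin* (3L, 17494880 to 17495300) rose by 11.56 (SE 0.39), *DptA* (2R, 18865765 to 18866260) by 11.35 (SE 0.47), *AttC* (2R, 13393705 to 13394667) by 11.18 (SE 0.25) and *DptB* (2R, 18867391 to 18867895) by 10.43 (SE 0.59). These sizes depend on the value added before the logarithm, since the uninfected FPKM is near it.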

We began our analysis of gene expression in the mutant lines by examining *IbinA* and *IbinB* levels. Both *IbinA* and *IbinB* are highly upregulated by *Listeria* infection (Fig. 5C, D), whereas, in the mutant lines, their expression is absent in both uninfected and infected flies (Fig. 5C, D). 

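*IbinA* (FBgn0265577, 2R, 17671068 to 17671295 in BDGP6, 228 bp) had an FPKM of 0.317, 0 and 0.163 in the 3 uninfected *w1118* libraries and 387 ± 43 in the infected ones. *IbinB* (FBgn0266405, 3R, 17667572 to 17667825, 254 bp) rose from 0.785 ± 0.471 to 523 ± 55.6. The log2 fold changes were 8.39 (SE 0.19, adjusted p = 1.17e-17, limma with Benjamini-Hochberg adjustment) for *IbinA* and 8.22 (SE 0.20) for *IbinB*. In the infected mutants these values also check the labels. Uninfected libraries cannot do so, since both genes are nearly as low in uninfected *w1118* flies. *IbinA* is listed at 0 in all infected and uninfected libraries of *IbinA* KO and DKO flies. *IbinB* was listed at 0.293, 0 and 0 FPKM in infected *IbinB* KO flies, at 0.195, 0.444 and 0.167 in infected DKO flies, and at no more than 0.673 in the uninfected libraries of both lines. A single fragment is worth 0.145 to 0.229 FPKM for *IbinA* and 0.130 to 0.205 for *IbinB*, so these levels are a few fragments per library.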

In *Listeria*-infected flies, *IbinA* expression was, on average, lower in *IbinB*^*KO*^ flies than in wild-type controls, but this difference was not statistically significant (Fig. 5C). However, *IbinB* expression is significantly reduced in *IbinA*^*KO*^ samples compared to wild-type flies (Fig. 5D).

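In infected *IbinB* KO flies the FPKM of *IbinA* was 144.5, 341.3 and 181.8, a mean of 222.5 ± 104.6, and each was below the lowest of the 3 infected *w1118* libraries, 356.6. The log2 fold change was -0.89 (SE 0.19, adjusted p = 0.00247, limma with Benjamini-Hochberg adjustment). The spread behind this SE was estimated over all 8 groups. These include *IbinA* KO and DKO flies, where the deleted gene is at 0 and cannot vary. That makes the spread too small for this comparison and for the interaction below, and the call rested on it. With the infected *IbinB* KO and *w1118* libraries alone the adjusted p was 0.0974, not past the threshold. With 0.1 added before the logarithm it was 0.122 at the same log2 fold change, because libraries near 0 FPKM then vary more. Over the alternatives the adjusted p ran from 0.00113 to 0.122. The rise with infection was not shown to differ between the lines, with an interaction whose adjusted p was 0.0754 (limma with Benjamini-Hochberg adjustment). It was past the threshold after quantile normalization (-1.06, 0.0459) and after scaling to equal FPKM totals (-1.03, 0.0435), which was chosen after the data were examined, and over the alternatives its adjusted p ran from 0.0435 to 0.267. Without *IbinB* KO infected replicate 2, the interaction was -1.36 (adjusted p = 6.69e-05).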

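The FPKM of *IbinB* was 429.2, 269.9 and 292.1 in infected *IbinA* KO flies, a mean of 330.4 ± 86.3, and all 3 were below the lowest infected *w1118* value, 468.9. The log2 fold change was -0.69 (SE 0.20, adjusted p = 0.0254, limma with Benjamini-Hochberg adjustment). Over the alternatives the adjusted p ran from 0.0231 to 0.544. The highest value came with 0.1 added before the logarithm, where the log2 fold change was still -0.69. Libraries of other groups near 0 FPKM then vary widely and enter the pooled spread, so 0.544 says little about the compared libraries. With 1 added those libraries vary little, which can make the SE of 0.20 too small. The adjusted p was 0.071 with only the compared groups in the fit and 0.0521 after scaling to equal FPKM totals. Leaving out 1 library also took it past 0.05, to 0.111 without *w1118* replicate 1, 0.067 without *w1118* replicate 2, 0.13 without *IbinA* KO replicate 2 and 0.0961 without *IbinA* KO replicate 3, with log2 fold changes between -0.69 and -0.56. The interaction with infection was -0.55 (SE 0.28, adjusted p = 0.551, limma with Benjamini-Hochberg adjustment).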

Following our initial analysis, we looked in detail at the differences in gene expression in the infected fly lines. To examine the differences in response to infection between the mutant lines, we plotted the 476 genes upregulated by *L. monocytogenes* infection in the wild-type flies by expression log2 fold change greater than 1 in single-mutant flies compared to the wild type (Fig. 5E). 

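Of the 440 tested genes of Table S2, 182 were higher and 258 lower in infected *IbinA* KO than in infected *w1118* flies, and 207 were higher and 233 lower in infected *IbinB* KO flies. The median log2 fold changes of the list were -0.09 in *IbinA* KO and -0.04 in *IbinB* KO. Adjusted over all 13249 genes with limma and the Benjamini-Hochberg method, 45 were higher and 84 lower in *IbinA* KO, and 80 were higher and 85 lower in *IbinB* KO. Adjusted over the list alone, the counts were 48 and 100 in *IbinA* KO, and 102 and 110 in *IbinB* KO. The list was chosen by the study on these *w1118* libraries, so the counts over the list are not independent evidence.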

Most genes clustered around the center of the graph, signifying no difference in expression in mutants compared to the wild type. 

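Counted on the log2(FPKM + 1) scale, 335 of the 440 genes lay within 1 log2 unit of infected *w1118* in both single mutants. By the adjusted p, 201 of them (45.7%) differed in neither. A gene that does not pass the threshold with 3 libraries per group has not been shown to be equal. When known changes were simulated for infected *IbinB* KO against infected *w1118* flies over 13249 genes, with the spread pooled over all groups, a log2 change of 1 was recovered for 93 of 100 genes and a change of 2 for 100 of 100. No recovery was simulated for *IbinA* KO flies.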

Colored dots indicate significant differences (compared to the wild type) in expression of the gene in flies lacking *IbinA* (green dots), *IbinB* (red dots), or in both cases (blue dots). 

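Split by the line in which they differed, 74 of the 440 genes did so in *IbinA* KO alone (24 higher and 50 lower), 110 in *IbinB* KO alone (57 higher and 53 lower) and 55 in both. Of the 55, 27 moved in the same direction in both mutants and 28 in opposite directions. Each count depends on which libraries are used. The first is 41 without *IbinA* KO infected replicate 2, and the last is 35 without *w1118* infected replicate 1 or replicate 2. Whether a gene's difference from *w1118* itself differs between the single mutants was not tested gene by gene.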

Genes more highly expressed in *IbinB*^*KO*^ included several Toll pathway effectors, namely *BaraA1*, *BomS1*, *Dso1*, *Bdb*, and *BomBc1*, as well as serine proteases such as *Sp212*, *nec*, and *SPH93*. 

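Values are given for infected flies, with adjusted p-values from limma with Benjamini-Hochberg adjustment. *BaraA1* (FBgn0053470, 2R, 13411739 to 13413085 in BDGP6) had an FPKM of 70.2 ± 14.7 in *w1118* and 219.6 ± 42.6 in *IbinB* KO, a log2 fold change of 1.64 (SE 0.30, adjusted p = 0.000651). Its near-identical copy *BaraA2* can share its fragments in the counting. *Bbd* (FBgn0034512, 2R, 20534245 to 20535835) rose from 2481 ± 261.4 to 6586 ± 349 FPKM, by 1.41 (SE 0.18, adjusted p = 9.25e-06). *BomBc1* (FBgn0034328, 2R, 18382704 to 18383235) rose from 1777 ± 380.3 to 4105 ± 914.4, by 1.21 (SE 0.26, adjusted p = 0.0026). For *BomS1* (FBgn0034329, 2R, 18383949 to 18384378), a short Bomanin with close paralogs, the FPKM was 2020 ± 258.9 in *w1118* and 3421, 1818 and 4938 in *IbinB* KO, and the log2 fold change of 0.64 (SE 0.30) was within the spread (adjusted p = 0.182). Without *IbinB* KO replicate 2 it was 1.03 (adjusted p = 0.0231). *Dso1* (FBgn0040653, 2R, 20868496 to 20869321) went from 407.8 ± 73.8 to 549.7 ± 73.2 FPKM, by 0.44 (SE 0.24, adjusted p = 0.247), which is also within the spread. Among the serine protease and serpin genes, *Sp212* (3R, 14222074 to 14224155) went from 24.04 ± 2.44 to 58.3 ± 5.76 FPKM, by 1.24 (SE 0.12, adjusted p = 3.39e-07), and *nec* (2R, 7156477 to 7158241) from 224.6 ± 3.32 to 573.1 ± 60.1, by 1.34 (SE 0.14, adjusted p = 1.21e-06). *SPH93* (2L, 17454263 to 17455923) went from 77.8 ± 7.83 to 187.2 ± 14.2, by 1.26 (SE 0.33, adjusted p = 0.0124). With 0.1 added before the logarithm its log2 fold change was 1.27 and its adjusted p was 0.152. The p-value thus moved with the spread pooled over all groups. Over the alternatives the adjusted p ran from 0.000485 to 0.152.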

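The next values compare infected *IbinB* KO with infected *w1118* flies (limma, Benjamini-Hochberg adjustment). *Edg91* (3R, 17610856 to 17611511 in BDGP6), *Burs* (3R, 21769518 to 21770279) and *Ccp84Aa* (3R, 6704084 to 6704903) are cuticle or bursicon genes at the limit of the depth, with 332, 299 and 239 recovered fragments over all 24 libraries. *Edg91* had an FPKM of 1.18 ± 0.587 in *w1118* and 0.121 ± 0.0838 in *IbinB* KO, a log2 fold change of -0.93 (SE 0.20, adjusted p = 0.0025), and its locus ends 56.1 kb from *IbinB*. In DKO flies, which also lack *IbinB*, it was 0.00 (adjusted p = 0.991), and in *IbinA* KO flies it was 0.04. *Burs* went from 2.52 ± 0.184 to 0.157 ± 0.018, a change of -1.60 (SE 0.11, adjusted p = 2.05e-09), and was -1.75 in DKO flies (2e-10). It was lower in *IbinA* KO flies too (-0.42, adjusted p = 0.0154), although not without *w1118* infected replicate 2 (0.0679) or *IbinA* KO infected replicate 3 (0.108), nor under 3 of 8 alternatives, over which the adjusted p ran from 0.00535 to 0.228. *Ccp84Aa* went from 1.29 ± 0.297 to 0.0666 ± 0.0719, a change of -1.09 (SE 0.15, adjusted p = 3.22e-05), with -0.82 in DKO flies (0.000358) and 0.02 in *IbinA* KO flies. *Srg2* (3L, 10095754 to 10098115) had 103.9 ± 3.16 FPKM in *w1118* and 4.92 ± 1.19 in *IbinB* KO. For the turandots, *TotM* (2L, 5329857 to 5330464) had 328 ± 316.4 FPKM in *w1118* and 22.5 ± 10.8 in *IbinB* KO, and *TotA* (3R, 20871036 to 20871700) had 629.1 ± 538.2 and 41.6 ± 32.3. *Diedel* (3R, 29493852 to 29494267) had 3.58, 28.0 and 251.9 FPKM in the 3 *w1118* libraries and between 2.41 and 3.51 in *IbinB* KO.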

Genes with reduced expression specifically with *IbinB* absent included *Edg91*, *Burs*, and *Ccp84Aa,* all known to have roles in cuticle formation and pigmentation [54–56], and *Diedel*, *Srg2*, and the turandots *TotM* and *TotA*, with roles in viral defense and stress response.

Next, we focused on the expression patterns of selected immune-relevant genes between the mutant lines and the wild type (Fig. 6). Imd target genes [57] show little significant changes in expression in *IbinA*^*KO*^ flies, but many of these genes show significantly reduced expression in *IbinB*^*KO*^ and double mutant flies (Fig. 6A). This includes *edin*, a gene regulating hemocyte numbers during wasp infection [58], and several members of the attacin, cecropin, and diptericin families. In contrast, several Toll pathway-regulated genes [57, 59, 60] show significant downregulation in *IbinA*^*KO*^ flies and significant upregulation with *IbinB*^*KO*^ and in double mutant flies (Fig. 6B). 

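For the 14 genes of Fig. 6A, all of which rose with infection in *w1118* with a median log2 fold change of 8.62, the median difference from infected *w1118* was -0.17 in *IbinA* KO, -0.37 in *IbinB* KO and -0.77 in DKO. Lower than *w1118* were 9 genes in *IbinA* KO, 10 in *IbinB* KO and 13 in DKO. Past the threshold were 2 genes in *IbinA* KO (*AttC* and *Def*), 2 in *IbinB* KO (*edin* and *AttD*) and 6 in DKO, all of them lower, and the counts adjusted over the list alone were also 2, 2 and 6 (limma, Benjamini-Hochberg). The study chose the genes shown, so the list alone is not independent evidence. A set of 11 antimicrobial peptide genes of the Imd pathway was fixed before the data were examined, as were the other choices described as main here. The set was drawn from gene families that the paper's text names. Genes named there were picked by the study from these libraries, so for them the set is not independent evidence either. The set's median log2 fold change was -0.15 in *IbinA* KO (camera with a preset correlation of 0.01, adjusted p = 0.362 over 6 set tests), -0.39 in *IbinB* KO (0.0436) and -0.81 in DKO (0.000459). After quantile normalization the median in *IbinA* KO was 0.14 (0.969). With fry, which estimates the correlation between genes from the libraries, the adjusted p was 0.137, 0.137 and 0.00056, so that of the 2 mutants lacking *IbinB* only DKO passed. With camera's own estimate of the correlation, none of the 3 passed. The result in *IbinB* KO was weaker without *w1118* infected replicate 1 (-0.37, 0.113) or replicate 3 (-0.42, 0.0584) and without *IbinB* KO infected replicate 3 (-0.31, 0.203). The set's interaction with infection was 0.01 in *IbinA* KO, -0.73 in *IbinB* KO (camera, adjusted p = 0.0164, and fry, adjusted p = 0.317) and -2.02 in DKO, with 10 of 11 genes lower (fry, adjusted p = 0.000413 over 14 further set tests). Whether the set's difference in *IbinB* KO differs from that in *IbinA* KO was not tested.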

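*edin* stood at 4010 ± 568.1 FPKM in infected *w1118* flies, 1156 ± 719.7 in *IbinB* KO and 401.6 ± 139.7 in DKO. Its log2 fold changes against *w1118* were -2.03 (SE 0.39, adjusted p = 0.00101) in *IbinB* KO, -3.38 (adjusted p = 1.5e-06) in DKO and 0.00 (adjusted p = 0.999) in *IbinA* KO (limma, Benjamini-Hochberg). Among the attacins, *AttD* (3R, 17625268 to 17626086, 41.5 kb from *IbinB*) changed by -1.62 in *IbinB* KO (adjusted p = 0.00902) and by -1.32 in DKO (0.0195), by limma with Benjamini-Hochberg adjustment. *AttC* changed by -0.70 in *IbinB* KO (0.0729) and by -4.92 in DKO (7.55e-12), but also by -4.15 in *IbinA* KO (2.66e-10). *AttA* and *AttB*, near-identical copies whose fragments cannot be told apart with certainty, changed by 0.02 and 0.11 in *IbinB* KO. The cecropins *CecA1* and *CecA2* changed by -0.51 and -0.31 in *IbinB* KO, neither past the threshold (0.13 and 0.422), and by -1.15 and -1.37 in DKO (0.000392 and 0.000163). The diptericins *DptA* and *DptB* changed by -1.10 and -0.39 in *IbinB* KO and by -0.81 and -0.72 in DKO, with no adjusted p below 0.131.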

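All 15 genes of Fig. 6B rose with infection in *w1118*, with a median log2 fold change of 4.27. Against infected *w1118*, 13 of them were lower in *IbinA* KO (median -0.62), 13 were higher in *IbinB* KO (median 0.56) and 12 were higher in DKO (median 0.35). Past the threshold were 7 in *IbinA* KO, all lower, 6 in *IbinB* KO, of which 5 were higher, and 7 in DKO, of which 5 were higher (limma, Benjamini-Hochberg). Adjusted over the list alone, 9 were lower in *IbinA* KO, 7 higher and 1 lower in *IbinB* KO, and 5 higher and 3 lower in DKO, and since the study picked these genes this is not independent evidence. *BomT3* (3R, 22085374 to 22086397) was the gene that fell in *IbinB* KO. The 16 Toll effector genes were fixed as a set in the same way, and for genes the paper names that set is not independent evidence. Its median log2 fold change was -0.58 in *IbinA* KO (camera, adjusted p = 0.000459), 0.55 in *IbinB* KO (0.000813) and 0.43 in DKO (0.0436). Under fry the first 2 passed (0.0313 and 0.0323) and DKO did not (0.0823). With the correlation between genes estimated by camera, no set passed (0.443, 0.443 and 0.548). The result in DKO was lost without *w1118* infected replicate 1 (0.44, 0.0573) or replicate 3 (0.35, 0.0928) and without DKO infected replicate 1 (0.28, 0.0524) or replicate 2 (0.39, 0.0622).

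**Figure D1:**
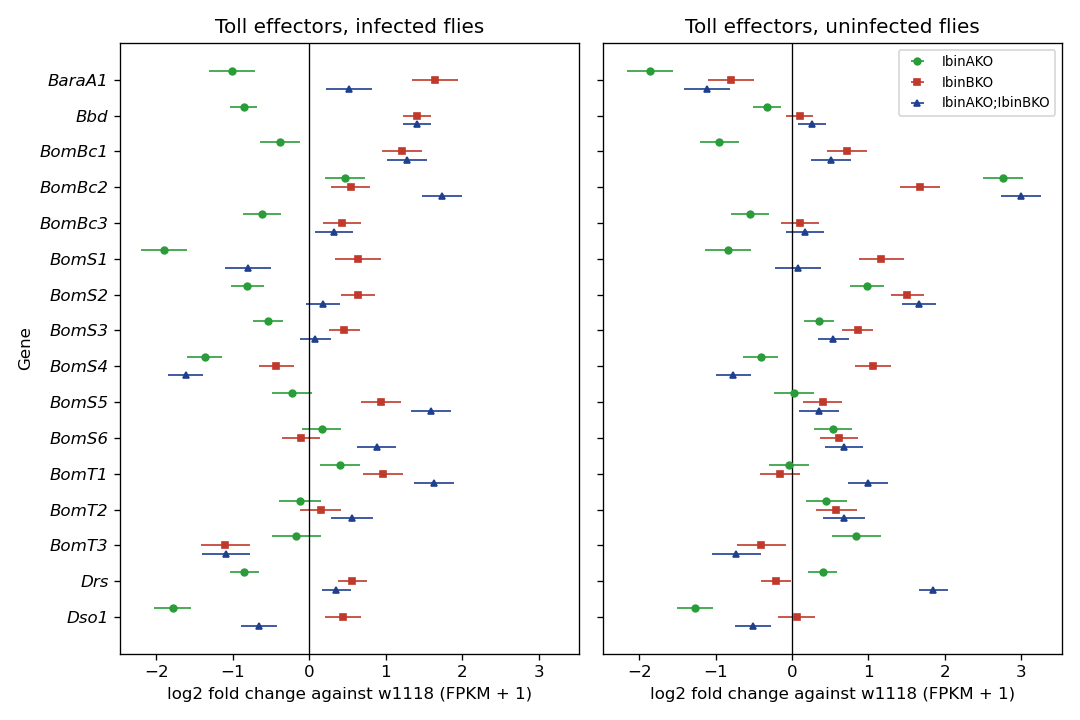
Log2 fold change of each of the 16 Toll effector genes against *w1118*, computed on log2(FPKM + 1), in infected flies and in uninfected flies, with bars for the standard error. Green circles are *IbinA* KO, red squares *IbinB* KO and blue triangles DKO, and in infected flies 13 of the 16 lie below 0 in *IbinA* KO while 13 lie above 0 in *IbinB* KO.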

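In infected flies *Drs* had 11130, 10750 and 10680 FPKM in *w1118* and 5897, 5449 and 6842 in *IbinA* KO, a log2 fold change of -0.85 (SE 0.19, adjusted p = 0.00507, limma with Benjamini-Hochberg adjustment). After quantile normalization it was -0.48 (adjusted p = 0.0629), the highest over its alternatives, which started at 0.00455. In *IbinB* KO the 3 libraries stood at 15790, 16740 and 15530 FPKM, all above the highest *w1118* library, and the log2 fold change was 0.56 (adjusted p = 0.0597). That adjusted p fell under 0.05 after scaling to equal FPKM totals (0.0438) and with only the compared groups in the fit (0.0172), and its range over the alternatives was 0.0172 to 0.095. In DKO flies *Drs* stood at 16070, 15390 and 10630 FPKM, with a log2 fold change of 0.35 (adjusted p = 0.206). *Bbd* fell by 0.86 in *IbinA* KO (adjusted p = 0.00193), to 1378 ± 297.8 FPKM, and was 1.41 above *w1118* in DKO (adjusted p = 4.81e-06). After quantile normalization its change in *IbinA* KO was -0.47 (adjusted p = 0.0751, in a range that starts at 0.00151). *BaraA1* fell to 34.95 ± 10.6 FPKM in *IbinA* KO, a change of -1.01 (adjusted p = 0.029). Its adjusted p was 0.0538 with only the compared groups, where the alternatives ran from 0.0287, and it was past 0.05 without *w1118* replicate 1 (0.0773) or replicate 2 (0.125) and without *IbinA* KO replicate 1 (0.135) or replicate 2 (0.0743). In DKO flies *BaraA1* was not past the threshold (0.52, adjusted p = 0.223).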

Genes regulated in this way include *Drs*, *Bbd*, and *BaraA1*. 

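The 12 tested Bomanin genes, most of which lie in 1 cluster on 2R, can share fragments between the closest paralogs. In infected *IbinA* KO flies 9 of the 12 were below *w1118*, 3 past the threshold, and adjusted over the list alone 4 were (limma, Benjamini-Hochberg). These included *BomS1* (-1.90, SE 0.30, adjusted p = 0.000174) and *BomS4* (-1.37, adjusted p = 0.000269). *BomS2* was the third, at -0.81 (adjusted p = 0.0175), but not without *w1118* infected replicate 2 (0.0676), *IbinA* KO infected replicate 1 (0.0765) or replicate 2 (0.0672), nor after quantile normalization (0.0998, with the alternatives from 0.0173). In infected *IbinB* KO flies 9 of the 12 were above *w1118* and 3 below. Past the threshold were *BomBc1*, *BomS5* (0.94, adjusted p = 0.0173) and *BomT1* (0.96, 0.0146), with *BomT3* lower (-1.10, 0.0249), and adjusted over the list alone 4 were higher and 1 lower. *BomS2* (0.64, adjusted p = 0.0588) and *BomBc2* (0.54, 0.181) passed only without *IbinB* KO replicate 2 (0.93, 0.00492, and 0.81, 0.0491). As a set, the Bomanins had medians of -0.31 in *IbinA* KO and 0.50 in *IbinB* KO, with adjusted camera p-values of 0.0713 and 0.087 over 18 further set tests and adjusted fry p-values of 0.237 and 0.246.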

Several other genes (including many Bomanins) showed the same trends in expression but lacking statistical significance in either *IbinA*^*KO*^ or *IbinB*^*KO*^ flies. We confirmed this pattern by RT-qPCR of *Drs* expression at 12 and 36 h timepoints after *L. monocytogenes* infection, showing that *Drs* expression is particularly highly elevated in flies lacking *IbinB* at 36 h after infection (Additional file 1: Fig. S8A).

**Fig. 6:**
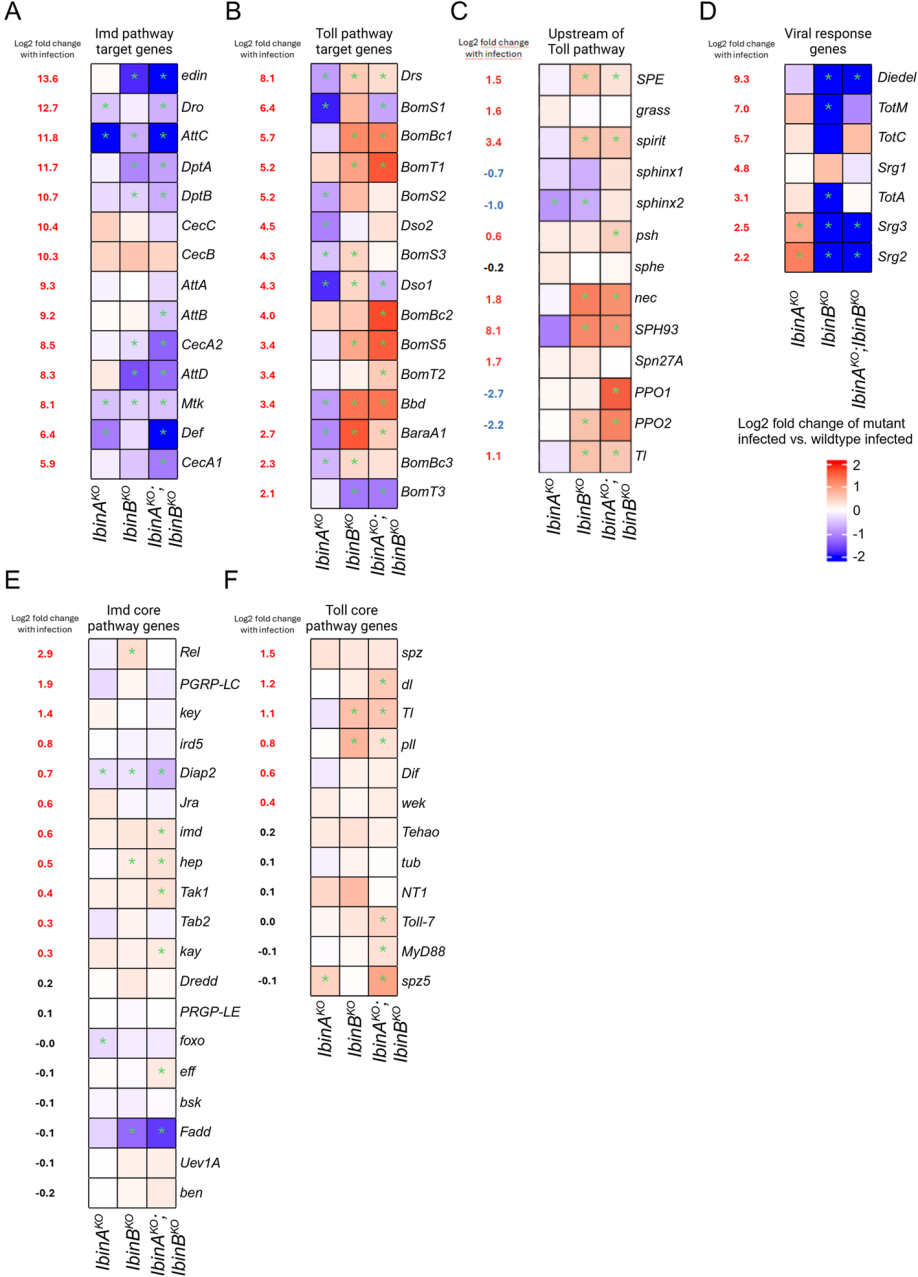
*IbinA*^*KO*^ and *IbinB*^*KO*^ flies have distinct transcriptional responses to *L. monocytogenes *infection. Heatmaps of genes selected for their known roles in the immune response. Leftmost numeric values show change in expression with infection in wildtype flies, with the following columns comparing infected mutant flies to infected wildtype. **A** Imd-responsive AMP genes. **B** Toll pathway effector genes with Log2 fold change > 2 in *L. monocytogenes*-infected wild type compared to uninfected wild-type. **C** Components of the Toll pathway upstream of the Toll receptor. **D** Genes involved in the response to viral infection with Log2 fold change > 2 in *L. monocytogenes*-infected wild type compared to uninfected wild type. **E** Imd core pathway genes. **F** Toll core pathway genes **A**, **B**, **C**, **D**, **E**, **F** Asterisks signify adjusted *p*-value < 0.05

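Of the genes in Fig. 6C, 12 were tested. Most act upstream of the Toll receptor or in melanization. 9 of them were higher in infected *IbinB* KO than in infected *w1118* flies, with a median log2 fold change of 0.44, and 11 were higher in DKO, with a median of 0.40, against 5 in *IbinA* KO, with a median of -0.13. Past the threshold were 5 higher and 1 lower in *IbinB* KO, 6 higher in DKO and 2 lower in *IbinA* KO (limma, Benjamini-Hochberg). Adjusted over the list alone, 6 were higher and 2 lower in *IbinB* KO, 6 higher in DKO and 2 lower in *IbinA* KO, which is not independent evidence because the study chose the list. The 1 gene past the threshold in the other direction in *IbinB* KO was *sphinx2* (-0.60, adjusted p = 0.00324, limma with Benjamini-Hochberg adjustment), which was also lower in *IbinA* KO (-0.79, adjusted p = 0.000249). With infection in *w1118*, 8 of the 12 rose and 3 fell past the threshold of 0.05.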

Expression analysis of genes upstream of the Toll receptor in the Toll pathway, and genes in the melanization cascade, shows a similar pattern to that seen in Toll pathway effectors (Fig. 6C). This list includes several serine proteases, many of which are also upregulated with infection. The serine proteases *SPE*, *spirit*, *psh*, and *SPH93* all show increased expression in *IbinB*^*KO*^ and double mutant flies. 

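*SPE* (3R, 23686255 to 23688147 in BDGP6) had 203.3 ± 16.85 FPKM in infected *w1118*, 316.3 ± 36.7 in *IbinB* KO and 251.7 ± 12.1 in DKO. The log2 fold change was 0.63 in *IbinB* KO (SE 0.17, adjusted p = 0.0125), which was 0.061 without *w1118* replicate 3 and 0.0639 without *IbinB* KO replicate 3, and 0.31 in DKO (0.183, limma with Benjamini-Hochberg adjustment). In DKO the adjusted p was 0.0307 with only the compared groups and otherwise reached 0.217. *spirit* (X, 8571099 to 8573593) went from 81.4 ± 3.33 to 129.9 ± 6.81 in *IbinB* KO and 123.3 ± 15 in DKO, changes of 0.67 (SE 0.12, adjusted p = 0.000508) and 0.59 (0.000921). *psh* (X, 18484487 to 18486921) went from 18.4 ± 1.81 to 22.1 ± 3.04 in *IbinB* KO, a change within the spread (0.25, SE 0.15, adjusted p = 0.307), and to 26.4 ± 1.87 in DKO (0.50, 0.0161). The call in DKO was lost without *w1118* replicate 2 (0.0641) or replicate 3 (0.0527) and without DKO replicate 1 (0.0595). *SPH93* stood at 172 ± 39.5 FPKM in DKO, 1.11 above *w1118* (adjusted p = 0.0155), although not without DKO replicate 2 (0.96, 0.0717) or with 0.1 added before the logarithm (0.155, where the range over alternatives starts at 0.00472). With 0.1 added the log2 fold change was 1.12, so that p-value moved with the spread pooled over all groups.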

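The receptor gene *Tl* (3R, 26799041 to 26842403 in BDGP6) had 16.7 ± 0.373 FPKM in infected *w1118* flies, 14.2 ± 1.16 in *IbinA* KO, 26.6 ± 2.57 in *IbinB* KO and 25.3 ± 1.46 in DKO. Its log2 fold changes were 0.64 in *IbinB* KO (SE 0.10, adjusted p = 0.000136), 0.57 in DKO (0.000223) and -0.22 in *IbinA* KO (0.173), by limma with Benjamini-Hochberg adjustment. *nec*, a serpin that restrains the pathway, stood at 504.5 ± 17.4 FPKM in DKO, 1.16 above *w1118* (adjusted p = 3.87e-06), and at 209.5 ± 33.9 in *IbinA* KO (-0.11, adjusted p = 0.71). *PPO2* (2R, 9042261 to 9044709), which fell by 1.93 with infection in *w1118*, had 6.06 ± 1.45 FPKM in *w1118*, 9.6 ± 1.83 in *IbinB* KO and 15 ± 1.6 in DKO. The change in *IbinB* KO of 0.59 (SE 0.31, adjusted p = 0.225) was not past the threshold, and that in DKO of 1.19 was (0.00626). *PPO1* was not analysed here.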

The Toll receptor itself, the negative regulator *nec*, and *PPO1* and *PPO2* also show this pattern. 

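With each Toll effector compared directly between the infected single mutants, 14 of the 16 genes were higher in *IbinB* KO than in *IbinA* KO, with a median log2 difference of 1.12 (fry, adjusted p = 0.000272 over 14 further set tests). In uninfected flies the median difference was 0.47, with 12 of 16 higher (camera, adjusted p = 0.0411, and fry, adjusted p = 0.0896). The infected difference exceeded the uninfected one by a median of 0.61, in 13 of 16 genes. This excess was past the threshold by camera (adjusted p = 6.36e-06) and not by fry (adjusted p = 0.0632). In *IbinA* KO the set's difference from *w1118* had a median interaction with infection of -0.55, with 3 genes higher and 13 lower (camera, adjusted p = 4.2e-06, and fry, adjusted p = 0.0896). In *IbinB* KO the interaction was -0.04, with 8 higher and 8 lower (fry, adjusted p = 0.776), and past the threshold were *BaraA1* (2.43, 0.00404) and *Bbd* (1.32, 0.00837) upward and *BomS4*, named after its value was seen, downward (-1.49, 0.0214), by limma with Benjamini-Hochberg adjustment. With only the compared groups, *Bbd* was not past it (0.0567). For the genes of Fig. 6B the median interaction was 0.33, with 9 higher and 6 lower. Before infection these 2 genes were not shown to be higher in *IbinB* KO than in *w1118* (*BaraA1* -0.80, adjusted p = 0.0987, and *Bbd* 0.10, 0.832), and whether the excess of the set as a whole depends on infection was not decided. In DKO the interaction of the set was -0.14, with 7 higher and 9 lower (fry, adjusted p = 0.776). From the lower levels of Toll targets in *IbinA* KO and the higher levels in *IbinB* KO and DKO, together with the genes upstream of the receptor, the paper proposes that IbinA and IbinB act differently on the expression of Toll target genes.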

In conclusion, these data suggest that IbinA and IbinB have distinct effects on Toll pathway target gene expression upon a challenge with the intracellular pathogen *L. monocytogenes*.

As some genes contributing to viral defense were specifically downregulated in *IbinB*^*KO*^ flies (Fig. 5E) and may also affect defense against intracellular bacteria, we took a closer look at their expression (Fig. 6D). 

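*Srg2* had 103.9 FPKM on average in infected *w1118* flies, 252.8 ± 42.2 in *IbinA* KO, and 22.5 ± 1.45 in DKO. The log2 fold change was 1.26 in *IbinA* KO (SE 0.19, adjusted p = 8.72e-05), -4.17 in *IbinB* KO (2.07e-12) and -2.16 in DKO (2.97e-08), by limma with Benjamini-Hochberg adjustment. It was lower without infection as well, by -2.91 in *IbinB* KO (adjusted p = 8.89e-10) and -2.27 in DKO (1.45e-08). *Srg3* (3L, 9443232 to 9446388 in BDGP6) had 58.9 ± 15.8 FPKM in infected *w1118*, 109.5 ± 28.9 in *IbinA* KO, 10.2 ± 1.22 in *IbinB* KO and 10.4 ± 1.65 in DKO, changes of 0.88 (SE 0.23, adjusted p = 0.0111), -2.39 (1.98e-07) and -2.37 (1.1e-07). The rise in *IbinA* KO was not past the threshold without *w1118* replicate 2 (0.70, 0.0776) or *IbinA* KO replicate 1 (0.72, 0.0649), nor with only the compared groups (0.0885, where the alternatives start at 0.00272). Uninfected *IbinB* KO flies had -1.18 (0.00113) and uninfected DKO flies -0.90 (0.00636), the latter 0.0503 without *w1118* uninfected replicate 3. Both genes lie on chromosome 3, as *IbinB* does. A related gene, *Srg1*, did not differ past the threshold in any infected mutant, with 0.01 in *IbinA* KO, 0.64 in *IbinB* KO (0.0895) and -0.26 in DKO.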

Sting-regulated genes *Srg2* and *Srg3* show a clear reduction in expression in *IbinB*^*KO*^ and double mutant flies, whereas they have increased expression in *IbinA*^*KO*^ flies. Turandots *TotM*, *TotC*, and *TotA* are all highly upregulated during *L. monocytogenes* infection in our RNA sequencing data (Fig. 6D). 

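With infection in *w1118*, *TotM* rose by 6.07 on the log2 scale (SE 0.66, adjusted p = 3.79e-07), *TotC* (3R, 20872988 to 20873580 in BDGP6) by 4.63 (SE 0.77, 7.65e-05) and *TotA* by 2.79 (SE 0.54, 0.000422), by limma with Benjamini-Hochberg adjustment. The infected *w1118* libraries varied widely. *TotC* had 125, 42.6 and 703.3 FPKM in them, *TotM* had 91.1, 205.6 and 687.4, and *TotA* had 378.3, 262.2 and 1247.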

*TotM* and *TotA* both show significantly reduced expression in *IbinB*^*KO*^ flies compared to the wild type. 

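Against infected *w1118*, *TotM* changed by -3.44 (adjusted p = 0.00102) and *TotA* by -3.83 (4.33e-05) in infected *IbinB* KO flies, by limma with Benjamini-Hochberg adjustment. Both calls held with each library left out in turn and under every alternative tried. In *IbinA* KO flies the changes were 0.93 (0.434) and 0.50, and neither was past the threshold. Over the 5 tested turandot genes the median in *IbinB* KO was -1.94, with all 5 lower (camera, adjusted p = 0.00134, and fry, adjusted p = 0.00906).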

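In infected double mutant flies *TotM* stood at 161.6 ± 47.65 FPKM and *TotA* at 655.5 ± 254.1, changes of -0.58 (adjusted p = 0.564) and 0.32 (0.712) from *w1118*, and *TotC* changed by 1.42 (SE 0.77, adjusted p = 0.186), by limma with Benjamini-Hochberg adjustment. Without *w1118* infected replicate 3, whose *TotC* was the highest of the 3, that change was 2.50 (adjusted p = 0.0123). The 5 turandots had a median of 0.32 with 4 of 5 higher (camera, adjusted p = 0.562). Compared with *IbinB* KO directly, all 5 were higher in the double mutant, with a median of 2.85, and 4 of them were past the threshold (limma, Benjamini-Hochberg).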

We do not see this pattern in *IbinA*^*KO*^*;IbinB*^*KO*^ flies (Fig. 6D), making turandots unlikely to be key contributors to the survival changes we see in *Listeria*-infected flies. 

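*Diedel* differed widely between the infected *w1118* libraries, at 3.58, 28.0 and 251.9 FPKM, and between those of *IbinA* KO flies, at 25.3, 107.7 and 73.7. In *IbinB* KO and DKO flies the 6 infected libraries lay between 2.34 and 3.51, so the ranges of these lines and of *w1118* did not overlap, which chance gives for 10% of genes at 3 against 3. The log2 fold change was -2.97 in *IbinB* KO (SE 0.80, adjusted p = 0.0153), -3.13 in DKO (0.00633) and 0.89 in *IbinA* KO (0.567), by limma with Benjamini-Hochberg adjustment. The value in *IbinA* KO is a difference of mean logarithms, and its mean FPKM, 68.9, was below the 94.5 of *w1118*. Without *w1118* infected replicate 3, the library at 251.9, it was -1.49 in *IbinB* KO (0.0806) and 2.38 in *IbinA* KO (0.00417), and without *IbinB* KO infected replicate 2 it was -2.84 (0.0545). With only the compared groups in the fit, the adjusted p was 0.176 in *IbinB* KO and 0.118 in DKO, the highest over the alternatives, which start at 0.013 and 0.00518. In uninfected flies *Diedel* stood near 0 in all 4 lines, with means between 0.0731 and 0.373 FPKM.

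**Figure D2:**
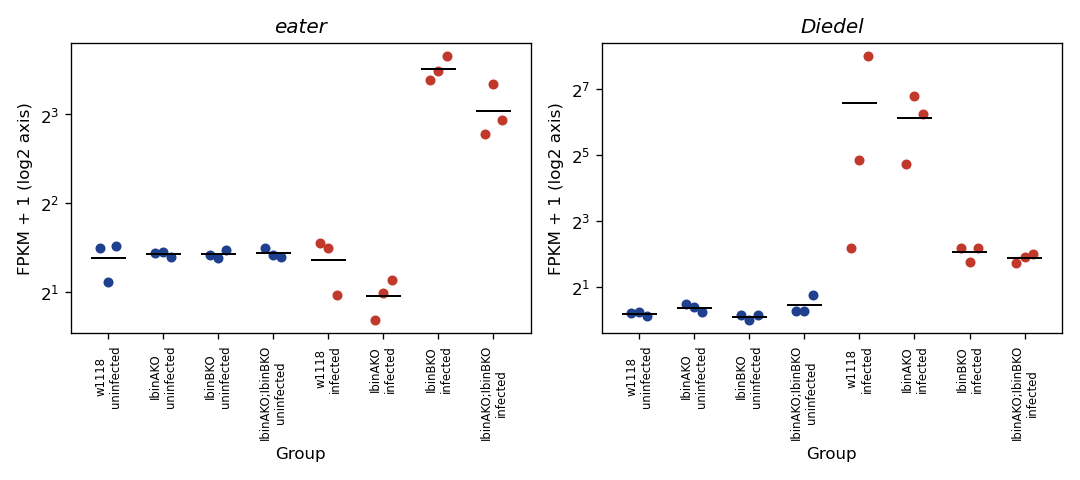
FPKM of *eater* and *Diedel* in each library of the 4 lines, on a log2 axis of FPKM + 1, without infection in blue and after infection in red, with black bars for the arithmetic means. The infected *IbinB* KO and DKO libraries lie above the other libraries for *eater* and below those of infected *w1118* for *Diedel*.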

Of note, *Diedel* shows a very clear reduction in expression in *IbinB*^*KO*^ and double mutant flies. Previous work has identified *Diedel* as a negative regulator of immunity and specifically of the Imd pathway [61]. To this end, we investigated a possible role for *Diedel* in septic *L. monocytogenes* infection. However, *Diedel* mutant flies were highly susceptible to *L. monocytogenes* infection (Additional file 1: Fig. S8C), and thus, *Diedel* does not explain the increased resistance of *IbinB* mutants.

In addition, we looked at genes central to the Imd (Fig. 6E) and Toll (Fig. 6F) signaling pathways and scavenger-like receptors (Additional file 1: Fig. S7D). 

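The 19 genes of Fig. 6E had median log2 fold changes of -0.03 in infected *IbinA* KO, 0.12 in infected *IbinB* KO and 0.00 in infected DKO flies, with means of -0.05, 0.01 and -0.05. In *IbinA* KO 7 were higher and 12 lower, in *IbinB* KO 10 and 9, and in DKO 8 and 11. Past the threshold were 2 lower in *IbinA* KO, 2 higher and 2 lower in *IbinB* KO, and 6 higher and 2 lower in DKO (limma, Benjamini-Hochberg), and adjusted over the list alone, whose genes the study chose, 1 lower, 4 higher and 2 lower, and 6 higher and 2 lower. *Fadd* (3R, 22034455 to 22035617 in BDGP6) was lower in *IbinB* KO (-1.02, SE 0.17, adjusted p = 0.000297) and DKO (-1.29, 1.04e-05), and also in uninfected *IbinB* KO flies (-1.19, 6.57e-05), by limma with Benjamini-Hochberg adjustment. *Diap2* was lower in all 3 infected mutants, by -0.27, -0.22 and -0.58. With infection in *w1118*, 14 of the 19 rose, 12 of them past the threshold and *Rel* the most at 2.82, and 5 fell, 1 of them past it.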

Imd pathway core components showed no clear pattern, likely reflecting their generally stable expression, including during an immune response. Toll pathway core genes (Fig. 6F) showed a pattern similar to the pattern observed in genes in the pathway upstream of the Toll receptor (Fig. 6C), and in the Toll pathway targets (Fig. 6B), with increased expression of some genes in *IbinB*^*KO*^ and double mutant lines. 

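Of the genes in Fig. 6F, 11 were tested, and all 11 had a log2 fold change above 0 in infected *IbinB* KO (median 0.17) and in infected DKO flies (median 0.30). In *IbinA* KO 6 were higher and 5 lower (median 0.01). Past the threshold in *IbinB* KO were *Tl* and *pll* (3R, 27251131 to 27253182 in BDGP6), the latter at 18.1 ± 3.06 FPKM against 10.5 ± 0.741 in *w1118*, a change of 0.72 (SE 0.11, adjusted p = 0.000118, limma with Benjamini-Hochberg adjustment). In DKO these were *Tl*, *dl* (0.53, 0.00167), *Toll-7* (0.40, 0.00635), *MyD88* (0.30, 0.00151) and *spz5* (0.76, 8.18e-06), by the same method. *spz5* was also higher in infected *IbinA* KO flies (0.36, 0.0189) and in uninfected *IbinA* KO (1.04) and DKO (1.87) flies. Adjusted over the list alone, which is not independent evidence, 2 genes passed in *IbinB* KO, 6 in DKO and 1 in *IbinA* KO. *NT1* fell below the filter on low FPKM.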

Our list of scavenger-like receptors does not show a clearly identifiable pattern across the mutants (Additional file 1: Fig. S7D). 

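Among the receptors expressed by hemocytes that were fixed as markers, *Sr-CI* was lower than in *w1118* in infected *IbinA* KO (-0.89, SE 0.21, adjusted p = 0.0071) and infected *IbinB* KO flies (-0.84, 0.0107) and near it in DKO (-0.24, 0.439), by limma with Benjamini-Hochberg adjustment. *NimC1* was lower in *IbinA* KO (-1.32, SE 0.18, 2.73e-05), with -0.21 in *IbinB* KO and 0.32 in DKO. *crq* changed by -0.10 in *IbinA* KO, 0.08 in *IbinB* KO and 0.18 in DKO, none past the threshold. The heatmap's full list of receptors was not analysed here.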

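The gene *eater* (FBgn0243514, 3R, 27095867 to 27099679 in BDGP6) encodes a scavenger-like receptor of hemocytes. In infected *w1118* flies it had 1.94, 1.82 and 0.954 FPKM, against 9.47, 10.3 and 11.6 in *IbinB* KO and 5.88, 9.14 and 6.67 in DKO. The log2 fold changes were 2.17 in *IbinB* KO (SE 0.16, adjusted p = 3.16e-09) and 1.68 in DKO (7.01e-08), by limma with Benjamini-Hochberg adjustment. In infected *IbinA* KO flies it was -0.40 (0.0997), and -0.59 (0.0126) without *w1118* infected replicate 3. Infection itself did not move *eater* in *w1118* (-0.03, adjusted p = 0.909), and in uninfected flies the 3 mutants were within 0.06 of *w1118*. The interaction with infection was 2.12 in *IbinB* KO (adjusted p = 1.21e-05) and 1.62 in DKO (0.000202), by the same method.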

Interestingly, *eater* expression is highly elevated in *IbinB*^*KO*^ and double mutant flies. We verified this pattern of *eater* expression in *Listeria*-infected flies at 12 and 36 h timepoints (Additional file 1: Fig. S8B). *Eater* mutant flies show decreased survival time after *Listeria* infection (Additional file 1: Fig. S8D), and thus, this change in *eater* expression may, in part, explain the enhanced resistance of *IbinB*^*KO*^ and double mutant flies.

To investigate the possible involvement of *Ibin* genes in regulating viral infection-responsive genes, we examined the expression of genes responsive to 2′3′-cGAMP injection (signifying STING pathway regulation), using lists of genes from the work of Hédelin and colleagues [62] (Additional file 1: Fig. S7B, C). *L. monocytogenes* infection results in similar regulation of many of these genes, i.e., genes that are upregulated after 2′3′-cGAMP injection are also upregulated in response to *L. monocytogenes* infection (Additional file 1: Fig. S7B) and vice versa for downregulated genes (Additional file 1: Fig. S7C). Many genes upregulated by 2′3′-cGAMP injection show increased expression in *IbinA*^*KO*^ flies and reduced expression in flies lacking *IbinB* (Additional file 1: Fig. S7B).

We investigated whether the changes in immune gene regulation with *L. monocytogenes* infection is observed in uninfected flies. 

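Without infection, 1869 genes differed between *IbinA* KO and *w1118* (886 higher and 983 lower), 1447 between *IbinB* KO and *w1118* (753 and 694) and 2836 between DKO and *w1118* (1527 and 1309), by limma with Benjamini-Hochberg adjustment. With infection the counts were 1774 (827 and 947), 1851 (940 and 911) and 3496 (1802 and 1694). The *IbinA* KO counts depended on the choices made. With only the compared groups they were 474 and 506 without infection and 497 and 605 with it, and after scaling to equal FPKM totals, chosen after the data were examined, 999 and 699 without infection and 1400 and 674 with it. The lower count of uninfected *IbinA* KO flies was 626 without *w1118* uninfected replicate 1 and 593 without replicate 3, and that of infected *IbinA* KO flies was 624 without *w1118* infected replicate 1. Of the genes past the threshold in infected flies, 52.1% in *IbinA* KO, 42.1% in *IbinB* KO and 48.5% in DKO were also past it, in the same direction, in uninfected flies, and 9, 11 and 45 were past it in the opposite direction. Of those with a position in BDGP6, 63.4% of the 874 in *IbinA* KO lay on chromosome 2, which carries *IbinA* and 39.6% of the tested genes, and 80.6% of the 717 in *IbinB* KO lay on chromosome 3, which carries *IbinB* and 44.3%.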

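The largest differences between uninfected *IbinA* KO and *w1118* flies, among named genes whose libraries did not overlap, were rises of *CG32198* (3L, 18526976 to 18527445 in BDGP6, 6.15, SE 0.31, adjusted p = 1.1e-11), *lncRNA:CR43414* (4.06) and *CG1304* (4.05) and falls of *CR33319* (2L, 20928824 to 20929525, -6.13, SE 0.10, adjusted p = 2.87e-20), *Mst36Fa* (-3.79) and *CG9344* (-3.46), by limma with Benjamini-Hochberg adjustment. In uninfected *IbinB* KO flies they were rises of *lncRNA:CR45408* (4.22), *Mst57Da* (4.07) and *scpr-A* (3.98) and falls of *Jon74E* (3L, 17548077 to 17549127, -6.93, SE 0.15, adjusted p = 7.18e-18), *CG43061* (-4.35) and *lncRNA:CR43942* (-3.49). In uninfected DKO flies they were rises of *Lsp1beta* (8.25), *CG32198* (6.74) and *CG15263* (4.70) and falls of *Jon74E* (-7.02), *CR33319* (-6.26) and *Mst36Fa* (-3.67). By the same rule, infected *IbinA* KO flies had rises of *CG32198* (5.29), *lncRNA:CR43414* (4.11) and *CG14499* (3.53) and falls of *IbinA* (-8.59), *CR33319* (-6.41) and *AttC* (-4.15). Infected *IbinB* KO flies had rises of *Ugt35B1* (4.29), *lncRNA:CR45408* (4.03) and *scpr-A* (3.93) and falls of *IbinB* (-8.90), *Jon74E* (-7.06) and *CG43061* (-5.42). Infected DKO flies had rises of *CG32198* (5.24), *Ugt35B1* (4.18) and *CG34040* (4.17) and falls of *IbinB* (-8.69), *IbinA* (-8.59) and *Jon74E* (-6.86). GO terms were not tested on these lists. At more than a 2-fold change, 148 genes rose and 126 fell in uninfected *IbinA* KO flies, and 105 rose and 147 fell in uninfected *IbinB* KO flies. In infected flies, 129 rose and 168 fell in *IbinA* KO, and 128 rose and 173 fell in *IbinB* KO.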

GO term enrichment analysis of genes differentially regulated in uninfected *IbinA*^*KO*^ flies compared to controls suggested changes in expression of genes involved in reproduction, while the comparison between *IbinB*^*KO*^ flies and controls highlighted genes involved in metabolic processes (Additional file 2: Table S6). Immune-related terms were not enriched in either list. We also examined the expression of the immune genes highlighted in Fig. 6 in uninfected flies (Additional file 2: Table S7). 

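The 16 Toll effectors had median log2 fold changes against *w1118* of -0.01 in uninfected *IbinA* KO, 0.49 in uninfected *IbinB* KO and 0.43 in uninfected DKO flies. By camera the adjusted p was 0.918, 0.0101 and 0.0636 over 6 set tests, and by fry no adjusted p was below 0.124. In *IbinA* KO the median was below 0 while the mean was 0.01 and the test pointed upward, with 8 genes higher and 8 lower. Past the threshold were 2 genes higher and 3 lower in *IbinA* KO, 5 higher in *IbinB* KO, and 4 higher and 2 lower in DKO (limma, Benjamini-Hochberg), and adjusted over the list alone 3 and 4, 7 and 1, and 7 and 2. The Bomanins as a set had medians of 0.19 in *IbinA* KO (camera, adjusted p = 0.345), 0.66 in *IbinB* KO (0.000643, and 0.0301 by fry) and 0.52 in DKO (0.0547, and 0.0498 by fry). The Imd antimicrobial peptide genes had medians of -0.14, 0.01 and 0.67, none past the threshold (camera, lowest adjusted p = 0.0966).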

Several Toll pathway-regulated genes are expressed at higher levels in mutant lines compared to controls. This includes *Drs*, *BomBc2*, and *BomS2*. This uninduced expression is, however, not comparable to the expression values observed when flies are infected (Additional file 2: Table S7).

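Without infection *Drs* had 38.3 ± 13.4 FPKM in *w1118*, 49.7 ± 10.4 in *IbinA* KO, 31.9 ± 3.86 in *IbinB* KO and 137.3 ± 23.05 in DKO. The log2 fold change was 1.85 in DKO (SE 0.19, adjusted p = 4.62e-07), and neither 0.40 in *IbinA* KO (0.183) nor -0.21 in *IbinB* KO (0.591) was past the threshold, by limma with Benjamini-Hochberg adjustment. Without *w1118* uninfected replicate 3, the value in *IbinA* KO was 0.66 (0.0231). *BomBc2* (2R, 18384824 to 18385589 in BDGP6) had 28.5 ± 7.67 FPKM in *w1118*, 199.2 ± 53.8 in *IbinA* KO, 92.8 ± 24.5 in *IbinB* KO and 230.8 ± 27 in DKO, changes of 2.76 (SE 0.26, adjusted p = 1.39e-07), 1.67 (0.000115) and 3.00 (2.23e-08). *BomS2* (2R, 18386602 to 18387030) had 65.95 ± 11, 130.9 ± 20.3, 194.2 ± 59 and 208.7 ± 14.7 FPKM, changes of 0.98 (SE 0.22, 0.00466), 1.51 (6.77e-05) and 1.66 (1.07e-05). *BomBc2* lies 713.5 kb and *BomS2* 715.3 kb from *IbinA*.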

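For comparison, infected *w1118* flies had at least 10680 FPKM of *Drs* in each library, and on average 451.6 ± 92.3 of *BomBc2* and 2343 ± 160.7 of *BomS2*, each above the highest uninfected library of the 3 mutant lines. The rise with infection in *w1118* was 8.16 on the log2 scale for *Drs* (SE 0.19), 3.95 for *BomBc2* (SE 0.26) and 5.14 for *BomS2* (SE 0.22).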

Overall, our RNA sequencing analysis shows that *IbinB*^*KO*^ and double mutant flies have increased expression of Toll-regulated genes, including genes that regulate Toll pathway activity. 

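With the 6 infected libraries lacking *IbinB* set against the 6 that have it, 14 of the 16 Toll effectors were higher, with a median log2 difference of 0.84 (fry, adjusted p = 0.000272), and 12 were past the threshold upward and 1 downward (limma, Benjamini-Hochberg). Adjusted over the list alone, 13 were higher and 1 lower. In uninfected flies the same comparison gave a median of 0.41, also with 14 of 16 higher (fry, adjusted p = 0.0106). *Drs* was 0.88 higher in infected (SE 0.14, adjusted p = 6.67e-05) and 0.62 higher in uninfected flies (0.0031), and the interaction was 0.26 (SE 0.19, adjusted p = 0.629), all by limma with Benjamini-Hochberg adjustment. The uninfected difference came from DKO flies, at 1.85 above *w1118*, while *IbinB* KO flies were at -0.21 and *IbinA* KO flies, which have *IbinB*, at 0.40. Over all tested genes, 3321 differed between the infected libraries with and without *IbinB* (1865 higher and 1456 lower). Of these, 56.2% were higher, but after scaling to equal FPKM totals, chosen after the data were examined, 45.2% of 3093 were.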

Increased expression of Toll pathway target genes may explain, in part, the enhanced resistance of *IbinB* mutants to *L. monocytogenes* infection. 

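In the same comparison of the 6 infected libraries without *IbinB* and the 6 with it, 10 of the 12 Fig. 6C genes and all 11 of the Fig. 6F genes were higher, 6 and 8 of them past the threshold (limma, Benjamini-Hochberg), and adjusted over each list alone 7 and 8. The 11 Imd antimicrobial peptide genes moved the other way, with a median of -0.73 and 10 of 11 lower (fry, adjusted p = 0.0076). The paper reasons from the higher expression of Toll-regulated genes in both lines that lack *IbinB*, effectors and upstream genes alike, and concludes that the IbinB peptide lowers the expression of genes under the Toll pathway.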

Based on the transcriptional analysis, we conclude that the IbinB peptide functions in downregulating Toll pathway-regulated genes, including those encoding effector molecules. However, the precise point in the Toll pathway at which *IbinB* acts remains to be determined.

### IbinB downregulates Toll pathway genes when flies are infected with fungal pathogens

To study further the role of IbinA and IbinB in Toll pathway-mediated immunity, we performed fungal infection experiments, due to the central role of the Toll pathway in resistance to these pathogens [63]. We carried out infections with *Beauveria bassiana*, both through the cuticle (“natural infection”) and as systemic infections by inoculation of the fly thorax using a sharpened tungsten pin. Infections with *B. bassiana* *R444* show *IbinB*^*KO*^ flies surviving significantly better than wild-type flies. *IbinA*^*KO*^ flies, in contrast, were more susceptible. This is the case with both natural (Fig. 7A) and septic infection experiments (Fig. 7B). RT-qPCR confirmed that both *IbinA* (Fig. 7C) and *IbinB* (Fig. 7D) are expressed when flies are infected with *B. bassiana*, although *IbinB* upregulation showed a high degree of variation between samples, and therefore did not reach statistical significance. We then measured *Drs* expression at 24 (Fig. 7E) and 48 (Fig. 7F) h post-infection with *B. bassiana*, confirming that also with this infection, *IbinB* mutants exhibit significantly higher Toll pathway target gene expression than wild-type flies. These results support our finding that *IbinA* and *IbinB* expression affects Toll pathway target gene expression, and that the *Drs* expression level is correlated to survival rate.

**Fig. 7:**
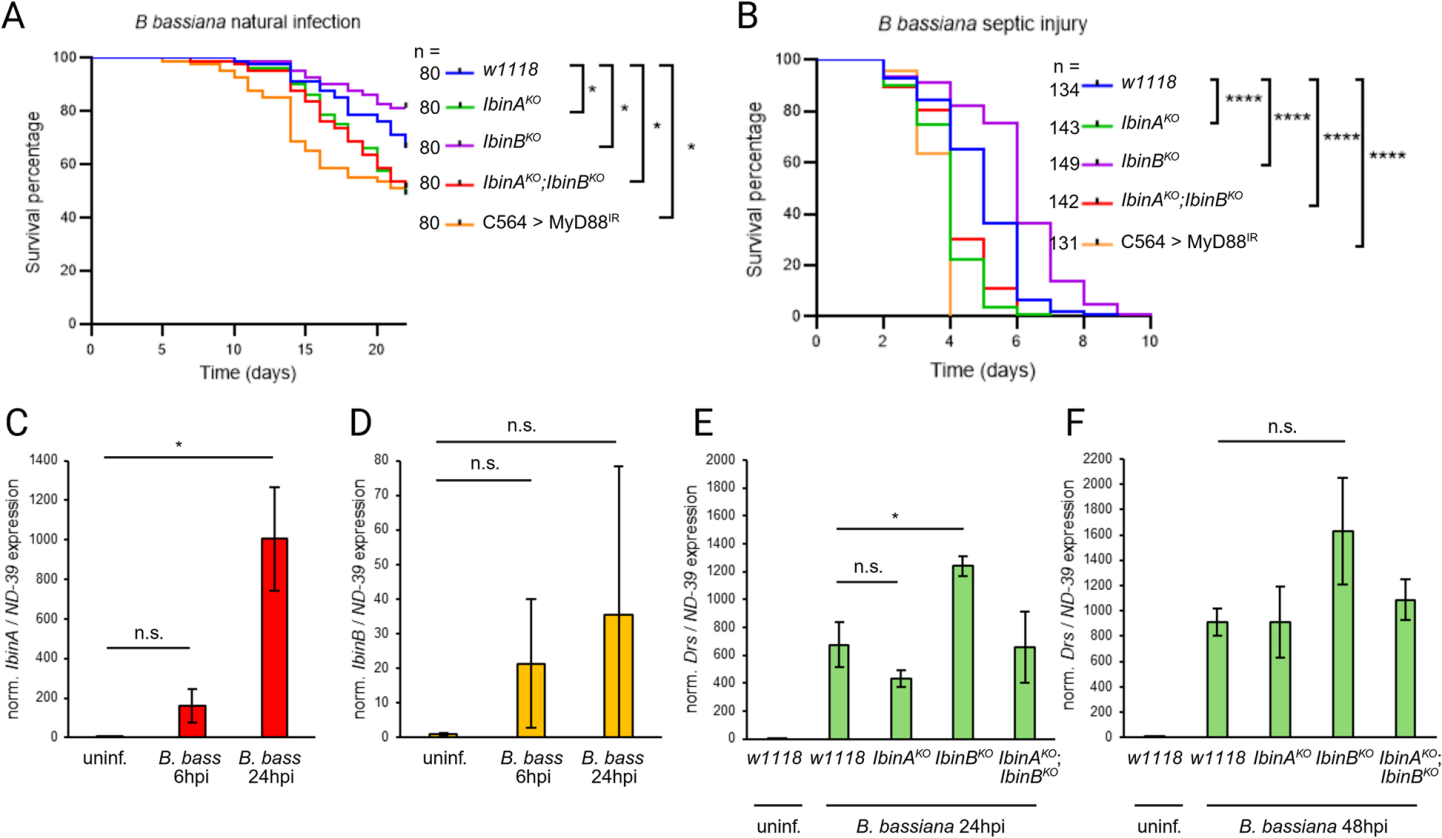
*IbinB* mutants have better survival against fungal infection and higher *Drosomycin* expression. Survival of wild-type and mutant fly lines following infection with *B. bassiana *R444 **A** through the cuticle (so-called natural infection) or **B** via septic injury. Flies with *MyD88* knockdown in the fat body (*C564* > *MyD88*^*IR*^) were used as Toll pathway-deficient positive controls. **C** *IbinA* and **D** *IbinB* expression in wild-type flies following septic injury with *B. bassiana*. *Drosomycin* expression was measured **E** 24 h and **F** 48 h after septic injury with *B. bassiana* in wild-type flies and *IbinA*^*KO*^, *IbinB*^*KO*^, and double mutant flies. **A**, **B**, **C**, **D**, **E**, **F** Statistically significant differences are marked with asterisks: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

## Discussion

Our previous study identified *IbinA* and *IbinB* as among the most highly upregulated immune-responsive genes in *Drosophila* in a wide range of infection contexts (bacterial infections as well as wasp parasitization) [21]. We add to the range of bacterial pathogens studied and show that fungal infection also triggers the expression of both *IbinA* and *IbinB*. In this work, we establish these two genes as being evolutionarily conserved among related fly species, suggesting an important and established role in the host immune response in these insects. Despite their sequence similarity, our infection results and RNA sequencing data highlight differing roles for these peptides.

The Ibin peptides appear to be unique to the subgenus *Sophophora*. Such evolutionary novelties are not rare among genes involved in immunity, and their origin is an important question. The replacement of the more ancestral *Mibin* with *Ibin* suggests a sudden shift in function of the gene in the ancestor of all sophophorans, perhaps because of a corresponding change in the target of these peptides. This brings us to the possible origin of *Mibin* in the first place. We consider it noteworthy that the *Ibin* genes are generally located near the *diptericin*/*attacin* loci in the genome of *D. melanogaster*. Many attacins and diptericins have a proline-rich N-terminal domain, and it has been suggested that this domain may have a common origin with proline-rich AMPs such as Drosocin and perhaps also Metchnikowin [36]. This idea has been further extended to include the Ibins as well as other proline-rich peptides [64]. In calyptrate flies, such as *Lucilia*, *Cochliomyia*, and *Sarcophaga*, the *Mibin* and *Attacin A*-like genes are even situated just next to each other (Additional file 1: Fig. S2).

*IbinA* and *IbinB* share a transcriptional pattern that is common among immune-regulated genes, with extremely low baseline levels in uninfected flies, apart from the elevated expression observed during pupariation. These genes show upregulation of several hundred- or thousand-fold upon infection (with *IbinA* and *IbinB* among the most highly upregulated genes during infection). Most genes with such transcription patterns are examples of the classic AMPs, such as cecropins, attacins, and diptericins, normally described as Imd-regulated, and the generally Toll pathway-regulated Drosomycin and bomanins. As effector molecules, large quantities of these peptides are produced to combat infection. Similarly regulated genes also include cytokines such as the *Unpaired* (*Upd*) genes and several serine proteases and serine protease homologues, many of which have known roles in the Toll and melanization pathways, with others having unknown or poorly defined roles in the immune response [65]. Stress-related genes, including the *turandots*, are also frequently among the most highly upregulated genes with infection. Rommelaere and coworkers [66] recently presented evidence that turandots play a tissue protective role in the context of the immune response.

Our results provide insight into where *IbinA* and *IbinB* fit within this transcriptional context. We did not find any direct bactericidal or bacteriostatic effect of Ibin peptides, pointing away from roles as AMPs. We also did not find any increased expression after heat shock. We replicated previous results showing upregulation of *IbinA* in certain stress conditions (visual exposure to parasitoid wasps and social isolation of male flies) [23, 24]. This upregulation is variable between individuals and is at a much lower level than in the case of infection. In summary, there is some evidence of a role for *IbinA* (as with other immune induced genes) in the transcriptional response to some stress conditions. However, the physiological consequences of this response require further investigation.

While Ibin peptides do not have significant roles as AMPs or in stress responses, our results do suggest an immune regulatory role for *IbinA* and *IbinB*. The RNA sequencing results show that during *L. monocytogenes* infection, flies lacking *IbinB* had increased expression of Toll pathway-mediated effectors, including most bomanins and *Drs*. In contrast, *IbinA*^*KO*^ flies had reduced expression of many of these genes. This fits the pattern we observed across infection experiments, with *IbinB*^*KO*^ flies surviving longer in infections where the Toll pathway plays a significant role in the immune response, such as *E. faecalis* infection, as well as infection with fungal pathogens. Both Toll and Imd pathways have been shown to be important for survival after *L. monocytogenes* infection [53]. These infection and transcriptome results lead us to suggest that IbinB acts as a negative regulator of Toll pathway target gene expression, with IbinA having the opposite role. 

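Counted over the 12 tested Bomanins, 10 were higher in the infected libraries lacking *IbinB* than in those with it, 8 of them past the threshold, and 1 was past it in the other direction (limma, Benjamini-Hochberg). The counts were the same when adjusted over the list alone, and the median log2 difference was 0.75, with a mean of 0.59. The genes fell within a range of -1.01 to 1.43.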

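With the 6 infected libraries lacking *IbinA* set against the 6 with it, 11 of the 16 Toll effectors were lower and 5 higher, with a median log2 difference of -0.40, and 8 were past the threshold downward and 3 upward (limma, Benjamini-Hochberg), the same counts as adjusted over the list alone. Of the Bomanins 7 were lower and 5 higher, with a median of -0.12.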

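Loss of *IbinB* can also be compared within the lines that lack *IbinA*, which share no library with the comparison of *IbinB* KO and *w1118*. DKO was made by crossing the single mutants, so it can carry background of either line beside the edited loci. The values below do not separate such background from loss of the genes. Between infected DKO and *IbinA* KO flies, 14 of the 16 Toll effectors were higher in DKO, with a median log2 difference of 1.12, and 13 were past the threshold upward and 1 downward (limma, Benjamini-Hochberg). Between infected DKO and *IbinB* KO flies, 7 were higher and 9 lower, with a median of -0.06 and a mean of -0.13, and 2 were past the threshold upward and 4 downward. Across all genes, which are not independent replicates, the differences of DKO from *IbinA* KO and of *IbinB* KO from *w1118* had a correlation of 0.56, and those of DKO from *IbinB* KO and of *IbinA* KO from *w1118* had one of 0.54.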

The overall lifespan of the mutant lines also supports this conclusion; flies lacking *IbinB* have a shorter overall lifespan, which could be due to overactivation of the Toll pathway causing tissue damage. While a more robust Toll pathway response increases the ability to clear many pathogens, immune dysregulation has detrimental effects throughout the animal’s lifespan. We also show a dependence of *IbinB* expression on the Imd pathway, including when flies are infected with bacteria expected to trigger a Toll pathway-mediated response. This finding remains to be explained, perhaps providing evidence for crosstalk and mutual regulation between Toll and Imd pathways.

The STING pathway has been shown to be involved in the response to *L. monocytogenes* infection in *D. melanogaster* [67]. In our results, many STING-/cGAS-regulated genes are differentially regulated in flies lacking *IbinB* and in most cases are downregulated. 

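For the 7 genes of Fig. 6D, which the study selected, 6 were lower in the infected libraries lacking *IbinB* than in those with it, 5 of them past the threshold, by limma with Benjamini-Hochberg adjustment and also when adjusted over the list alone. The median log2 difference was -2.47 and the values ran from -3.79 to 0.18. The 2 lines lacking *IbinB* differed, with a median against infected *w1118* of -2.97 in *IbinB* KO, 5 genes past the threshold downward, and of -0.58 in DKO, 3 genes past it. The longer lists of genes that respond to cGAMP were not analysed here.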

Overall, these RNA sequencing results suggest a role for *IbinB* in modulating different aspects of the immune response, increasing the antiviral transcriptional response and reducing the expression of the Toll-responsive effector genes.

The infection survival results and transcriptome data include findings that cannot be directly explained by regulation of the Toll pathway. During *S. marcescens* infection, *IbinA*^*KO*^ flies exhibit the best survival among all lines, followed by *IbinA*^*KO*^*;IbinB*^*KO*^ and *IbinB*^*KO*^. The Toll pathway does not play a significant role in resistance to this bacterial species, suggesting that a different explanation is needed for these results. 

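A list of plasmatocyte markers was fixed before testing, and 9 of its genes were expressed above the filter. In infected flies the list had median log2 fold changes of -0.40 in *IbinA* KO (camera, adjusted p = 0.00134, and 0.0301 by fry), with all 9 lower, -0.06 in *IbinB* KO (0.705) and -0.24 in DKO (0.887). In *IbinB* KO and DKO the means were 0.11 and 0.02 and the test pointed upward, because *eater* rose while 6 of the 9 in *IbinB* KO and 5 in DKO were lower. Without infection the medians were -0.04, 0.05 and -0.08, none past the threshold (camera, lowest adjusted p = 0.48).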

Scavenger-like receptors were differentially regulated in *Ibin* mutants, in particular, *eater*, which showed significantly increased expression in *IbinB*^*KO*^ and *IbinA*^*KO*^*;IbinB*^*KO*^ flies. This perhaps suggests changes in the number or activation state of hemocytes in flies lacking *Ibin* genes. This is consistent with our findings of changes in hemocyte number and activation state in the larvae of these mutant lines, although how the larval hemocyte state translates to immunity in adults is not clear. The cellular immune response has previously been shown to be significant in resistance to *S. marcescens* in *Drosophila* [68].

The blackened tissue we observed in adult mutant flies, likely around parts of the tracheal system of the flies, indicates that in the pupal immune environment, Ibin peptides play a protective role, either by directly protecting the tissue from attack by AMPs (as reported for turandots [66]) or by regulating the melanization response. Unlike turandots, however, we were not able to show upregulation of *Ibin* genes in response to heat or osmotic stress.

Tang and coworkers [69] observed melanization of the trachea of flies (already in larval stages) lacking the serpin Spn77Ba. This melanization led to local and systemic expression of *Drs* via the Toll pathway. The melanization we observed appears during pupariation and early adulthood, and it generally does not cover the whole trachea. However, the melanization phenotype, combined with the increased expression of Toll pathway targets, including *Drs*, points towards a role for IbinA and IbinB in the regulation of serine protease activity and thus both melanization and Toll pathway activity. The process that occurs at pupariation that leads to aberrant melanization in the mutant flies remains to be explored, as does the reason for the increased penetrance of the melanization phenotype as rearing temperature increases, and the larger melanotic spots observed on the trachea, predominantly in female flies. Flies express many AMPs at pupariation, suggesting that negative regulation of the immune system might be particularly important at this stage to prevent either aberrant melanization or tissue damage caused by humoral immune effectors. Our data suggest that *Ibin* genes are mainly expressed during pupariation and when flies are infected, providing further evidence that they are required to modulate the humoral immune response and/or melanization under specific circumstances. Scherfer et al. [41] also showed some melanization of the trachea in flies lacking proper negative regulation of melanization, suggesting that the trachea is particularly susceptible to aberrant melanization. They speculate that this is due to oxygen being a substrate for phenoloxidase [41].

## Conclusions

Overall, our results uncover roles for IbinA and IbinB in regulating the immune response. Specifically, IbinB has a negative regulatory effect on the expression of Toll pathway effector genes, while IbinA, in the context of infection, appears to play the opposite role. In the case of *L. monocytogenes* infection, as well as in resistance to *E. faecalis* and fungal pathogens, *IbinB* mutants are able to mount a more effective response, likely due to their higher expression of Toll effectors, including *Drs*. While *IbinB*^*KO*^ flies consistently survive better than wild-type individuals in the context of bacterial infection, these flies have overall shorter lifespans, which is further evidence for the role of *IbinB* in regulating the immune system, thus preventing excessive tissue damage from aberrant immune activation. Observations of melanization during pupariation further suggest an immune regulatory and tissue protective role for *Ibin* genes. Our findings on the roles of *Ibin* genes in immune regulation highlight the importance of appropriate levels of immune activation, both during immune challenge and in unchallenged conditions throughout development.

## Methods

### Bioinformatic analysis of IbinA, IbinB, and Mibin genes

*Ibin* homologs were initially identified by simple blastp and tblastn searches of the *refseq_protein* and *refseq_genomes* databases, followed up by repeated searches with some of the initially retrieved hits, and similar searches of the *wgs* database for selected taxa. To limit the scope of the study, we have refrained from expanding the set as new species have been added to the databases. A consensus phylogenetic tree, showing the occurrence and chromosomal locations of *IbinA*, *IbinB*, and *Mibin* orthologs, was built from [33, 70, 71], with time calibration from [33]. The first *Mibin* homologs were identified by inspecting all open reading frames in the 1-kb intergenic region between *Drosophila busckii* homologs of *D. melanogaster* genes *CG30109* and *P32*, where *IbinA* is located. Further, *Mibin* homologs were then identified by tblastn searches of the *refseq_protein*, *refseq_genomes*, and *TSA* databases. Multiple sequence alignments were done by Clustal Omega at the The EMBL-EBI Job Dispatcher (https://www.ebi.ac.uk/jdispatcher/msa/clustalo) and further manually curated. Signal peptide sequence prediction was done using SignalP-6.0 at the DTU Health Tech server (https://services.healthtech.dtu.dk/services/SignalP-6.0).

### In vitro bacterial killing assay

The in vitro bacterial killing assay was modified from [72]. Briefly, the selected bacteria were grown overnight either in Luria–Bertani (LB) or brain–heart infusion (BHI) medium as detailed above. The next morning, bacteria were subcultured in fresh medium for 1–2 h to reach an OD600 of 0.33 (exponential growth phase). A 1:10 dilution of bacteria was added to a fresh solution of LB/BHI including the peptide tested or the antimicrobial agent control, at the desired final concentrations.

Mature IbinA and IbinB peptides were obtained from GenScript Biotech (Netherlands, B.V.) as lyophilized powders. Peptide sequences are as follows: IbinA: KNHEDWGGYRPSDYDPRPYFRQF and IbinB: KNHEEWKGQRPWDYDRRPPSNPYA. Peptides were dissolved in ultrapure H_2_O and kept at − 80 °C until use. The following antimicrobial agents were used as positive controls: Cecropin A (Sigma Aldrich, no. C6830) for *Enterobacter cloacae* and *Escherichia coli*, Melittin from honeybee venom (Sigma Aldrich, no. M2272) for *Staphylococcus aureus*, and lysozyme (EMD Millipore Corp., USA, no. 4403) for *Enterococcus faecalis*. Sterile ultrapure H_2_O was used as the negative control. Samples were incubated for 2 h at 25 °C, after which they were placed on ice. Serial dilutions of bacteria were carried out in ice-cold 1 × PBS, and 3 µl (four replicates per treatment) was plated onto LB/BHI agar. Plates were grown overnight at 29 °C. Colony-forming units (CFU/ml) were counted from the appropriate dilution on the agar plate and were calculated taking all dilution steps into account.

### Drosophila lines

The *D. melanogaster w*^*1118*^ and *Canton-S* lines were used as control lines. The *w*^*1118*^ line has been kept in the laboratories of the authors for over 30 years, and our GAL4-driver lines are backcrossed into this genetic background. The UAS/GAL4 system [73] was used for silencing selected genes in the selected tissue. To study the effect of the Toll and Imd pathways, *UAS-MyD88*^*IR*^ (GD no. 25399), *UAS-Rel*^*IR*^ (GD no. 49414), *UAS-PGRP-LC*^*IR*^ (GD no. 51968), and *UAS-Imd*^*IR*^ (GD no. 9253) RNAi lines from the Vienna Drosophila Resource Center (VDRC) and *UAS-FADD*^*IR*^ (12297R-1, III) from the NIG-Fly center in Kyoto were used. The *C564-GAL4* line, driving strong expression of the UAS construct in the fat body [74] and in some other tissues, was a gift from Prof. B. Lemaitre (Global Health Institute, Swiss Federal Institute of Technology Lausanne, Switzerland). *Relish*^*E20*^ flies (Bloomington stock no. 9457) contain a null allele of the *Relish* gene [75]. The transheterozygous *eater* mutant flies were obtained by crossing together the Bloomington Stock Center deficiency lines *Df(3R)D605* (stock no. 823) and *Df(3R)Tl-I* (stock no. 1911), as in Kocks et al. [76]. *Diedel* knockout line (generated by imprecise p-element excision described in [77]) and its background control line were a kind gift from Professor Jean-Luc Imler (CNRS, Strasbourg, France).

*IbinA* and *IbinB* knock-out (KO) mutants were generated at Wellgenetics Inc. (Taiwan, www.wellgenetics.com) via CRISPR/Cas9-mediated genome editing by homology-dependent repair (HDR). For *IbinA*^*KO*^, one guide RNA and a double-stranded deoxyribonucleic acid (dsDNA) plasmid donor were used, whereas for *IbinB*^*KO*^ two guide RNAs and a dsDNA plasmid donor were used. The mutants were backcrossed to the control line used in the experiments (*w*^*1118*^). The *IbinA*^*KO*^;*IbinB*^*KO*^ double mutant was generated by crossing the backcrossed mutant lines together to obtain the genotype as follows: *w*^*1118*^; *IbinA*^*KO*^;*IbinB*^*KO*^.

### Scoring and imaging the pupal and adult melanization phenotypes

To score melanization phenotypes, 10 mated female flies were allowed to lay eggs in a vial at 25 °C for 24 h, before they were discarded. Vials were then kept at the experimental temperature. When eclosion began, each individual fly was visually inspected using a dissecting microscope and was scored into one of three categories: no melanization visible, small areas of melanization, or spiracle/trachea melanization (flies were included in this category if they featured both spiracle/trachea melanization, as well as smaller areas visible through the dorsal cuticle). This was performed for 5 days from the beginning of eclosion, after which pupal cases were counted to determine the eclosion percentage. Representative images of phenotypes were taken of flies raised at 29 °C using a Nikon SMZ475T microscope.

### Larval hemocyte analysis

Mated females of the *Ibin* mutants and the control were allowed to lay eggs for 24 h at 25 °C. The eggs were then transferred to 29 °C for further development. To analyze the hemocytes after wasp infection, 2nd instar larvae were exposed to 10 female *L. boulardi* strain G486 wasps for 2 h at 22 °C, after which the wasps were removed, and the larvae were placed back at their rearing temperature until they reached mid- to late 3rd instar larval stage. Then, the larvae were gently washed by brushing in water to remove food remnants and dissected in 20 µl of 1% bovine serum albumin (BSA) in 1 × PBS. The hemocyte sample was pipetted into a microtube with 80 µl of 1% BSA in PBS. A total of 30 µl of the sample was run with a BD Accuri C6 flow cytometer (BD Biosciences). In the case of wasp-infected larvae, the presence of a wasp larva was visually confirmed prior to sample collection. Each genotype was analyzed in triplicate (3 × 10 larvae), with equal numbers of males and females. Hemocytes were first separated from the debris released when dissecting the larvae based on their location in a forward scatter area (FSC-A) — side scatter area (SSA-A) plot [78] (Additional file 1: Fig. S5Bi). Separation between inactivated “basal” plasmatocytes and activated hemocytes was made based on the protocol described [43, 44]. Shortly, plasmatocytes are small and round in their inactivated state and can be gated using the forward scatter area vs. forward scatter height plot, where round cells form a population detected at a 45° angle (Additional file 1: Fig. S5Bii). Lamellocytes are irregularly shaped, which places them outside of the 45° angle in the forward scatter area *vs.* forward scatter height plot (Additional file 1: Fig. S5Biii).

#### Culturing and processing of microbes for infections

*Micrococcus luteus* and *Enterobacter cloacae* were cultured on LB agar plates under antibiotic selection, and *Enterococcus faecalis* was cultured in BHI medium as described previously [21]. Bacteria were collected from the plate or pelleted and mixed with glycerol to create a thick paste. *Listeria monocytogenes* was grown overnight in 5-ml BHI medium, shaking at 37 °C, after which the culture was diluted 1:25 in fresh medium and grown to an OD_600_ of 0.75. Following this, 1 ml of bacterial suspension was centrifuged at 500 × g for 3 min. The supernatant was removed, and the pellet was resuspended in 100 µl of 50% glycerol. *Mycobacterium marinum* ATCC 927 was grown at 28 °C in 7H9 medium supplemented with ADC enrichment and Tween 80 to achieve an OD_600_ value of 0.75. The bacteria were prepared by centrifugation of 1 ml of bacterial culture for 3 min at 10,000 rcf, and the supernatant was removed. The pellet was resuspended in 100 µl of 50% glycerol. *Serratia marcescens* Db11 was grown at 37 °C in LB broth to an OD_600_ of 1.0. *Beauveria bassiana* strain R444 (BB-PROTEC) commercial spores were produced and provided by Andermatt Biocontrol as fungal spores mixed with talk powder.

### Fly infections and survival monitoring

Fly infections were carried out using multiple infection routes and methods. To cause septic injury, flies were pricked in the thorax area with a sharpened tungsten pin dipped in the thick bacterial paste. Infections with *Serratia marcescens* by feeding were carried out essentially as in [68]. Briefly, flies were placed in vials with cotton wool plugs soaked with 5 ml of either a 50-mM sucrose solution or the same sucrose solution inoculated with a 1:100 dilution of *S. marcescens* bacteria. For causing a natural fungal infection, 30 mg of commercial spores was added to an empty fly vial. Flies were added to the vial and tapped to the bottom of the vial for 30 s to cover flies in fungal spores, as described previously [52, 59]. For systemic fungal infections, 30 mg of commercial fungal spores was suspended in 100 µl of 50% glycerol. Flies were pricked in the thorax area with a sharpened tungsten pin dipped in the fungal paste. Depending on the rate of death from the infection, the survival of flies was recorded either several times a day, daily, or every other day. For long survival times, the food was changed twice a week until the end of the experiment.

### Bacterial load

Colony-forming units (CFU) per fly was measured in flies 36 h post-*Listeria monocytogenes* infection, as modified from [44]. Eight flies per strain were infected. To kill the cutaneous bacteria, each fly was dipped in 70% ethanol for 30 s, after which the fly was placed in 100 μl of PBS and homogenized with a plastic pestle. A tenfold dilution series was prepared in 96-well plates, and 3 μl of each dilution was plated on LB-agar plates and incubated overnight at 37 °C. Colonies were counted under a light microscope.

### RNA extraction and RT-qPCR

RNAs were extracted, and RT-qPCR was carried out as described previously [31]. Three replicates of five male flies per genotype were collected and snap-frozen on dry ice. TRI reagent (MRC, Thermo Fisher Scientific) was added to the frozen flies, and the flies were homogenized using a micropestle (Thermo Fisher Scientific). Thereafter, the total RNAs were extracted according to the manufacturer’s instructions. RNAs were dissolved in nuclease-free water, and the concentrations and purity were measured using the NanoDrop 2000 equipment (Thermo Scientific). RT-qPCR was carried out on the total RNA samples (∼40 ng/sample) with the iTaq Universal SYBR Green one-step kit (Bio-Rad, Hercules, CA, USA). A gene encoding a subunit of mitochondrial respiratory complex I, NADH dehydrogenase (ubiquinone) 39-kDa subunit (ND-39), was used as a steadily expressing control gene to normalize differences in RNA amounts between samples. The primers used are listed in Additional file 2: Table S8.

### Stress experiments

Heat shock was performed on 3- to 5-day-old male flies. Flies were maintained at 25 °C until the start of the experiment. Fly vials were transferred to a pre-heated water bath at 36 °C for 1 or 4 h. Immediately after exposure, flies were anesthetized on a CO_2_ pad and decapitated using a scalpel blade, with heads and bodies separately transferred to − 80 °C storage in preparation for RNA extraction. Osmotic stress experiment was performed by feeding flies normal fly food with 4% NaCl added. Flies were maintained on food for 8 or 24 h before flash freezing and RNA extraction. Separately, flies were maintained on 4% NaCl food with blue dye (Brilliant blue, Carbosynth) to confirm that 100% of the flies maintained on 4% NaCl food consumed the food. Food consumption was confirmed by checking for the presence of blue dye in the fly guts under a light microscope. *IbinA* and *IbinB* induction was measured by RT-qPCR in male and female Canton-S flies that were visually exposed to *L. boulardi* strain G486 wasps, as described in [23]. Male and virgin female flies at 2 to 5 days post-eclosure were housed in vials of 20 flies. Each vial was surrounded by 6 vials for 2 h, each of which contained 15 male and 15 female wasps. Immediately following the 2-h exposure, flies were decapitated as described above, and heads and carcasses were frozen at − 80 °C for RNA extraction.

For measuring courtship delay time, male and female flies were collected into separate vials within 6 h after eclosure and maintained for 2 days at 25 °C. Individual male and female flies were transferred using suction (without anaesthetization or tapping) into the separate sides of a mating chamber at 8 am. Mating chambers were kept for 1 h at 25 °C. The divider was then removed, allowing interaction of the male and female flies. Courtship and mating behaviors were filmed using a cell phone (iPhone 5S, Apple, USA) placed in the incubator above the mating chambers. Flies were allowed to interact for 1 h before the experiment ended, with time to copulation for individual pairs noted from the video recordings.

Social isolation was performed on 2-day-old adult males. Flies were transferred by suction into individual vials. Vials were kept in a 25 °C incubator for 3 days, separated by dividers to prevent visual contact between the individual flies. Individuals were then anesthetized and decapitated in preparation for RNA extraction. Gene expression levels were measured separately from heads and bodies.

### Lifespan

Three- to five-day-old adult males were used for lifespan experiments. Flies were maintained in vials of 25 individuals at 25 °C. Flies were transferred to new food vials twice per week, with new deaths recorded on days when the flies were transferred. The experiment continued until all flies were dead.

### Sample preparation for RNA sequencing

Flies were infected with *Listeria monocytogenes* using the same protocol as for infection survival experiments. Live infected flies and uninfected controls with similar incubation times were collected at the 36 h post-infection timepoint. One biological replicate consisted of five individual flies, with three biological replicates per treatment. Total RNA was extracted using the TRI reagent protocol described above.

### RNA sequencing

Quality control of isolated RNAs, preparation of the RNA library (including quality control), the whole transcriptome sequencing, and data analysis were carried out by Novogene Co. Ltd, UK (www.novogene.com). In short, messenger RNA was purified from the total RNA using poly-T oligo-attached magnetic beads. RNA was fragmented, after which the first-strand complementary deoxyribonucleic acid (cDNA) synthesis was carried out using random hexamer primers, followed by second-strand cDNA synthesis. Following library construction consisted of end repair, A-tailing, adapter ligation, size selection, amplification and purification. The quality-controlled library preparations were quantified, pooled, and sequenced using an Illumina platform. Paired-end 150-bp technology was used to sequence the samples. Sequence data analysis first included quality control, where raw reads were processed by removing reads containing adapters, reads containing poly-N, and low-quality reads from the raw data. Reads were mapped to the *D. melanogaster* reference genome (Genome ID: ensembl_drosophila_melanogaster_ bdgp6_gca_000001215_4). Gene expression levels for each gene were calculated as FPKM (fragments per kilobase million).

### Statistical analysis

Statistical analyses of RT-qPCR gene expression results were carried out using a two-tailed *t*-test for two samples assuming equal variances using R version 4.3.3 [79]. Statistical analyses of fly survival from infection and lifespan experiments were carried out using the log-rank (Mantel-Cox) test with Prism version 10.3.1 (GraphPad Software LLC). The data on hemocyte counts were analyzed with R version 4.3.3 [79], using a negative binomial generalized linear model (MASS package [80]). The least square means (estimated marginal means) were analyzed for multiple comparisons [81], and the Tukey method was used for adjusting the *p*-value. Heatmaps were generated using the ComplexHeatmaps R package version 2.18.0 [82]. Differential gene expression was calculated by Novogene using the R package DESeq2 [83], with the false discovery rate calculated using the Benjamini–Hochberg method. GO term and pathway enrichment analysis was performed using FlyMine [84].

## Supplementary Information

Additional file 1. Figures S1-S7. FigS1. Ibin open reading frames. FigS2. Chromosomal location of *Ibin* and *Mibin* genes in different species. FigS3. Mibin open reading frames. FigS4. *IbinB* expression is dependent on functional Imd pathway. *IbinA* shows varied expression upon exposure to various stressors. FigS5. Example images of *Ibin* mutant phenotypes. Flow cytometric analysis of larval hemocytes in *Ibin* mutants and controls. FigS6. Additional heatmaps of immune-relevant genes at 36hpi with *L. monocytogenes* infection in *Ibin* mutants and controls. FigS7. qPCR verification of *eater* and *Drs* expression at 36hpi with *L. monocytogenes* infection. Survival of *eater* and *Diedel* mutant flies from *L. monocytogenes* infection.

Additional file 2. Tables S1–S8. Table S1. RNA sequencing fold change comparisons. Table S2. Genes upregulated with *L.m*. infection in wildtype (*w*^*1118*^). Table S3. Genes downregulated with *L.m.* infection in wildtype (*w*^*1118*^). Table S4. Gene ontology hits from the Table S2 list. Table S5. Gene ontology hits from the Table S3 list. Table S6. Differentially expressed genes in uninfected single mutants vs w^1118^ controls, and GO enrichment from these lists. Table S7.Average normalized read counts with the standard deviation of genes shown in Fig. 6, for all (uninfected and infected) samples. Table S8. RT-qPCR primers used in this study.

## Data Availability

The transcriptome analysis dataset is available via the Gene Expression Omnibus database, using the GEO accession number GSE293484 [85].

## Abbreviations

AMP: Antimicrobial peptide
BHI: Brain-heart infusion
BSA: Bovine serum albumin
cDNA: Complementary deoxyribonucleic acid
CFU: Colony-forming units
Ct: Threshold cycle
dsDNA: Double-stranded deoxyribonucleic acid
FPKM: Fragments per kilobase million
FSC-A: Forward scatter area
GO: Gene ontology
HDR: Homology-dependent repair
KO: Knockout
LB: Luria-Bertani
PAMP: Pattern-associated molecular pattern
PBS: Phosphate-buffered saline
PCA: Principal component analysis
PGRP: Peptidoglycan recognition protein
PRR: Pattern recognition receptor
RNA: Ribonucleic acid
RT-qPCR: Real-time quantitative polymerase chain reaction
SSA-A: Side scatter area

# Supplementary material for: IbinA and IbinB regulate the Toll pathway-mediated immune response in Drosophila melanogaster
**Source:** BMC Biol. 2026 Jan 9;24:33. doi: 10.1186/s12915-025-02501-7
**Supplement:** Supplementary file 1 — Additional file 1. Figures S1-S7. FigS1. Ibin open reading frames. FigS2. Chromosomal location of Ibin and Mibin genes in different species. FigS3. Mibin open reading frames. FigS4. IbinB expression is dependent on functional Imd pathway. IbinA shows varied expression upon exposure to various stressors. FigS5. Example images of Ibin mutant phenotypes. Flow cytometric analysis of larval hemocytes in Ibin mutants and controls. FigS6. Additional heatmaps of immune-relevant genes at 36hpi with L. monocytogenes infection in Ibin mutants and controls. FigS7. qPCR verification of eater and Drs expression at 36hpi with L. monocytogenes infection. Survival of eater and Diedel mutant flies from L. monocytogenes infection.

oriental subgroups  
 montium subgroup  
 ananassae subgroup  
 obscura group  
 willistoni group  
 saltans group  
 Lordiphosa

## Ibin open reading frames

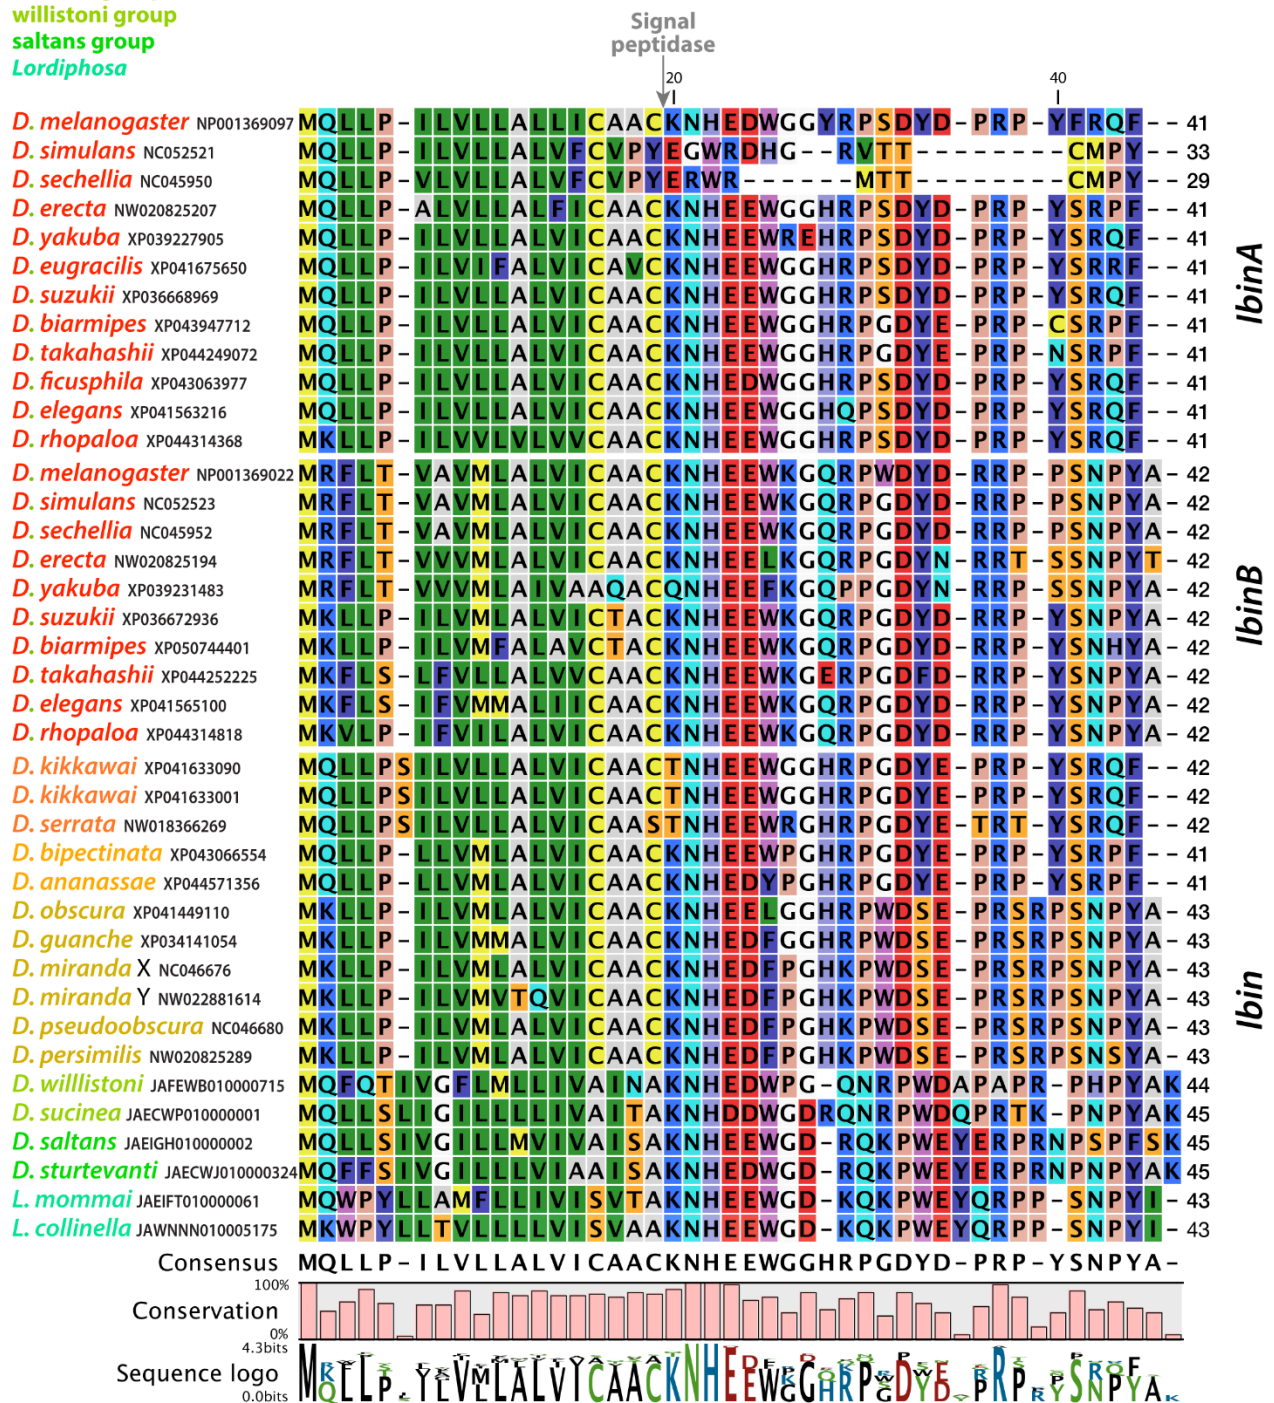

Sup. Fig. 1. Alignment of IbinA and IbinB open reading frames across fly species.

Chromosomal location of *Ibin* and *Mibin* genes in different species

1. Acalypttratae: Drosophilidae

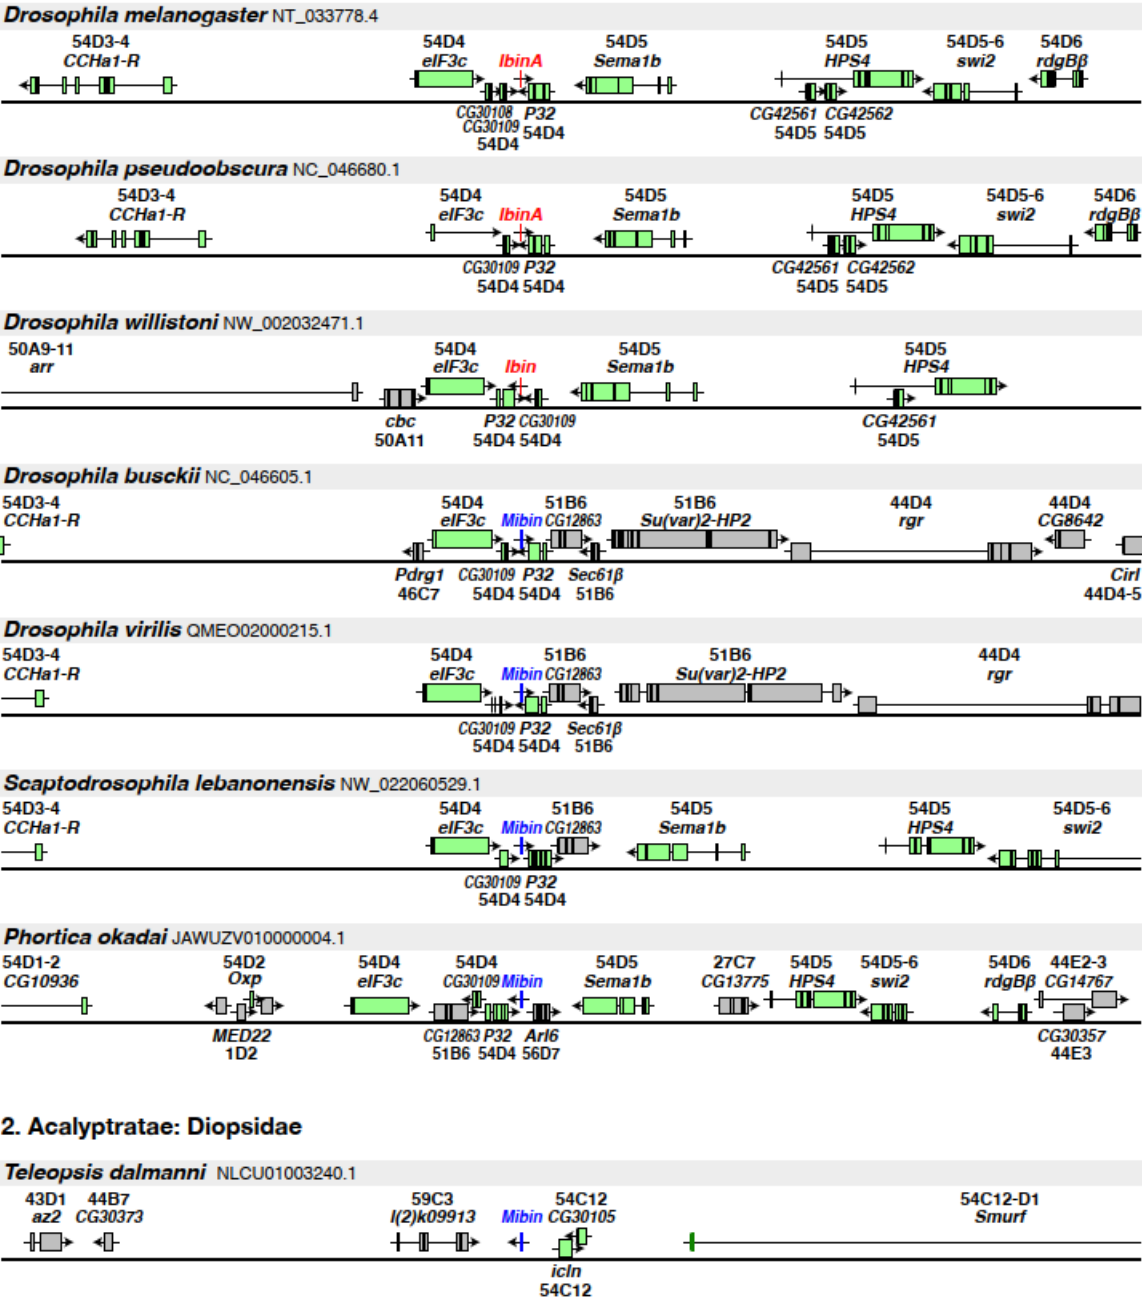

### 3. Calyptratae: Calliphoridae

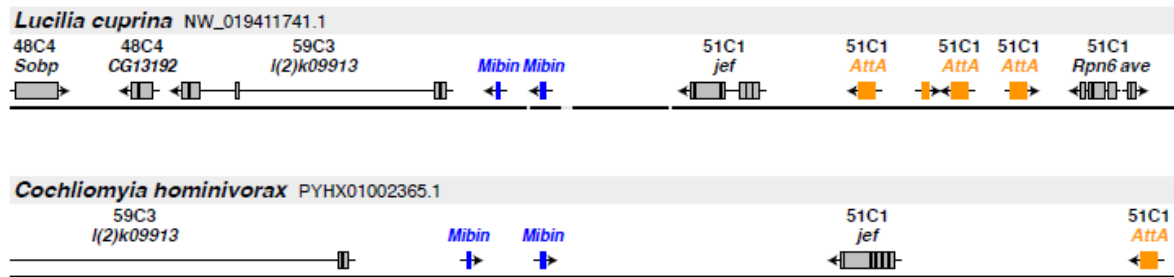

### 4. Calyptratae: Sarcophagidae

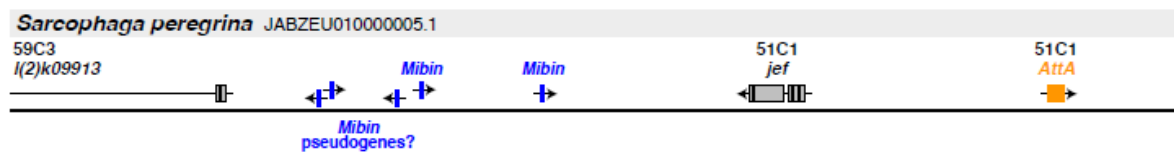

### 5. Calyptratae: Muscidae

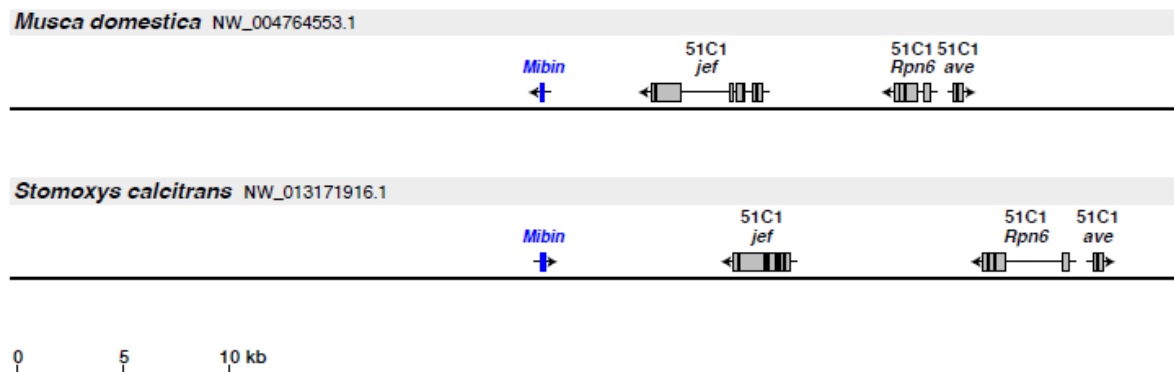

### 6. Clustering of the *Ibin*, *Attacin*-related (*Att*, *Dro*, *Dpt*) and *Mtk* loci in the *D. melanogaster* genome

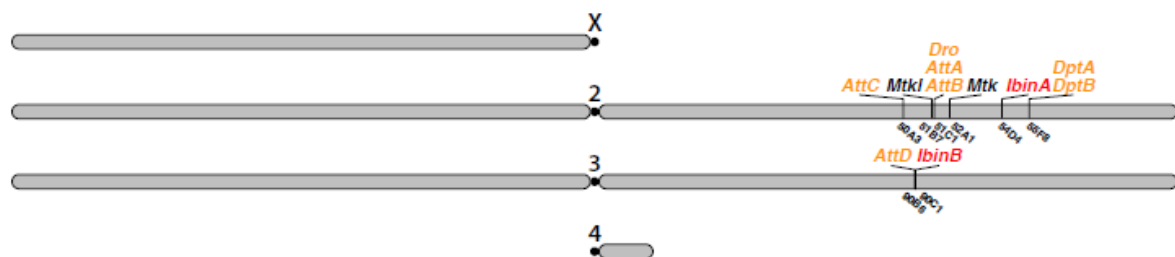

**Sup. Fig. 2. Chromosomal location of *Ibin* and *Mibin* genes across species.** Maps of genes around the *IbinA* and *Mibin* genes in selected acalyprate (page 1) and calyptrate (page 2) species. For each open reading frame, the name and chromosomal location of the orthologous *D. melanogaster* gene is indicated. Orthologs of genes in the near vicinity of *IbinA* in *D. melanogaster*, at 54C12-D6, are shown in green color.

# Alignment of Mibin open reading frames across fly species

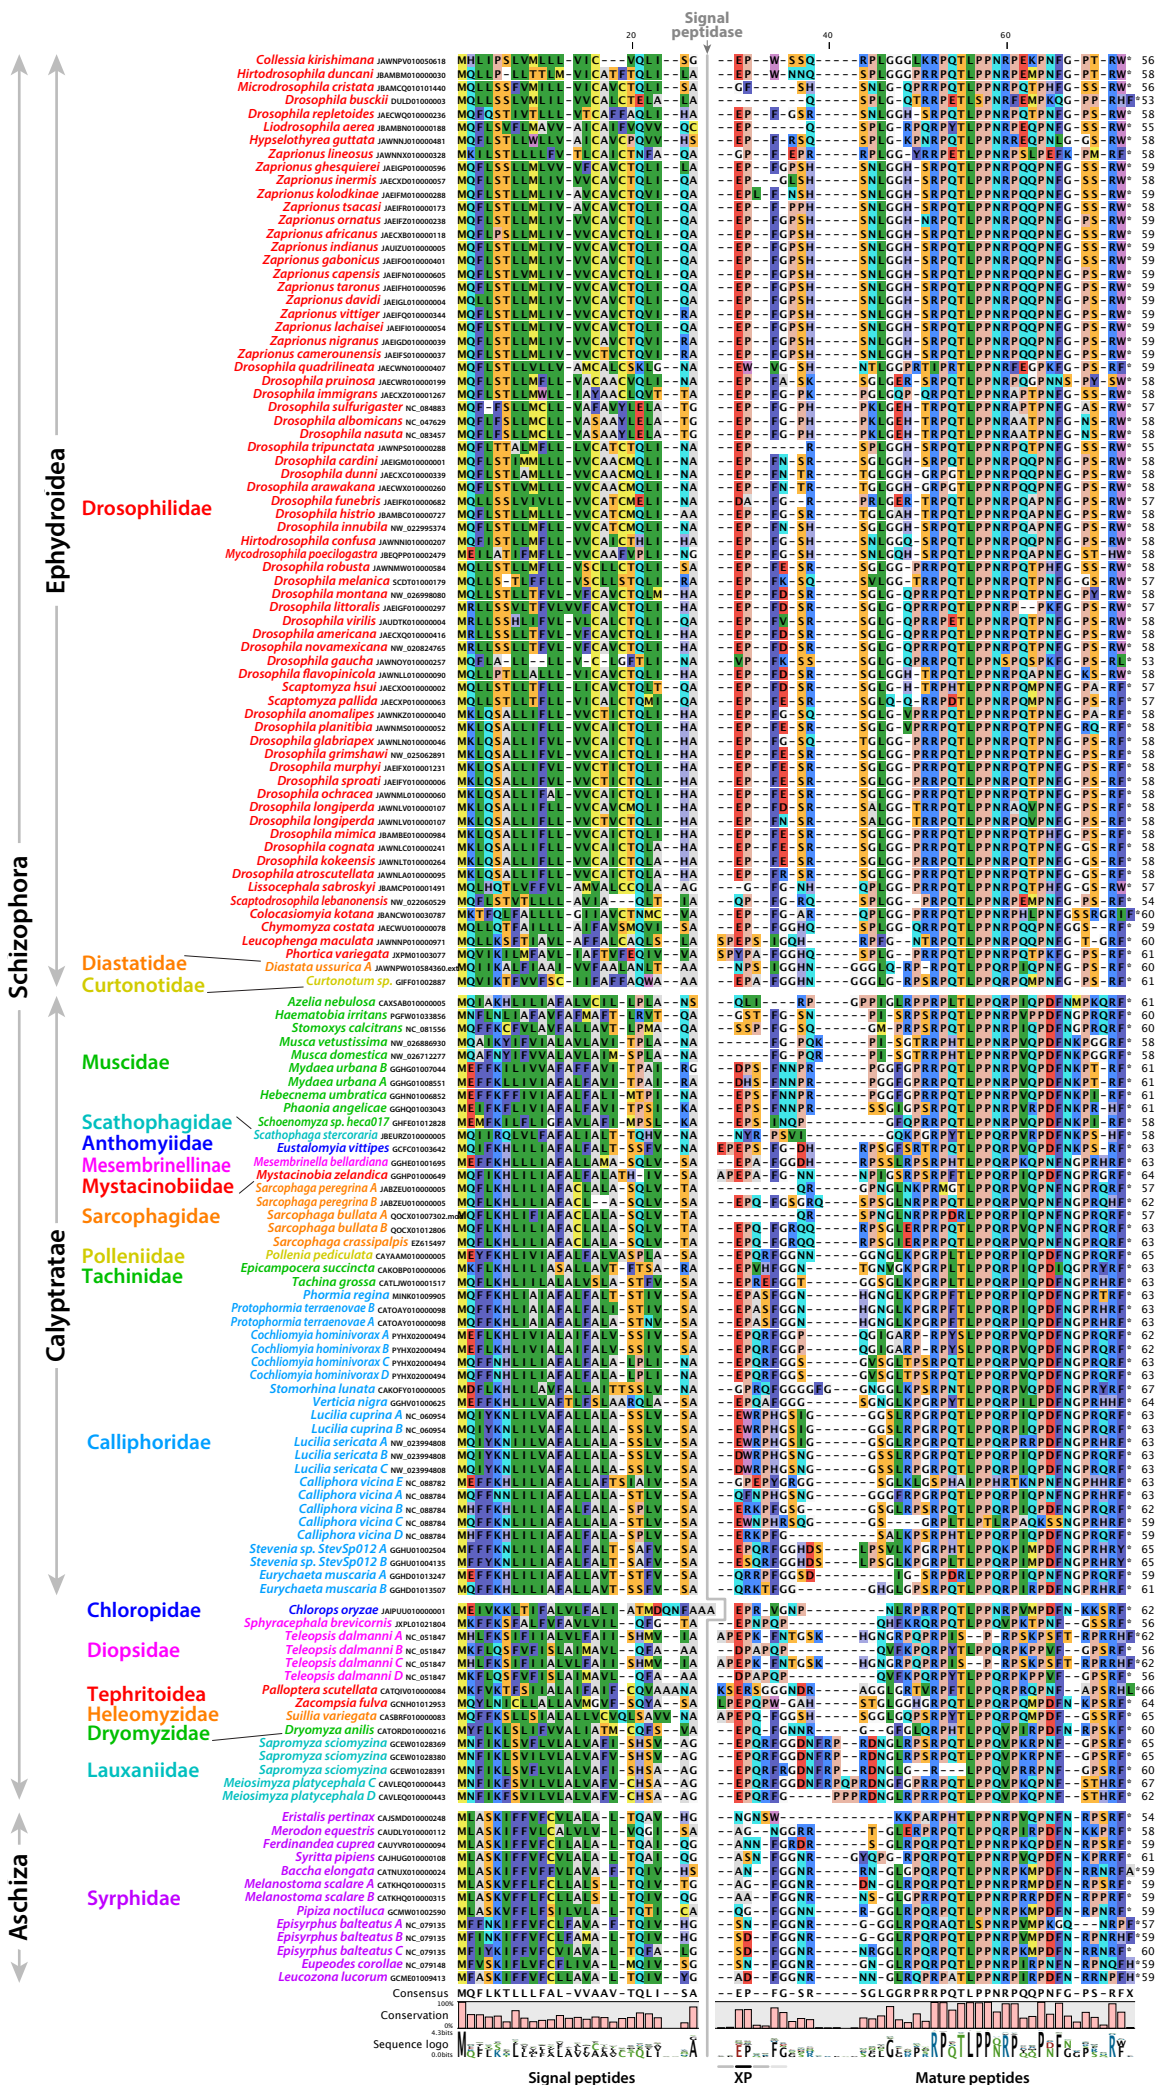

### Sup. Fig. 3. Alignment of Mibin open reading frames across fly species

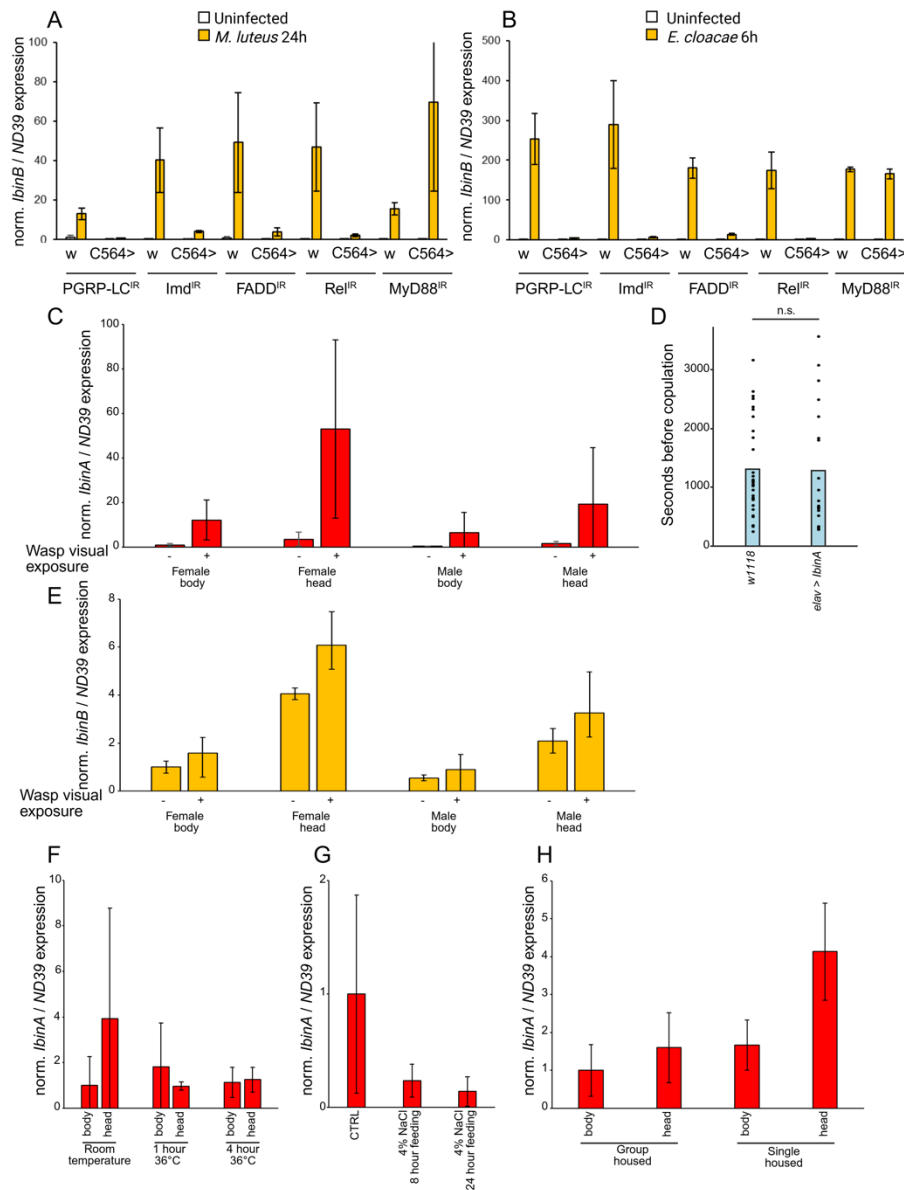

**Sup. Fig. 4. *IbinB* expression is dependent on Imd components PGRP-LC, Imd, FADD and Rel, but not Toll pathway component MyD88, in the case of either *M. luteus* or *E. cloacae* infection. *IbinA* and *IbinB* do not show increased expression during physiological stress, but show higher expression during social isolation and exposure to parasitoid wasps. A) *IbinB* expression in female flies 24 hours post *M. luteus* infection with Imd and Toll pathway components knocked down. B) *IbinA* expression in female flies 24 hours post *M. luteus* infection with Imd and Toll pathway components knocked down. C) *IbinA* expression, determined by RT-qPCR, in heads and bodies of female and male flies visually exposed to *L. bouhardi* wasps in neighboring vials. D) Time to copulation of pairs of male and female *D. melanogaster* comparing flies overexpressing *IbinA* under control of a neuron-specific driver to wild type. E) *IbinB***

expression, determined by RT-qPCR, in heads and bodies of female and male flies visually exposed to *L. bouhardi* wasps in neighboring vials. **F)** *IbinA* expression in flies exposed to 36°C heat shock. **G)** *IbinA* expression following 4% NaCl feeding. **H)** *IbinA* expression in single housed (socially isolated) *D. melanogaster* vs. group housed flies. **C, E-H)** Canton-S flies were used in stress experiments.

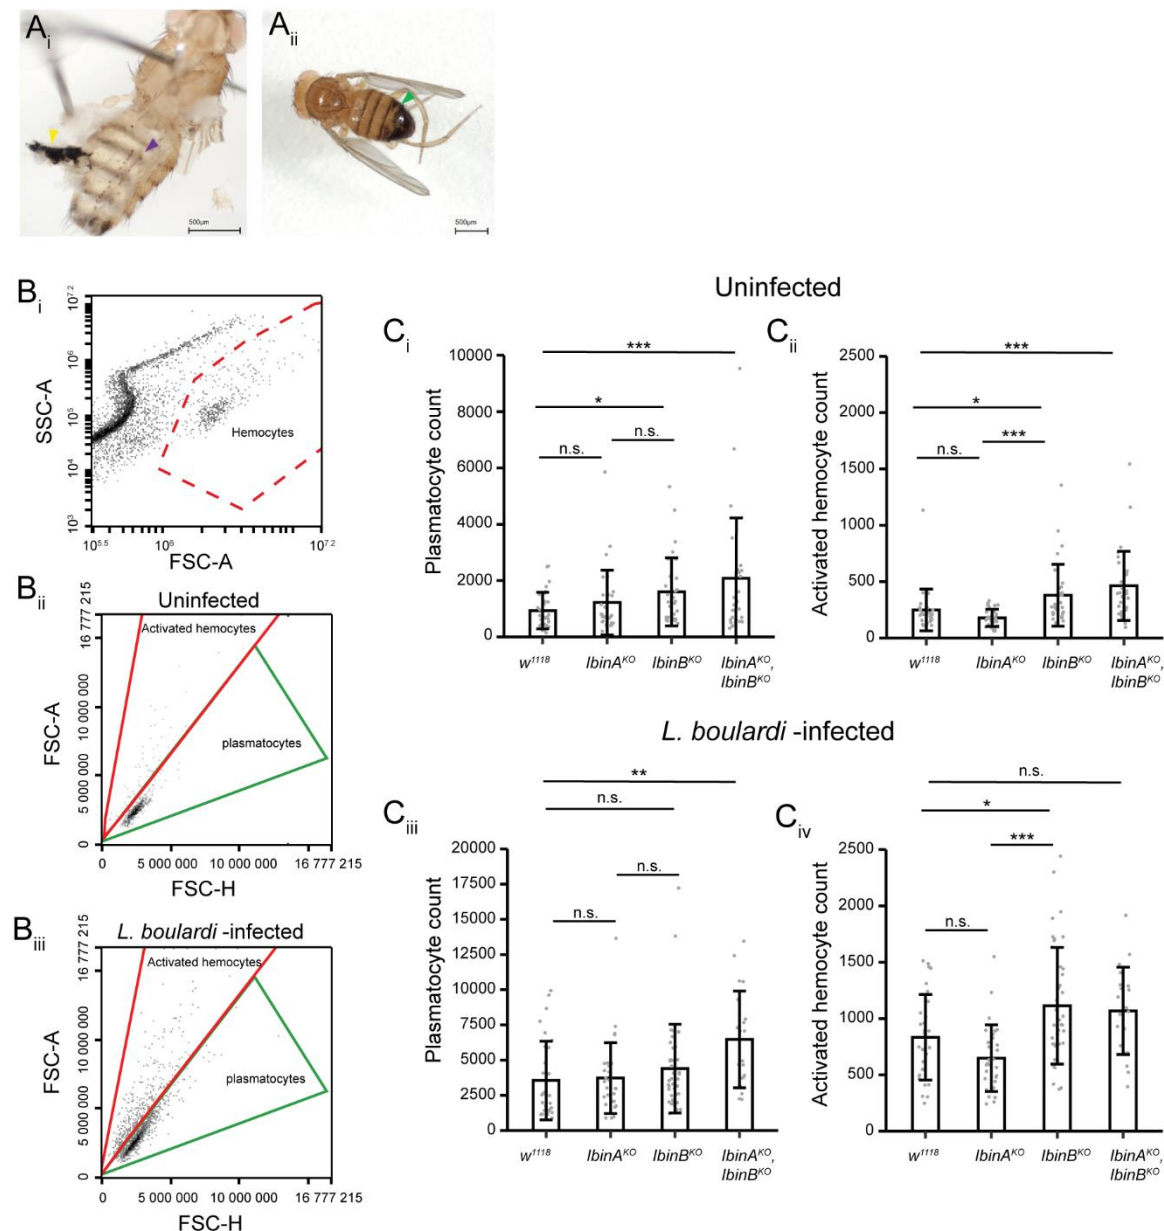

**Sup. Fig. 5. Example images of Ibin mutant phenotype, flow cytometer gating strategy for hemocytes and hemocyte counts in Ibin mutant larvae. Ai-Aii)** Besides the melanized spots,

lbin mutation also resulted in (Ai) brown coloration of cells on the dorsal side of the abdomen (purple arrowhead), putatively pericardial cells taking up melanized material and (Aii) a lack of melanization on the ventral striping pattern (green arrowhead). **Bi-Biii)** Gating strategy applied to hemocyte samples. **Bi)** Hemocytes form a population separated from cellular debris based on size and shape in the hemolymph on a forward scatter (FSC-A) vs. side scatter (SSC-A) area plot. Hemocytes in the gated area were used in subsequent analyses. **Bii-Biii)** hemocytes dissected from an uninfected (**Bii)** and *L. boulardi*-infected (**Biii)** larvae detected in the FSC-A vs. FSC-H plot. **Ci-Civ)** Quantification of hemocytes from uninfected (**Ci-Cii)** and wasp-infected (Ciii-Civ) larvae. n.s., not significant; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .

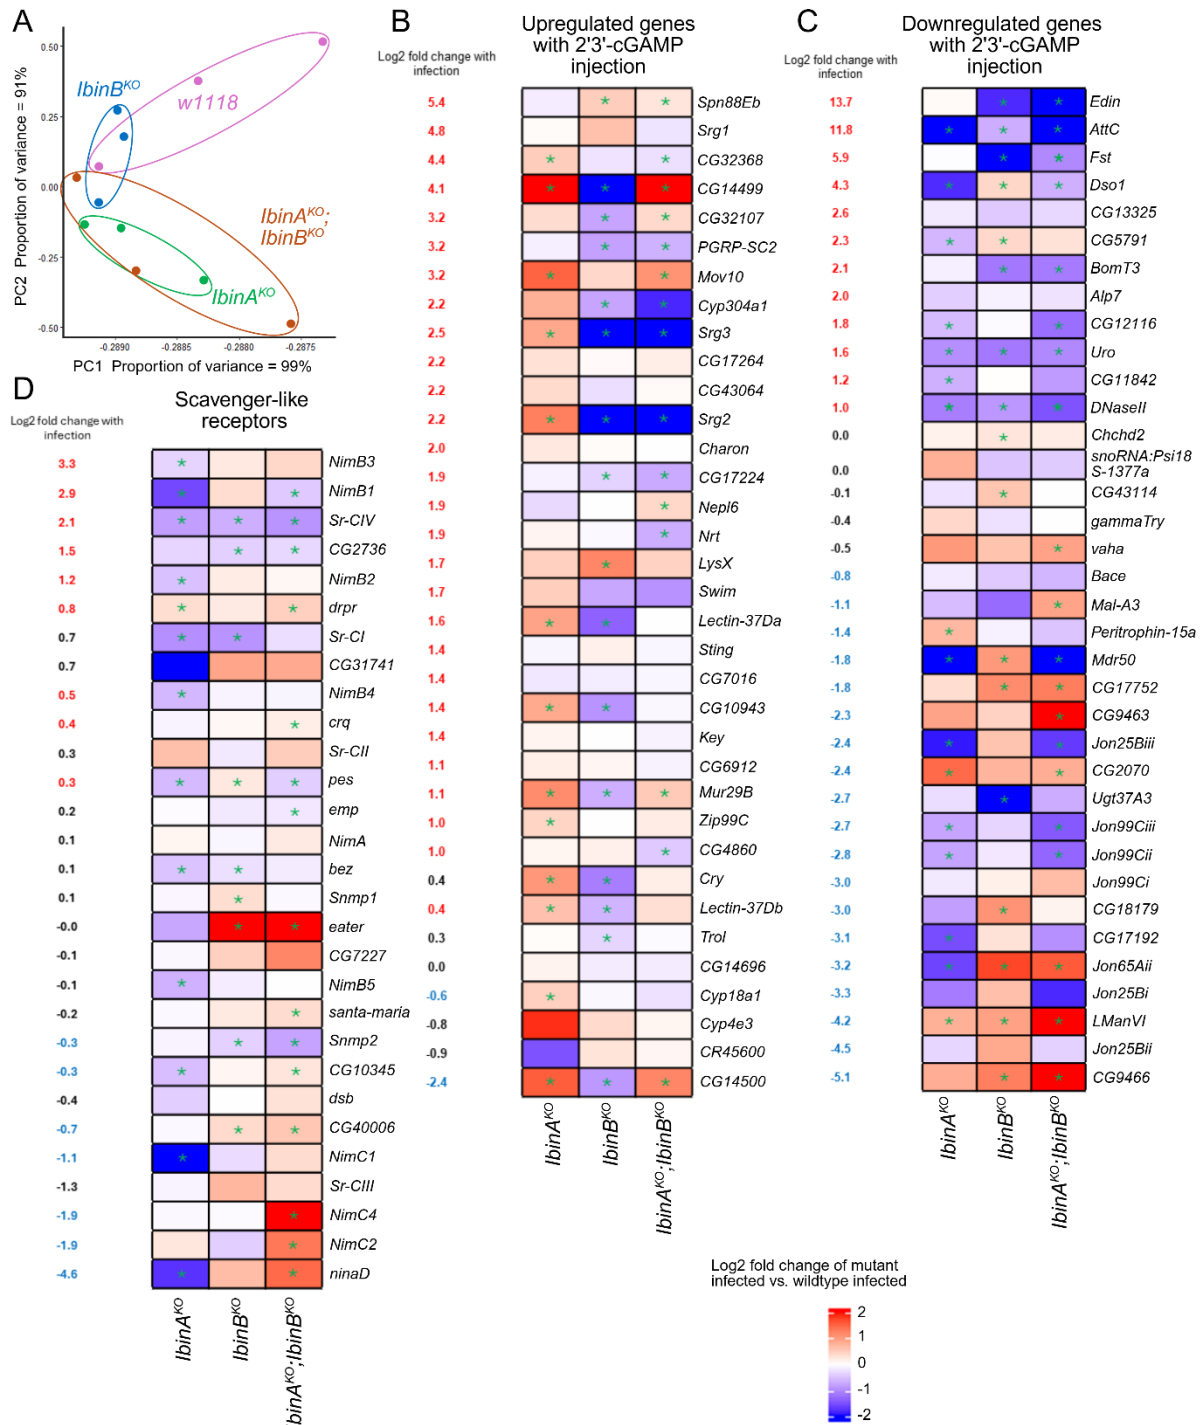

**Sup. Fig. 7. Additional heatmaps of immune-relevant genes at 36hpi with *Listeria* in *IbinA<sup>KO</sup>*, *IbinB<sup>KO</sup>* and *IbinA<sup>KO</sup>; IbinB<sup>KO</sup>* flies. **A**) PCA plot of RNA sequencing data of uninfected samples. **B**) Heatmap of genes **B**) upregulated or **C**) downregulated when flies are injected with 2'3'-cGAMP (Hedelin et al 2024). **D**) Heatmap of scavenger receptors. **B-D**) Colors signify Log2 fold change of infected mutant flies compared to infected wildtype flies. Green asterisk signifies adjusted p value < 0.05. Log2 fold change with infection numerical values compares infected wildtype to uninfected wildtype. Red and blue numerical values signify adjusted p value < 0.05.**

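A heatmap color of this kind gives the difference between 2 groups of infected flies, while the number beside each gene gives the response of the control line to infection, so a gene can rise strongly with infection and still be lower in a mutant. *Srg2* is an example on the log2(FPKM + 1) scale, rising by 2.15 with infection in *w1118* (SE 0.19) while infected *IbinB* KO flies remain below uninfected *w1118* flies, at 4.92 FPKM against 22.6 ± 0.65.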

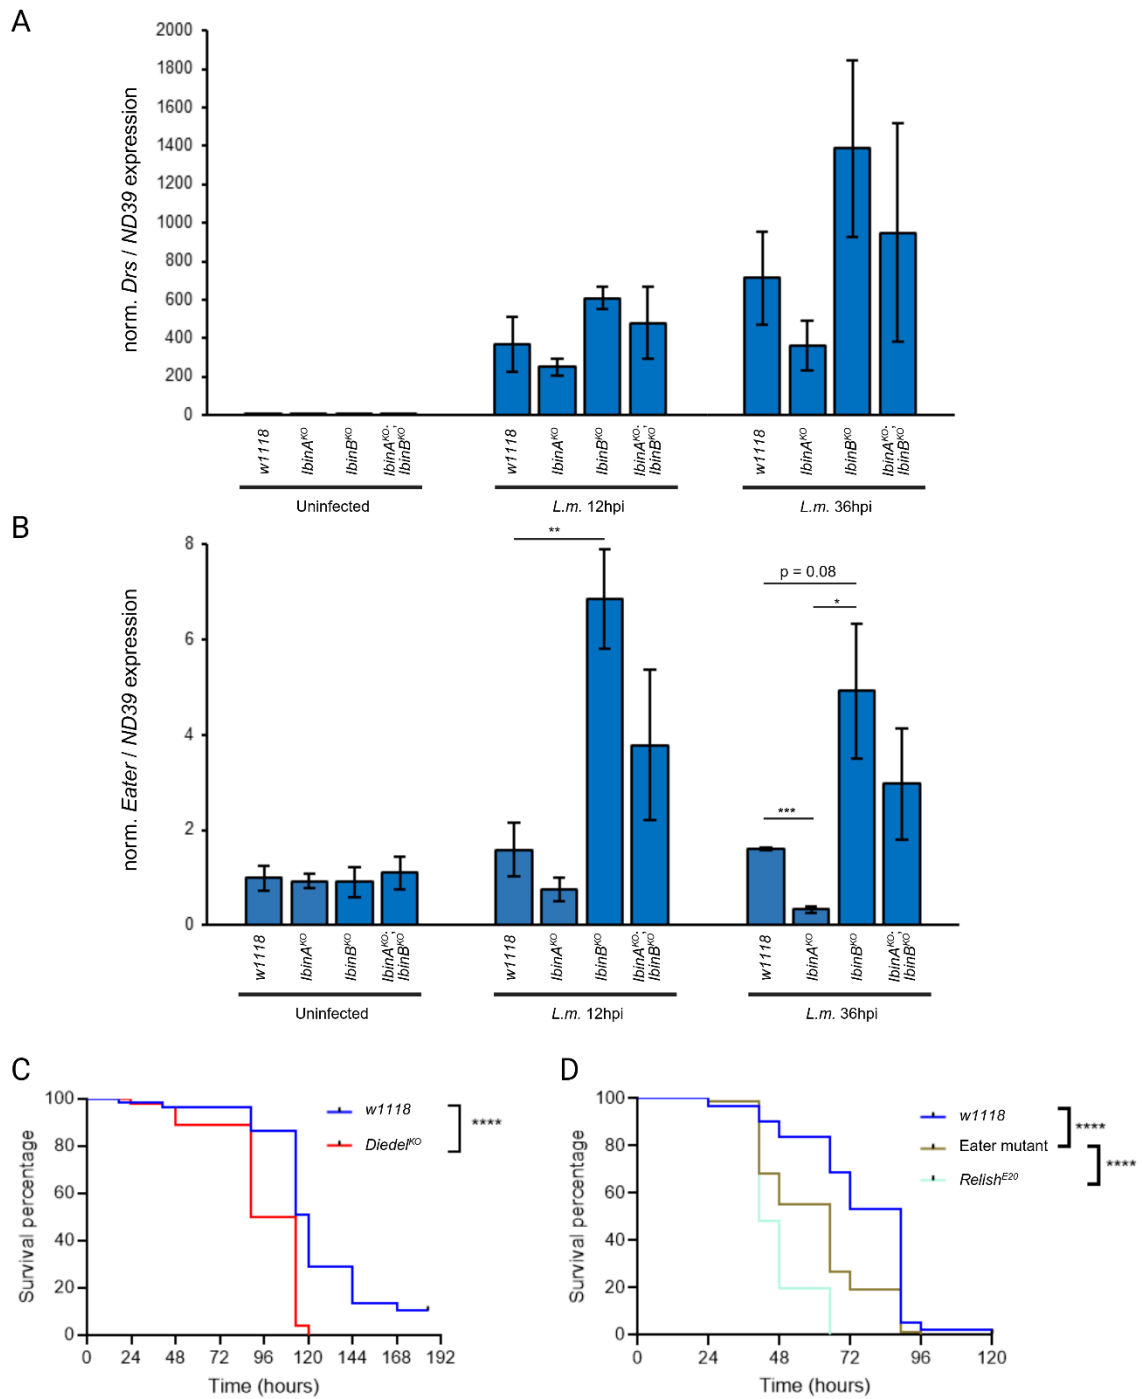

**Sup. Fig. 8. qPCR verification of *Eater* and *Drs* expression at 36hpi with *Listeria*. Survival of *Eater* and *Diederl* mutant flies. **A)** *Drs* expression 12 and 36 hours post *L. monocytogenes* infection. **B)** *Eater* expression 12 and 36 hours post *L. monocytogenes* infection. **A-B)** For fold induction, *w1118* uninfected sample was set to 1. **C)** Survival of *Diederl* mutant flies following *L. monocytogenes* infection. **D)** Survival of *Eater* mutant flies following *L. monocytogenes* infection. *Relish<sup>E20</sup>* positive control. **A-D)** Statistically significant differences are marked with asterisks: \* =  $p < 0.05$ ; \*\* =  $p < 0.01$ ; \*\*\* =  $p < 0.001$ , \*\*\*\* =  $p < 0.0001$ .**

How the deposited data were processed for this re-analysis (not part of the article)

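RNA-seq libraries were made from whole flies of the lines *w1118*, *IbinA* KO, *IbinB* KO and *IbinA* KO*;IbinB* KO (DKO), uninfected or collected 36 h after infection with *L. monocytogenes*, with 3 libraries per group, 8 groups and 24 libraries. The authors' sequencing provider mapped the reads to BDGP6 and computed the deposited FPKM values, and the authors state that DESeq2 with Benjamini-Hochberg adjustment was used for their comparisons. The aligner, the counting tool and the annotation release are not given in the sources used here. The unit was taken as FPKM from the paper's methods and from the values, since 97.6% of the genes with a reference length gave whole fragments in every library. The values were found to be scaled to equal median ratios already. Coordinates, symbols and lengths were taken from an annotation of the same assembly. Of 17887 genes, 17252 have a symbol in it, 46 have one from Table S1 alone and 589 have none. The copy of Table S1 used here holds its first 1999 genes.

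The values were used as log2(FPKM + 1) for the 13249 genes with an FPKM of at least 1 in at least 3 libraries. A linear model with 1 mean per group was fitted with limma 3.58.1 in R 4.3.3, with the spread estimated over all groups and following the mean expression. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Contrasts were infection in *w1118*, each mutant against *w1118* in infected and in uninfected flies, the interactions of these with infection, the loss of *IbinA* or *IbinB* in infected flies over 6 libraries against 6, and the double mutant against each single mutant in infected flies. P-values were adjusted by the Benjamini-Hochberg method within each contrast. Genes were counted at an adjusted p under 0.05, and for infection in *w1118* at more than a 2-fold change and an adjusted p under 0.1. Gene sets were tested with camera at a preset correlation of 0.01 and with fry, both in limma, and adjusted within families of 6, 6, 18 and 14 tests, the last for direct comparisons chosen in part after the data were examined. The sets were the Toll effectors, the antimicrobial peptide genes of the Imd pathway, the Bomanins, the turandots and a list of hemocyte markers. The Toll and Imd sets were taken from gene families the paper's text names, so they are not independent of genes the study picked from these libraries. The genes of Fig. 6A to Fig. 6F were read by eye from the figure. PCA used centred log2 values, with an exact permutation test of the division by *IbinA* or *IbinB*.

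The genes named in the text are those the paper names for its RNA-seq, the 5 largest rises and falls with infection in *w1118*, and the 3 largest in each mutant, infected and uninfected, among genes with a symbol that are past the threshold and whose groups do not overlap. Values of some of these in the paper's tables and figures had been seen before. Genes of Fig. 6 are also named where they depart from their list. Hemocyte markers and genes near 0 FPKM in some lines are named as well, outside this rule, after their values were seen.

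Alternatives were 0.1 added in place of 1, no filter, a stricter filter at 5 FPKM, quantile normalization, a fit without the trend, a fit of the compared groups only, a replicate block, and each library left out in turn. Scaling to equal FPKM totals was chosen after the data were examined. Scaling to equal median ratios moved the counts by at most 2 genes, in values that are already scaled so. The log2 ratio of mean FPKM, which has no test, was added for values in Table S1 after the data were examined. With 1 library left out, the 2 that remain are assumed to vary like those of the other groups. The procedure was tested on simulated data, built from the means of the infected *w1118* libraries and the spread pooled over all groups, with 200 genes changed in infected *IbinB* KO. A log2 change of 1 was found for 93 of 100 genes and 1 unchanged gene was called.

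Depth was 17.3 M to 26.6 M fragments on genes per library. At that depth 1 fragment is worth up to 0.229 FPKM for a gene as short as *IbinA*, so genes below 1 FPKM rest on few fragments. Enrichment of GO terms, the lists of genes that respond to cGAMP, the receptor list of the supplementary heatmap and *PPO1* were not analysed here. *NT1*, *TotZ*, *TotF* and *He* fell below the filter. In the annotation *ird5* is named IKKbeta and *MyD88* is named Myd88. RT-qPCR, survival and other experiments were not analysed here.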

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

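Of the tests below, that of residual spread was chosen only after the results were seen, and the tests of regrouped libraries and of linkage were chosen before.

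A difference between infected and uninfected flies flagged 68 genes in *IbinA* KO, 166 in *IbinB* KO and 341 in *IbinA* KO*;IbinB* KO (DKO) at an interaction adjusted p under 0.05 (limma, Benjamini-Hochberg). The counts moved to 44, 91 and 215 when a single library was left out, which was *IbinA* KO uninfected replicate 3, *IbinB* KO uninfected replicate 2 and DKO uninfected replicate 1. When the libraries were divided in other ways into groups of the same sizes, 15, 11 and 10 of 100 divisions gave at least as many genes, the real one included, with up to 3044, 3021 and 4846 genes. Those divisions mix the 2 lines within infected and within uninfected flies, so the differences between lines enter them and they decide nothing about chance. A second test kept the effects of line and infection, set the interaction to 0 and reassigned the residuals. Then 2, 2 and 1 of 100 gave as many genes, the real one included, with at most 640, 544 and 308. This makes spread between libraries of a group a poor explanation of these counts. Their size rests on single libraries, while single genes such as *eater* stand well past the threshold. A biological explanation, that the mutations alter the response to infection, was not separated from a genetic difference between the lines that acts on that response.

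A signal in genes the paper does not discuss flagged genes listed near 0 FPKM (at most 0.1) in every *w1118* library and detected (at least 1) in every library of a mutant line, infected and uninfected. There were 2 in *IbinA* KO (*CR43142* on 2L and *lncRNA:CR44379* on 2R), 3 in *IbinB* KO (*lncRNA:CR45408* and *CG13675* on 3L and *lncRNA:CR44534* on X) and 6 in DKO, which are those 5 and *mthl8* on 3L. In the other direction, 4 genes were detected in every *w1118* library and near 0 in *IbinA* KO (*lncRNA:CR44735*, *CG17105* and *CheB38a* on 2L and *lncRNA:CR41352* on X), 5 in *IbinB* KO (*lncRNA:CR45434*, *lncRNA:CR43942* and *lncRNA:CR46000* on 3L, *lncRNA:CR45568* on 3R and 1 gene assembled by the sequencing provider) and 12 in DKO. All of these genes were chosen for naming after their values were seen. Sequence close to the edited loci does not account for most of them, since 18.2% of the gained gene and line pairs lay within 2 Mb of an edited locus. That share comes from *lncRNA:CR44379* in *IbinA* KO and DKO. It is above the 4.2% and 3.2% of tested genes that near *IbinA* and *IbinB*, and no test was made. Apart from *lncRNA:CR41352* and *lncRNA:CR44534* on X, the genes named here for the single mutants that have a position lie on the chromosome with the edited locus. Variants in the lines relative to the reference, or fragments shared with similar sequences, were not tested, and no biological explanation was tested.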

How the results depend on the processing

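Scaling to equal FPKM totals was chosen only after the data were seen, and the other tests of the processing were chosen before.

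No result past the threshold changed sign. Among results not past it, the Imd genes in infected *IbinA* KO moved from -0.15 to 0.14 after quantile normalization (adjusted p = 0.969) and to 0.08 without *IbinA* KO infected replicate 2. Single genes not past it changed sign 9 times over the alternatives, among them *BomBc1* in infected *IbinA* KO from -0.38 to 0.04 after quantile normalization, and 82 times with 1 library left out. Of the main results, 29 of 32 kept their side of the threshold or their size with 0.1 added before the logarithm, 32 of 32 without a filter and after quantile normalization, 30 of 32 with the stricter filter, 30 of 30 without the trend, 25 of 30 with only the compared groups, 27 of 30 after scaling to equal FPKM totals and 227 of 243 with 1 library left out. Of 331 results for single genes, 315, 325 and 322 were unchanged with 0.1 added, without a filter and after quantile normalization, 319 after scaling to equal totals and 299 with only the compared groups. With 1 library left out, 2345 of 2508 were unchanged, 130 were weaker and 33 stronger. Scaling to equal median ratios moved counts by at most 2 genes, from 408 to 406 for genes down with infection, and no call among named genes.

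With only the compared groups, infected *IbinA* KO gave 497 genes up and 605 down, uninfected *IbinA* KO 474 up and 506 down, and the *IbinA* KO interaction 42 genes. Fewer libraries then estimate the spread. At more than a 2-fold change and an adjusted p under 0.1, the counts up and down were 132 and 170 in infected *IbinA* KO, 150 and 130 in uninfected *IbinA* KO, 129 and 175 in infected *IbinB* KO, 108 and 150 in uninfected *IbinB* KO, 254 and 291 in infected *IbinA* KO*;IbinB* KO (DKO), and 267 and 224 in uninfected DKO, since a limit on fold change is added. After scaling to equal FPKM totals, 1400 genes were up in infected *IbinA* KO. The FPKM sums of these libraries were lower, 553352.1 to 574156.4 against 601788.5 to 618216.8 in infected *w1118*. The scaling thus moved the median log2 fold change of all genes from -0.005 to 0.084. Why the sums differ was not tested. That scaling moved the share of genes that were higher from 46.6% to 67.5% in infected *IbinA* KO, from 47.4% to 58.8% in uninfected *IbinA* KO, from 50.8% to 44.8% in infected *IbinB* KO, from 52.0% to 49.3% in uninfected *IbinB* KO, from 51.5% to 63.3% in infected DKO, from 53.8% to 56.6% in uninfected DKO and, in infected flies, from 56.2% to 45.2% for loss of *IbinB*, 47.3% to 75.0% for loss of *IbinA*, 48.9% to 69.4% for DKO against *IbinB* KO and 56.4% to 47.4% for DKO against *IbinA* KO.

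The Toll effectors in DKO and the Imd genes in *IbinB* KO passed narrowly. With 0.1 added they were 0.43 (adjusted p = 0.0613) and -0.39 (0.0818), with the stricter filter 0.43 (0.0509) and -0.39 (0.0501), with fry 0.43 (0.0823) and -0.39 (0.137), and after scaling to equal totals 0.49 (0.0619) and -0.42 (0.0619), by camera except where fry is named. With camera's estimated correlation, the Toll effectors were -0.58 (0.443) in *IbinA* KO, 0.55 (0.443) in *IbinB* KO and 0.43 (0.548) in DKO, and the Imd genes -0.39 (0.546) in *IbinB* KO and -0.81 (0.443) in DKO, none past the threshold. With the Bomanins alone in place of the Toll effectors, the medians were -0.31 (0.0545), 0.50 (0.0545) and 0.44 (0.0907), with fewer genes tested. The cause was not tested for the others.

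For PCA, the share of the second component between the *IbinB* groups was 93.2% with libraries as variables on untransformed FPKM and 44.0% with 0.1 added, both past the threshold (permutation p = 0.00216 and p = 0.0433). In uninfected libraries it was 6.0% with libraries as variables and no longer past it. The cause was not tested.

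With 1 library left out, which leaves 2 in a group, the lowest and highest values were 624 and 902 genes down in infected *IbinA* KO, 593 and 1364 down in uninfected *IbinA* KO, 44 and 82 for the *IbinA* KO interaction, 91 and 148 for *IbinB* KO and 215 and 345 for DKO. For Table S2 genes they were 41 and 92 in *IbinA* KO alone and 35 and 52 in both. The Toll effectors in DKO ran from 0.28 to 0.58 and the Imd genes in *IbinB* KO from -0.46 to -0.31.

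Replicate numbers did not pair libraries between groups, with 7 of 84 pairs correlated above 0.1 and a median of -0.017. Fitted as a block all the same, they changed no call among the main results.

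Other divisions of the libraries were also tried. For each comparison of 3 libraries with 3, only 10 divisions exist, so chance cannot be excluded from them. The real division gave the largest result in every case, 1 of 10, except for the Imd genes in infected *IbinA* KO, where 7 of 10 did as well. For the loss of *IbinB* and of *IbinA*, with the infected libraries fitted as 2 groups, which gives 2471 and 1865 genes in place of 3321 and 2794, 1 of 100 divisions gave as many genes. For Table S2 genes it was 3 of 100 in *IbinA* KO alone, 3 in *IbinB* KO alone and 4 in both.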

Differences from the paper's values

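No test in this part was chosen after the results were seen except where it says so.

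The paper gives 3% of the variance on the second component of the infected libraries, and the value here is 31.3%. On the first component the paper's figure shows about 95% in Fig. 5A, read by eye, against 34.2%, and the paper gives 99% for the uninfected libraries against 36.0%. Of the 20 alternatives set before the data were examined, only libraries as variables on untransformed FPKM comes near the paper in all 3. It gave 2.8%, 95.2% and 98.9%. Untransformed FPKM alone gave 74.3% for the uninfected first component, closer than 36.0% but short of the paper's 99%.

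In Table S1 the paper's log2 fold changes of *Diedel* in infected flies are -0.45 in *IbinA* KO, -4.93 in *IbinB* KO and -5.14 in *IbinA* KO*;IbinB* KO (DKO), against 0.89, -2.97 and -3.13 on the log2(FPKM + 1) scale. Of 14 alternatives to the fit, only leaving out *w1118* infected replicate 1 brings the values within the paper's. For *TotC* in *IbinB* KO the paper has -2.26 and the value here is -1.35, within the paper's without *w1118* infected replicate 1 or replicate 2 or *IbinB* KO infected replicate 2. Of 44 values in Table S1 for named genes, 40 lie within 1 standard error and 42 have the same sign. The log2 ratio of the groups' mean FPKM was chosen after seeing the values and has no test. By it all 44 lie within 1 standard error of Table S1 with the same sign, with *Diedel* at -0.46, -4.91 and -5.13 and *TotC* in *IbinB* KO at -2.24.

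The paper states that *BomS1* and *Dso1* are higher in infected *IbinB* KO flies, where the log2 fold changes are 0.64 and 0.44 and the adjusted p is 0.182 and 0.247 here (limma, Benjamini-Hochberg). In Table S1 they are 0.73 and 0.42, with an adjusted p of 0.247 for *BomS1*, not past the threshold, and 0.0101 for *Dso1*. Here *BomS1* is past 0.05 without *IbinB* KO infected replicate 2 (0.0231). *BomS1* is lower in DKO in both, at -0.78 and past the threshold in Table S1 and at -0.80 here, where the adjusted p is 0.0568, and 0.0365 with only the compared groups, 0.0497 with the replicate block and 0.0403 without DKO infected replicate 3. *Drs* is past the threshold in Table S1, at 0.55 in *IbinB* KO and 0.36 in DKO (DESeq2, adjusted p = 7.67e-16 and 0.0349). Here the log2 fold changes are close to these, at 0.56 and 0.35, and the adjusted p is 0.0597 and 0.206 (limma). The paper also reports elevated *Drs* by RT-qPCR in flies lacking *IbinB* at 36 h. In *IbinB* KO *Drs* is past it with only the compared groups (0.0172) and after scaling to equal FPKM totals (0.0438), which was chosen after seeing the values. The paper states higher *psh* and *PPO2* in *IbinB* KO and higher *SPE* in DKO, where the log2 fold changes are also positive (0.25, 0.59 and 0.31) and the adjusted p is 0.307, 0.225 and 0.183, the last at 0.0307 with only the compared groups. The paper states that *IbinA* is lower on average in *IbinB* KO without statistical significance, where the log2 fold change is -0.89 here (adjusted p = 0.00247, and 0.0974 with only the compared groups). The first of these p-values rests on a spread that includes lines without the gene, so it is no evidence against the paper's statement.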

Other observations

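Of the tests in this part, those of whole chromosomes, of preparation by line, of the need for infection, of FPKM scale and of the response as a whole were chosen only after the results were seen. Those of the edited locus, of chromosome arms, of the *w1118* libraries and of hemocyte number were chosen before.

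Many genes differed from *w1118* in the same direction in infected and uninfected flies of a line, 874 with a position in *IbinA* KO and 717 in *IbinB* KO. Chance values of the *w1118* libraries are a poor explanation, since infected and uninfected differences rest on different *w1118* libraries and had a correlation across genes of 0.69 in *IbinA* KO and 0.65 in *IbinB* KO. Sequence close to the edited locus is a poor one too, since 5.8% of the *IbinA* KO genes and 6.0% of the *IbinB* KO genes lay within 2 Mb of it, against 4.2% and 3.2% of tested genes (rotation permutation p = 0.256 and p = 0.203). By arm, 37.0% of the *IbinA* KO genes lay on 2L and 37.7% of the *IbinB* KO genes on 3L, which the rotation test leaves open (adjusted permutation p = 0.161 and p = 0.0678). By whole chromosome, 63.4% of the *IbinA* KO genes lay on chromosome 2 and 80.6% of the *IbinB* KO genes on chromosome 3 (permutation p = 1e-04 for each, the smallest that 10000 permutations of 2 Mb windows can give). The share of genes that differ was 2.64 times that of the other chromosomes in *IbinA* KO and 5.23 times in *IbinB* KO, which preparation of libraries or rearing of flies by line does not predict. A chromosome of another origin that carries the edited locus is a possible explanation of these shares. The paper states that the lines were backcrossed to *w1118*, and this explanation was found and tested on the same libraries. Off those chromosomes lay 320 genes in *IbinA* KO and 139 in *IbinB* KO, for which effects of the mutation, of background and of preparation by line cannot be told apart. Differences with and without infection of genes on chromosome 2 in *IbinA* KO and on chromosome 3 in *IbinB* KO, among them *Srg2* and *Srg3* for *IbinB* KO, may in part come from such a background, given the 63.4% and 80.6%. *Diedel*, *eater*, *Tl*, *SPE*, *TotA* and *AttD* also lie on chromosome 3 but were not past the threshold in uninfected *IbinB* KO flies. Of all genes past it in infected *IbinB* KO flies 63.3% lay on chromosome 3, and of those with an interaction 55.0%, against 44.3% of tested genes, with no test of these shares, so the question is open for these 6 genes. *TotA* was at 0.32 in infected DKO flies.

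The differences of *IbinA* KO*;IbinB* KO (DKO) from *w1118* resembled those of *IbinB* KO (correlation across genes 0.61) and of *IbinA* KO (0.58) in infected flies. The *w1118* libraries that the comparisons share gave a mean of 0.50 and at most 0.54 in 100 simulations of groups without differences, while the single mutants, which share the same libraries, had a correlation of 0.19. Sharing alone is a poor explanation, since comparisons without a shared library had correlations of 0.56 (loss of *IbinB*) and 0.54 (loss of *IbinA*). Background that DKO inherited from the single mutants would also give such correlations and was not separated from the mutations. Genes are not independent of each other, and the correlations carry no p.

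*eater* was higher in infected flies lacking *IbinB*. Against infected *w1118*, the other 8 markers had medians of -0.08 in *IbinB* KO (2 higher, 6 lower) and -0.33 in DKO (3 higher, 5 lower). Their highest values were 0.2 and 0.37, against 2.17 and 1.68 for *eater*. These values argue against a rise in hemocyte number as the explanation in these comparisons. With loss of *IbinB* the 8 markers moved both ways, at a median of 0.04. Past the threshold were 3 higher and 1 lower, none above 0.71, against 2.13 for *eater*. Between DKO and *IbinA* KO their median was 0.39 and the highest 1.64, which leaves such a rise open there. A difference between lines that needs no infection is a poor explanation, since the interaction of loss of *IbinB* with infection was 2.10 (adjusted p = 5.11e-08, limma with Benjamini-Hochberg adjustment). For *Diedel*, lower in infected flies lacking *IbinB*, the interaction was -3.48 (0.0173), but its uninfected means of at most 0.373 FPKM in all 4 lines are too low to show a difference between lines, which leaves the question open. Both genes lie on 3R, 9428 kb and 11826 kb from *IbinB*.

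Toll effectors differed from infected *w1118* in opposite directions in the single mutants. A shift of the FPKM scale by a few genes is a poor explanation, since the difference between the medians was 1.00 after scaling to equal FPKM totals. Whether a difference that needs no infection explains all of it was left open. The infected difference exceeded the uninfected one by 0.61, past the threshold by camera (adjusted p = 6.36e-06). By fry it was not past it with adjustment over 14 set tests (unadjusted p = 0.0271, adjusted p = 0.0632). Each single line was also compared with *w1118*. In *IbinB* KO the median was 0.49 without infection (fry, unadjusted p = 0.0438 and adjusted p = 0.129), while the genes of Fig. 6B had 0.10, and the interactions of *BaraA1* (2.43, adjusted p = 0.00404) and *Bbd* (1.32, 0.00837, and 0.0567 with only the compared groups) were past the threshold. A difference present before infection is thus a poor explanation for *BaraA1* and was left open for the set. In *IbinA* KO the median was -0.01 without infection and -0.58 with it. The interaction was -0.55, with 13 of 16 genes lower. It was past the threshold by camera (adjusted p = 4.2e-06) and not by fry (adjusted p = 0.0896), which leaves the question open. A difference in the whole response at the time of sampling was left open by the Imd genes in *IbinB* KO, at -0.39. With loss of *IbinB* over 12 infected libraries they moved the other way, at -0.73 (fry, adjusted p = 0.0076). This argues there against a response that is stronger or weaker as a whole. It cannot exclude a shift in timing that acts differently on the pathways. The paper reports fewer bacteria in flies lacking *IbinB* at 36 h, and an effect of bacterial load was not separated from one of the mutation.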
